# Cancer cells impair monocyte-mediated T cell stimulation to evade immunity

**DOI:** 10.1038/s41586-024-08257-4

**Published:** 2024-11-27

**Authors:** Anais Elewaut, Guillem Estivill, Felix Bayerl, Leticia Castillon, Maria Novatchkova, Elisabeth Pottendorfer, Lisa Hoffmann-Haas, Martin Schönlein, Trung Viet Nguyen, Martin Lauss, Francesco Andreatta, Milica Vulin, Izabela Krecioch, Jonas Bayerl, Anna-Marie Pedde, Naomi Fabre, Felix Holstein, Shona M. Cronin, Sarah Rieser, Denarda Dangaj Laniti, David Barras, George Coukos, Camelia Quek, Xinyu Bai, Miquel Muñoz i Ordoño, Thomas Wiesner, Johannes Zuber, Göran Jönsson, Jan P. Böttcher, Sakari Vanharanta, Anna C. Obenauf

**Keywords:** Cancer microenvironment, Tumour immunology, Immune evasion, Melanoma

## Abstract

The tumour microenvironment is programmed by cancer cells and substantially influences anti-tumour immune responses^1,2^. Within the tumour microenvironment, CD8^+^ T cells undergo full effector differentiation and acquire cytotoxic anti-tumour functions in specialized niches^3–7^. Although interactions with type 1 conventional dendritic cells have been implicated in this process^3–5,8–10^, the underlying cellular players and molecular mechanisms remain incompletely understood. Here we show that inflammatory monocytes can adopt a pivotal role in intratumoral T cell stimulation. These cells express *Cxcl9*, *Cxcl10* and *Il15*, but in contrast to type 1 conventional dendritic cells, which cross-present antigens, inflammatory monocytes obtain and present peptide–major histocompatibility complex class I complexes from tumour cells through ‘cross-dressing’. Hyperactivation of MAPK signalling in cancer cells hampers this process by coordinately blunting the production of type I interferon (IFN-I) cytokines and inducing the secretion of prostaglandin E_2_ (PGE_2_), which impairs the inflammatory monocyte state and intratumoral T cell stimulation. Enhancing IFN-I cytokine production and blocking PGE_2_ secretion restores this process and re-sensitizes tumours to T cell-mediated immunity. Together, our work uncovers a central role of inflammatory monocytes in intratumoral T cell stimulation, elucidates how oncogenic signalling disrupts T cell responses through counter-regulation of PGE_2_ and IFN-I, and proposes rational combination therapies to enhance immunotherapies.

## Abstract (web summary)

Inflammatory monocytes are identified as important players in T cell restimulation in the tumour microenvironment.

## Main

Although T cell responses are often suppressed in the tumour microenvironment (TME) by inhibitory signals, emerging data suggest that the TME also has a pivotal role in supporting T cell function^1,11^. The activation and differentiation of CD8^+^ T cells was thought to occur primarily in the lymph node. However, recent findings indicate that after reaching the tumour, antigen-committed memory or effector T cells require further restimulation to expand, differentiate and effectively control tumour growth^3,4,8,11,12^. This process is thought to take place in discrete niches within the TME, where T cells spatially organize with myeloid cells^3–7^, in particular activated CCR7^–^ type 1 conventional dendritic cells (cDC1s) and conventional dendritic cells (cDCs) in a stimulatory CCR7^+^ state^3,8–10,13,14^. Such multicellular hubs have increasingly been linked to positive outcomes in immunotherapy, thereby underscoring their therapeutic relevance^4,5^. The growing recognition of T cell restimulation within the TME has prompted the addition of ‘the TME subcycle’ as a new step in the cancer immunity cycle^11^. However, the processes that facilitate restimulation of primed CD8^+^ T cells within the TME remain incompletely understood.

To identify mechanisms of T cell restimulation in the tumour, we capitalized on matched pairs of tumour models that were derived by exposing targeted therapy-naive (N^TT^) *Braf*^*V600E*^-driven melanoma models to MAPK pathway inhibitors (BRAF inhibitor (BRAFi), and BRAFi and MEK inhibitor (BRAFi/MEKi)) until they acquired resistance (R^TT^). We previously demonstrated that although N^TT^ tumours are susceptible to eradication through immune checkpoint blockade (ICB) and adoptive T cell transfer (ACT), R^TT^ tumours harbour an immune-evasive TME that renders them cross-resistant to immunotherapies^15^. Prospective clinical studies^16–18^ have confirmed that resistance to targeted therapy jeopardizes subsequent responses to immunotherapy. Here using these models, we show that inflammatory monocytes facilitate the intratumoral expansion of primed T cells even in the absence of cDC1s. We provide mechanistic insights into their mode of action, identify cancer-cell-derived cues that disrupt this process and propose mechanism-based therapies that can reinstate anti-tumour immunity.

## Myeloid polarization underlies immune escape

We established N^TT^ tumours and R^TT^ tumours of the YUMM1.7 mouse melanoma model (*Braf*^*V600E*^, *Pten*^*–/–*^*Cdkn2a*^*–/–*^) that express the model antigen ovalbumin (OVA) in *Rag2*^*–/–*^ mice and performed ACT by intravenously injecting activated tumour antigen-specific CD8^+^ T cells (OT-1^Luc^) (Fig. 1a). As previously shown^15^, in N^TT^ tumours, T cells infiltrated and controlled tumour growth, whereas R^TT^ tumours were resistant (Fig. 1b and Extended Data Fig. 1a). Notably, OT-1^Luc^ T cells effectively killed N^TT^ and R^TT^ tumour cells in vitro (Extended Data Fig. 1b), which implicated a role for the TME in mediating resistance to T cell killing in vivo. 

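CD45+ cells were sorted from YUMM1.7 OVA tumours in *Rag2*-/- hosts, which lack T and B cells of their own, and profiled by single-cell RNA sequencing in an experiment with 1 library per condition. Each library pooled the cells of 3 tumours. The libraries analysed here are N TT tumours without ACT, N TT tumours taken 72 h after ACT, and R TT tumours without ACT; R TT tumours after ACT were not analysed here. Fixed cells were hybridised with gene probes, and the authors counted unique molecular identifiers (UMIs) for 19059 mouse genes in each barcode called as a cell. There were 10200, 8726 and 9780 barcodes, with medians of 3935, 5306.5 and 9691.5 UMIs.

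Cells were kept by the ranges of detected genes that the methods state, 1300 to 8000 for N TT and 1000 to 4500 for R TT tumours, which left 8332, 7772 and 5693 cells. The upper limit removed 3191 barcodes (32.6%) of the R TT library, against 2 and 1 in the N TT libraries. Clusters with fibroblast or endothelial markers were then left out, as the methods leave out fibroblasts. They held 106 kept cells (1.27%, 95% CI 1.04 to 1.54) in N TT tumours without ACT, 36 (0.463%, 0.325 to 0.641) after ACT and 818 (14.4%, 13.5 to 15.3) in R TT tumours. The immune cells that remained were 8226, 7736 and 4875. *Ptprc*, the gene of the sorted antigen CD45, stood at 835 (827 to 844), 1084 (1075 to 1093) and 219 (216 to 221) counts-per-million (CPM) over all barcodes.

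Transferred T cells were looked for before any other result. Barcodes with UMIs of at least 3 of 8 T cell genes (*Cd3e*, *Cd3d*, *Cd3g*, *Trac*, *Cd8a*, *Cd8b1*, *Cd5* and *Cd6*) numbered 3 (0.0294%, 95% CI 0.00607 to 0.0859) in N TT tumours without ACT, 25 (0.287%, 0.185 to 0.423) after ACT and 1 (0.0102%, 0.000259 to 0.0570) in R TT tumours. *Cd3e*, part of the T cell receptor complex, had 3, 96 and 0 counts. *Trac*, the receptor alpha constant gene, was at 0.520, 2.19 and 0.796 CPM, while *Cd8a*, which some dendritic cells also express, was at 3.08, 1.67 and 0.172 CPM. With 1 library per condition there is no replicate check, and every interval given covers counting error only, not the spread between tumours.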

To define the composition and transcriptional states of the immune cells within the TME of N^TT^ tumours and R^TT^ tumours, we performed single-cell RNA sequencing (scRNA-seq) of CD45^+^ immune cells before ACT and 72 h after ACT. The immune landscape was markedly different between N^TT^ and R^TT^ YUMM1.7^OVA^ tumours. Specifically, there was a reduction in total CD45^+^ abundance in R^TT^ tumours and prominent differences within the myeloid cell compartment (Fig. 1c,d and Extended Data Fig. 1c–e). 

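Before ACT, cells named macrophage-like were the largest class in both tumour types, by a naming rule that was revised with the clusters in view. Natural killer (NK)-like, monocyte-like and CCR7+ dendritic cell-like cells were smaller fractions of the R TT than of the N TT immune cells. The cDC2-like cells were a larger fraction in R TT tumours, and the counting intervals of cDC1-like cells overlapped. Genes for matrix breakdown were higher in the sum of the macrophage-like cells of R TT tumours, which include a small osteoclast-like cluster. Total CD45+ abundance was not analysed here.

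Macrophage-like cells were 74.7% (95% CI 73.8 to 75.7) of the immune cells of N TT tumours and 84.2% (83.1 to 85.2) of those of R TT tumours, and monocyte-like cells 6.18% (5.66 to 6.72) and 0.903% (0.657 to 1.21). The split between these classes depends on processing. Over the settings run, names were carried over from the main clustering. Monocyte-like cells then ranged from 0.207% to 6.83% in N TT and from 0.0814% to 1.41% in R TT tumours. The lowest values came with all variable genes used in clustering. Named afresh in that setting, 1 monocyte-like cluster led by *Ifit1bl1* and *Cmpk2* held 18.9% of the kept N TT cells. Whether that setting lowers or raises the N TT share thus depends on the naming too. The same cluster held 0.422% of the kept R TT cells, so the order of the tumour types did not turn there. Macrophage-like cells, with names carried over, ranged from 72.0% to 80.5% and from 70.5% to 87.4%. That range does not try the naming itself. Named afresh with the stated gene ranges swapped, the clusters with 43.1% and 21.7% of the kept N TT cells had no name. NK-like cells were 7.88% (7.30 to 8.48) and 1.19% (0.905 to 1.54), ranging over the settings from 6.47% to 11.1% and from 0.681% to 1.20%. Among dendritic cells, the type that primes CD4+ T cells (cDC2-like) was 6.71% (6.18 to 7.27) and 9.83% (9.00 to 10.7; 8.18% to 16.6% over the settings run), the cross-presenting type (cDC1-like) 1.37% (1.13 to 1.65) and 1.25% (0.958 to 1.60), the migratory CCR7+ type 1.12% (0.903 to 1.37) and 0.287% (0.157 to 0.481), and plasmacytoid cells 0.839% (0.653 to 1.06) and 0.513% (0.332 to 0.756). Neutrophil-like cells were 0.644% (0.483 to 0.842) and 1.31% (1.01 to 1.67), ranging over the settings from 0 to 1.39% and from 0.504% to 1.35%, and mast or basophil-like cells 0.0608% (0.0197 to 0.142) and 0.451% (0.283 to 0.683). Clusters without a name held 0.462% (0.327 to 0.634) and 0.0821% (0.0224 to 0.210). The rise in cDC2-like cells lay in 1 part of that class. At resolution 1.0, cluster 12 held 1.90% of the kept N TT and 7.36% of the kept R TT cells. Cluster 11, also cDC2-like, held 4.54% and 1.58%. Named afresh with all barcodes kept, cDC2-like cells were 4.21% and 1.12% of barcodes, while a cluster led by *Pgf* and *Mgl2* had no name.

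Of the macrophage-like cells of N TT tumours, 56.5% lay in cluster 1 and 34.0% in cluster 3, and of those of R TT tumours 33.4% in cluster 5 and 29.5% in cluster 8. A cluster that comes mostly from 1 library may be that library rather than a cell type.

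*Ctsk*, which encodes the collagen-degrading protease cathepsin K (GRCm38 chromosome 3, 95499256 to 95509362), was at 54.4 CPM in the summed immune cells of N TT and 2168 CPM in those of R TT tumours (log2 ratio 5.32). *Mmp9*, a gelatinase (chromosome 2, 164940780 to 164955850), was at 58.6 and 1942 CPM (5.05). Of 18 genes for matrix degradation and osteoclast-like function, 13 were at least 2-fold higher in R TT tumours and 2 lower, with a median log2 ratio of 1.86 (percentile 100 among 10000 lists of genes of like expression). They include *Acp5*, an acid phosphatase of osteoclasts (2.61), *Atp6v0d2*, a proton pump subunit (4.67), and *Dcstamp*, needed for cell fusion (3.65). Within macrophage-like cells alone the median was 2.27. Cluster 15, with 336 of the 4104 macrophage-like cells of R TT tumours, is led by *Ctsk*, *Mmp9* and *Acp5* and holds 98.3% of the *Ctsk* and 97.8% of the *Mmp9* counts of all immune cells there. In N TT tumours 5 cells of that cluster hold 94.2% and 88.3%. With cluster 15 left out, a step chosen after seeing the data, *Ctsk* was at 3.15 CPM in N TT and 40.8 CPM in R TT tumours, *Mmp9* at 6.89 and 46.7 CPM, and the list median at 1.29, with 9 of 17 genes at least 2-fold higher and 2 lower. Fibroblast-like cells left out of these sums also carried both proteases. After thinning to 2800 UMIs per cell, *Ctsk* had a UMI in 66.5% of the non-immune cells of R TT tumours (74.0% unthinned) and in 13.4% of the immune cells (12.4 to 14.4; 21.9% unthinned; median depth 7906 UMIs). In cDC2-like cells, taken as the background class, the share was 4.71%. In the immune cells of N TT tumours it was 0.726% (0.542 to 0.951; 1.18% unthinned; median depth 4441 UMIs).

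**Figure D1:**
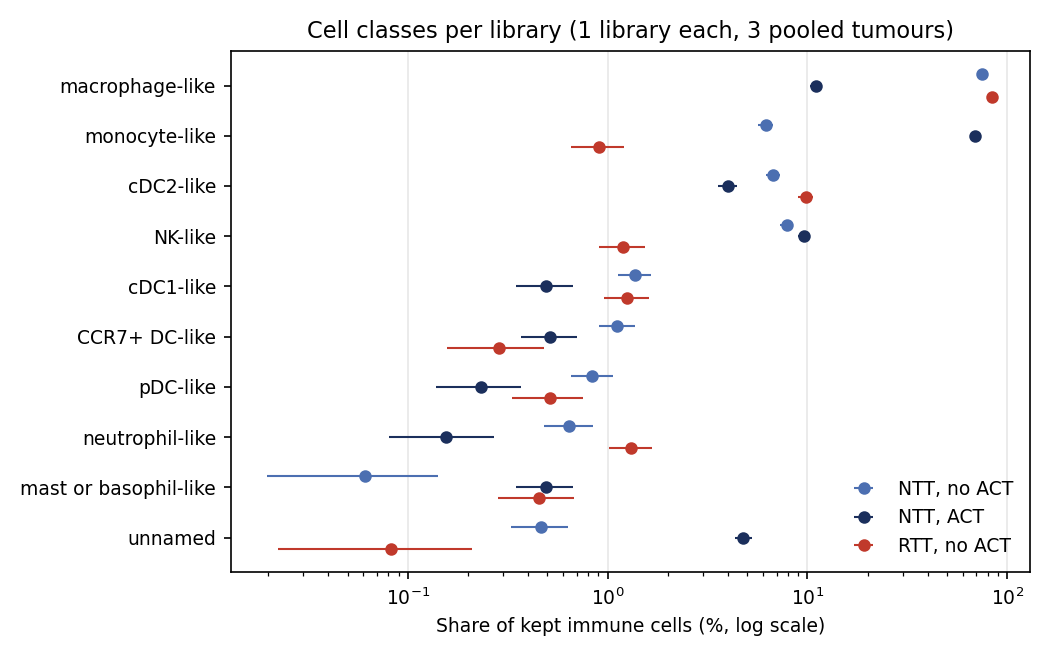
Share of each cell class among immune cells, with exact 95% intervals that cover counting error only. NK-like cells were 7.88% of immune cells in N TT tumours without ACT, 9.59% (8.94 to 10.3) after ACT and 1.19% in R TT tumours without ACT.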

Monocytes, the most abundant immune population in the TME of N^TT^ tumours, were strongly reduced in R^TT^ tumours (Fig. 1c,d and Extended Data Fig. 1d). This population expressed typical monocyte markers (*Ly6c2*, *C5ar1* and *Fcgr1*), low levels of macrophage markers (*Adgre* and *Apoe*) and lacked classical cDC markers (*Cd24a*, *Flt3*, *Dpp4* and *Zbtb46*) (Extended Data Fig. 1e and Supplementary Table 1). Moreover, in R^TT^ tumours, cDCs (*Zbtb46*^*+*^, *Flt3*^*+*^ and *Cd24*^*+*^), including cDC1s and activated CCR7^+^ DCs (often referred to as mregDCs)^19–22^, were severely reduced and in a dysfunctional state (Fig. 1c,d and Extended Data Fig. 1d–f). Furthermore, immunosuppressive tumour-associated macrophages (TAMs)^21,23,24^ (for example, *Spp1*^*+*^ and *Ctsk*^*+*^) and cycling TAMs were increased in R^TT^ tumours compared with N^TT^ tumours. We observed similar repolarization of the myeloid compartment in the YUMM3.3 (*Braf*^*V600E*^, *Cdkn2a*^*–/–*^) model, in which R^TT^ tumours failed to respond to ICB (that is, anti-PD-1 and anti-CTLA-4 agents)^15^ (Extended Data Fig. 1g–j). These results highlight the conserved regulation and functional importance of the myeloid TME across models and immunotherapies.

**Fig. 1:**
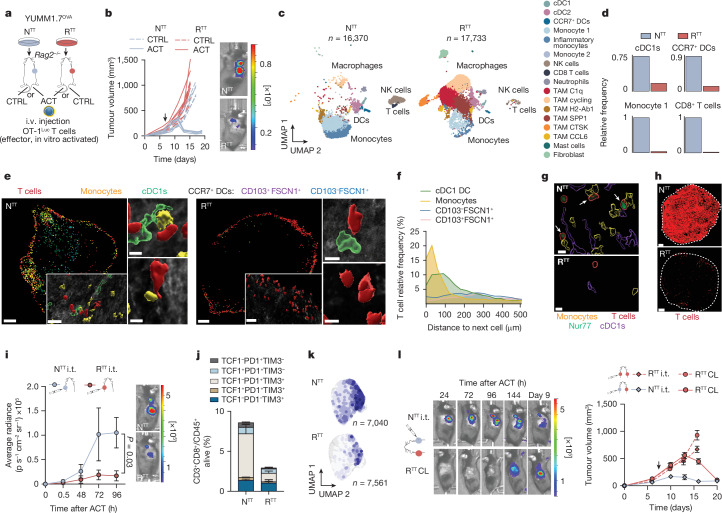
Tumour-infiltrating T cells are restimulated in permissive TMEs. **a**, Schematic of subcutaneous injection of YUMM1.7^OVA^ N^TT^ cells or R^TT^ cells in *Rag2*^*–/–*^ mice and OT-1^Luc^ ACT through intravenous (i.v.) injection. **b**, Left, ACT responses of N^TT^ and R^TT^ tumours (*n* = 5 mice per group). Right, representative bioluminescence imaging (BLI) pictures of T cells 96 h after ACT; key indicates radiance (photons per second that leave a square centimeter of tissue and radiate into a solid angle of one steradian). **c**, Uniform manifold approximation and projection (UMAP) maps of scRNA-seq of CD45^+^ cells in N^TT^ and R^TT^ tumours 72 h after ACT (*n* = 4 tumours pooled per group). **d**, Relative cell frequencies from scRNA-seq. **e**, Representative multiparameter IF images of YUMM1.7^OVA^ N^TT^ and R^TT^ tumours 48 h after ACT (*n*  = 3 tumours per group). Scale bar, 400 µm (zoom-ins, 50 µm and 10 µm). **f**, Relative T cell frequency and distance to the next immune cell in N^TT^ tumours (*n* = 3 tumours per group). **g**, Representative IF image of Nur77–GFP OT-1 cells in YUMM1.7^OVA^ N^TT^ and R^TT^ tumours 48 h after ACT (*n* = 3 tumours per group). Scale bar, 10 µm. Arrows indicate Nur77^+^ OT-1 cells. **h**, Representative IF image of YUMM1.7^OVA^ N^TT^ and R^TT^ tumours 72 h after ACT. Dashed lines depict the tumour border (*n* = 2 tumours per group). Scale bar, 500 µm. **i**, Left, quantification of T cells by BLI over time after intratumoral (i.t.) ACT (mean ± s.e.m., *n* = 4 mice per group). Two-way analysis of variance (ANOVA) with Sidak’s multiple comparisons test. Right, representative BLI image 96 h after ACT (key as in **b**). **j**, T cell states by flow cytometry 120 h after i.t. ACT (mean ± s.e.m., *n* = 5 N^TT^, *n* = 4 R^TT^ tumours). **k**, Effector memory T cell signature^29^ on scRNA-seq of T cells (*n* = 14 N^TT^, *n* = 18 R^TT^ pooled tumours). **l**, Left, representative BLI images of T cells in N^TT^ and contralateral (CL) R^TT^ tumours after i.t. ACT (key as in **b**). Right, growth curves (mean ± s.e.m., *n* = 6 mice per group). Arrows in **b** and **l** indicate day of ACT. Source Data

## T cells are restimulated in permissive TMEs

Recent studies have shown that activated CD8^+^ T cells require additional stimuli from intratumoral myeloid cells to acquire full effector functions and to sustain a T cell response^3,6,10,12^. To examine this idea further, we used multiparameter immunofluorescence (IF) microscopy for discriminatory myeloid cell markers to determine the main interaction partner (or partners) of tumour-infiltrating T cells (Fig. 1e and Extended Data Fig. 2a–c). In N^TT^ tumours, tumour-specific CD8^+^ T cells were in close proximity to cDC1s and monocytes and were often organized in multicellular clusters at the tumour margin (Fig. 1f and Extended Data Fig. 2a–c). Notably, tumour-infiltrating T cells interacted with monocytes more commonly than with cDC1s, which is possibly due to the high abundance of monocytes in the TME (Fig. 1f and Extended Data Fig. 2a,b). Within these hubs, T cells stained positive for Nur77, a marker indicative of recent T cell receptor (TCR) signalling, which indicated not only proximity but also direct antigen-specific stimulation by the interacting myeloid cells (Fig. 1g and Extended Data Fig. 2d,e). Within 72 h after ACT, T cells in N^TT^ tumours permeated the entire tumour parenchyma, which was not abolished by blocking T cell egress from the lymph node with FTY720. This result suggested the occurrence of local expansion (Fig. 1h and Extended Data Fig. 2f). By contrast, R^TT^ tumours did not contain such hubs, and T cells remained confined to the periphery. Moreover, they rarely interacted with the few cDCs and monocytes present, and Nur77^+^ T cells were strongly reduced (Fig. 1g and Extended Data Fig. 2d,e).

To investigate T cell functionality within TMEs, we injected the same amount of activated OT-1^Luc^ T cells intratumorally into N^TT^ tumours and R^TT^ tumours (Fig. 1i). In contrast to R^TT^ tumours, CD8^+^ T cells rapidly underwent a proliferative burst and expanded in N^TT^ tumours (Fig. 1i and Extended Data Fig. 2g). Five days after intratumoral injection, we observed a significant reduction in differentiated CD8^+^ T cells (TCF1^–^PD1^+^TIM3^+^) in R^TT^ tumours compared with N^TT^ tumours. By contrast, in both conditions, a small fraction (about 5%) of all T cells remained in a stem-cell-like state (TCF1^+^PD1^+^TIM3^–^), which is required for expansion of the T cell effector pool^12,25–28^ (Fig. 1j and Extended Data Fig. 2h,i). In N^TT^ tumours, but not in R^TT^ tumours, T cells acquired features of effector memory T cells^29^, and the majority displayed upregulated expression of the T cell effector marker CXCR6 (ref. ^30^) (Fig. 1k, Extended Data Fig. 2j,k and Supplementary Table 2). Altogether, these findings suggest that multicellular hubs that contain cDCs and, unexpectedly, a substantial fraction of monocytes, are associated with T cell expansion. Moreover, T cell proliferation and effector differentiation is facilitated only within the TME of N^TT^ tumours but not of R^TT^ tumours.

## Local licensing of systemic immunity

To examine whether an immune-permissive TME can act as a reservoir for T cell restimulation, we established N^TT^ tumours and R^TT^ tumours in opposite flanks within the same mouse and performed intravenous ACT. T cells expanded in N^TT^ tumours and, at later time points, infiltrated contralateral R^TT^ tumours and transiently controlled their growth (Extended Data Fig. 2l–o). Of note, we did not observe differences in the myeloid composition of R^TT^ tumours in the presence of a contralateral N^TT^ tumour (Extended Data Fig. 2p). Treatment with FTY720 only marginally reduced T cell infiltration into contralateral R^TT^ tumours, but still resulted in tumour control. This result suggests that T cells may traffic partially through the lymph node and directly through the circulation (Extended Data Fig. 2q,r). To further confirm that restimulated T cells traffic between tumours, we directly injected activated OT-1^Luc^ T cells into one tumour and evaluated T cell infiltration in contralateral tumours. T cells introduced into a N^TT^ tumour demonstrated the capacity to expand locally and infiltrate contralateral tumours, irrespective of whether these were N^TT^ tumours or R^TT^ tumours. Contralateral N^TT^ tumours fully regressed, and even contralateral R^TT^ tumours were temporarily controlled (Fig. 1l and Extended Data Fig. 2s–u). Notably, T cells directly injected into R^TT^ tumours initially failed to expand but trafficked to contralateral N^TT^ tumours, where they expanded and controlled tumour growth and, eventually, re-infiltrated R^TT^ tumours (Extended Data Fig. 2t,u). Collectively, our data indicate that after initial priming of T cells, restimulation and subsequent effector functions are strongly dictated by the characteristics of the TME. We conclude that T cells are capable of trafficking between tumours and that T cell restimulation in an immune-permissive TME can facilitate the control of distant, resistant tumours.

## Immunostimulatory role of monocytes

Activated cDC1s and CCR7^+^ cDCs have long been implicated in anti-tumour immunity^13,31–35^ and, recently, in intratumoral CD8^+^ T cell restimulation^3,4,8,9^. Consistent with that, cDC1 vaccination in R^TT^ tumours restored T cell infiltration and led to transient tumour control (Extended Data Fig. 3a–c). Notably, when N^TT^ cells were injected into *Rag2*^*–/–*^*Batf3*^*–/–*^ mice, which lack functional cDC1s, and ACT was performed, T cells still infiltrated, expanded and controlled N^TT^ tumours (Fig. 2a). In the absence of functional cDC1s, multiparameter IF showed retained immune hubs, with monocytes clustering together with T cells in N^TT^ tumours but not in R^TT^ tumours (Extended Data Fig. 3d–f). Furthermore, in N^TT^ tumours grown in *Zbtb46–*DTR bone marrow chimeras, in which all cDC subsets are depleted, T cells were effectively restimulated and expanded (Extended Data Fig. 3g–i).

**Fig. 2:**
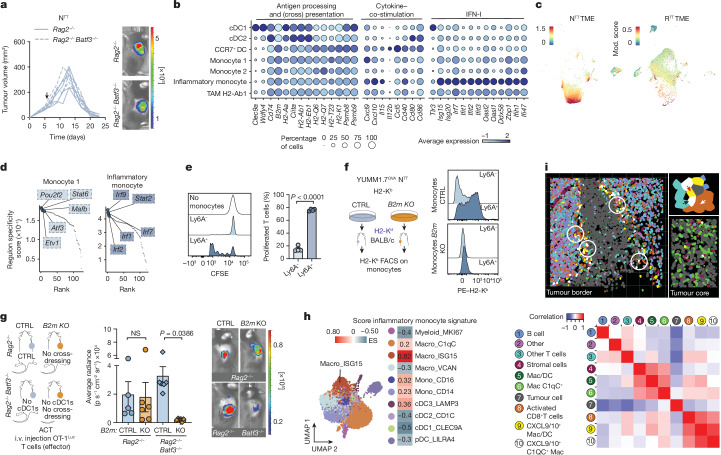
Inflammatory monocytes restimulate T cells within the TME. **a**, Left, ACT response of YUMM1.7^OVA^ N^TT^ tumours in *Rag2*^*–/–*^ mice (*n* = 4 mice) and *Batf3*^*–/–*^*Rag2*^*–/–*^ (*n* = 5 mice). Right, representative BLI image of T cells 96 h after ACT (key as in Fig. 1b). **b**, Gene expression in individual clusters from scRNA-seq from Fig. 1c. **c**, Scoring of an ISG signature^37^ on our scRNA-seq data from Fig. 1c. Mod., module. **d**, Regulon specificity score of monocytes calculated using SCENIC in N^TT^ tumours. **e**, Left, representative histograms depicting CFSE intensity. Right, quantification of T cell proliferation after 72 h of co-culture of naive CFSE-labelled T cells and inflammatory (Ly6A^+^) or non-inflammatory monocytes (Ly6A^–^) isolated from N^TT^ tumours in *Rag2*^*–/–*^ mice (*n* = 4 tumours). Two-tailed unpaired Student’s *t*-test. **f**, Left, schematic of injection of YUMM1.7^OVA^ N^TT^ CTRL or *B2m* KO cells in BALB/c mice. Right, representative histograms depicting H2-K^b^ levels. **g**, Left, schematic of injection of N^TT^ CTRL or N^TT^ *B2m* KO tumours in *Rag2*^*–/–*^ mice and *Batf3*^*–l–*^*Rag2*^*–/–*^ mice. Middle, quantification of T cell infiltration by BLI. Right, representative BLI image of T cell infiltration 96 h after ACT (*n* = 5 N^TT^ in *Rag2*^*–/–*^ and *n* = 6 mice for other groups) (key as in Fig. 1b). One-way ANOVA with Tukey’s multiple comparisons test. **h**, Left, UMAP of human inflammatory macrophages from a melanoma scRNA-seq myeloid dataset^23^. Right, enrichment score (ES) values of the inflammatory monocyte gene signature for each cell cluster. **i**, Top, representative field of view (FOV) of human metastatic melanoma (*n* = 2 of 72 FOVs) analysed by CosMx spatial transcriptomics profiling. Bottom, Pearson’s correlation values between cell types across FOVs (*n* = 72) were determined and displayed as a heatmap (*n* = 34 melanoma samples). The white arrow depicts activated CD8^+^ T cells, the black arrow depicts *CXCL9*^*+*^*CXCL10*^*+*^*C1QC*^+^ macrophages, and the red arrow *CXCL9*^*+*^*CXCL10*^*+*^ macrophages and DCs. Mac, macrophage. Bar graphs depict the mean ± s.e.m. Source Data

Next, we analysed monocytes for expression of genes linked to T cell stimulation. Monocytes expressed increased levels of the antigen presentation machinery (*Psmb8*, *Psmb9*, major histocompatibility complex class I (MHCI) and MHCII) and *Il15*, which mediates T cell survival and effector differentiation^3^. *Cxcl9* and *Cxcl10*, which are essential for T cell recruitment and linked to positive immunotherapy responses^33^, were also expressed at high levels (Fig. 2b). These monocytes did not score positively for an established monocyte-derived DC signature^21^, and a large subset of these monocytes also expressed high levels of interferon-stimulated genes (ISGs), which identified them as inflammatory monocytes (Figs. 1c and 2b and Extended Data Fig. 3j). These inflammatory monocytes expressed the interferon-induced surface marker Ly6A (Extended Data Fig. 1e), a result consistent with analyses of human and mouse tumours and viral infection models, which showed that myeloid cells transition to an inflammatory state after IFN-I signalling^23,36–40^. As expected, previously defined ISG signatures (Supplementary Table 3) scored the highest in the monocyte and inflammatory monocyte cluster in N^TT^ tumours (Fig. 2c and Extended Data Fig. 3k). Single-cell regulatory network inference and clustering (SCENIC) analyses predicted transcriptional activity of *Irf9*, *Irf7*, *Irf2* and *Stat2*, major effectors of interferon signalling, specifically in inflammatory monocytes (Fig. 2d). Altogether, these data suggest that even in the absence of cDCs, monocytes are capable of mediating the expansion of tumour-specific CD8^+^ T cells and promoting anti-tumour immunity.

## MHCI-dressed monocytes stimulate T cells

Given that T cells close to monocytes within immune hubs expressed Nur77, indicative of TCR stimulation (Fig. 1g and Extended Data Fig. 3l), we assessed whether monocytes are able to present tumour antigens. H2-K^b^-SIINFEKL staining revealed that inflammatory monocytes, but not their non-inflammatory counterparts, displayed tumour-derived antigens on MHCI (Extended Data Fig. 3m). Moreover, they induced naive T cell activation and proliferation ex vivo, as measured by CFSE dilution (Fig. 2e). However, inflammatory monocytes do not express genes involved in cross-presentation (*Clec9a* and *Wdfy4*)^14^ (Fig. 2b). This prompted us to investigate whether inflammatory monocytes can acquire and display antigens through the direct transfer of intact peptide–MHCI (pMHCI) complexes from adjacent cells, a process called MHCI cross-dressing^37,41,42^.

To investigate whether monocytes are able to cross-dress, we established N^TT^ tumours, which are derived from C57BL/6 mice and therefore express H2-K^b^, into MHCI haplotype-mismatched (H2-K^d^) BALB/c mice and examined cancer-cell-derived H2-K^b^ expression on myeloid subsets. Only inflammatory monocytes (Ly6A^+^) harboured cancer-cell-derived H2-K^b^ and were capable of activating naive T cells ex vivo (Fig. 2f and Extended Data Fig. 3n,o). Notably, in N^TT^ tumours harbouring a knockout (KO) of β_2_-microglobulin (N^TT^ *B2m* KO), no H2-K^b^ signal was detected on BALB/c inflammatory monocytes. This result demonstrated that pMHCI complexes on inflammatory monocytes are sourced from cancer cells (Fig. 2f and Extended Data Fig. 3n). To test the relative contribution of cross-presenting cDC1s and cross-dressed inflammatory monocytes to T cell restimulation, we injected N^TT^ and N^TT^ *B2m* KO tumours, which abolishes the ability of inflammatory monocytes to present tumour antigens through MHCI cross-dressing, into *Rag2*^*–/–*^ mice and *Rag2*^*–/–*^*Batf3*^*–/–*^ mice and performed ACT (Fig. 2g). When pMHCI cross-dressing on monocytes was intact, T cells expanded in N^TT^ tumours, even in the absence of cDC1s. Conversely, when pMHCI cross-dressing on inflammatory monocytes was abolished (*B2m* KO tumours) but cDC1s were present, T cells were also able to expand, which reflected the established capacity of cDC1s to restimulate CD8^+^ T cells through classical cross-presentation. Only when both cDC1s and cross-dressed inflammatory monocytes were absent (*B2m* KO tumours engrafted into *Rag2*^*–/–*^*Batf3*^*–/–*^ mice) did T cells fail to become restimulated (Fig. 2g). Collectively, our data highlight that pMHCI cross-dressing by inflammatory monocytes, together with stimulatory cytokine expression, underlies their ability to promote restimulation of primed CD8^+^ T cells in the TME.

## ISG^+^ macrophages in human melanoma

We scored our mouse inflammatory monocyte signature in human myeloid scRNA-seq datasets of melanoma and non-small cell lung cancer (NSCLC)^23,43^. This analysis showed that ISG^+^ (CXCL9^+^CXCL10^+^) macrophages and CD16^+^ monocytes are the analogous inflammatory populations across human cancers (Fig. 2h, Extended Data Fig. 4a–c and Supplementary Table 2). Notably, analysing the spatial distribution of T cells with immune cells in human melanoma samples revealed that activated CD8^+^ T cells preferentially co-localized with CXCL9^+^CXCL10^+^ inflammatory macrophages and cDCs in immune hubs. By contrast, regions that lacked CXCL9^+^CXCL10^+^ macrophages were devoid of T cells (Fig. 2i).

## Cancer cells produce PGE_2_ and dampen IFN-I responses

To identify factors derived from N^TT^ and R^TT^ cells that determine the intratumoral immune landscape pivotal for T cell restimulation, we isolated cancer cells from tumours and performed RNA-seq. Pathway enrichment analysis of differentially regulated genes revealed upregulation of the prostaglandin synthesis pathway and downregulation of IFN-I signalling in R^TT^ cells as the top differential pathways compared with N^TT^ cells (Fig. 3a and Supplementary Table 3). Metabolomics analysis identified PGE_2_ as the most enriched eicosanoid in R^TT^ tumours (Extended Data Fig. 5a). PGE_2_ can limit cDC1-mediated support of CD8^+^ T cells^9,34,44^, but its impact on inflammatory monocytes and on their ability to promote T cell restimulation is unclear.

**Fig. 3:**
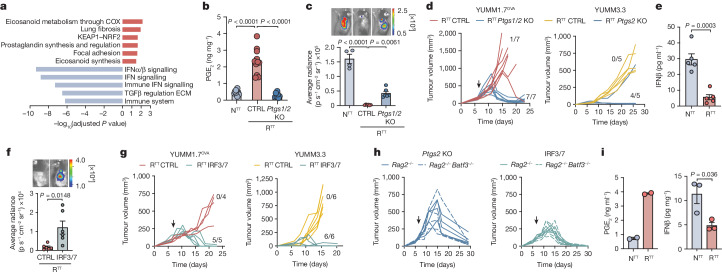
Cancer cells produce PGE_2_ and downregulate IFN-I responses to confer immunotherapy resistance. **a**, Pathway enrichment analysis of differential gene expression in cancer cells isolated from YUMM1.7^OVA^ N^TT^ tumours and R^TT^ tumours (*n* = 3 tumours per group; Supplementary Table 3). Adjusted *P* values were computed using the Benjamini–Hochberg correction. **b**, PGE_2_ ELISA of YUMM1.7^OVA^ tumours in *Rag2*^*–/–*^ mice (*n* = 10 N^TT^, *n* = 11 R^TT^ CTRL, *n* = 7 R^TT^ *Ptgs1/2* KO over 2 independent experiments). **c**, Top, representative BLI image of T cells 96 h after ACT (key as in Fig. 1b). Bottom, BLI quantification (*n* = 4 mice N^TT^, *n* = 6 mice R^TT^ CTRL and R^TT^ *Ptgs1/2* KO). **d**, Left, response of YUMM1.7^OVA^ tumours in *Rag2*^*–/–*^ mice to ACT *(n* = 7 mice per group). Right, YUMM3.3 in C57BL/6 mice (*n* = 5 mice per group). **e**, IFNβ ELISA of supernatants from YUMM1.7^OVA^ N^TT^ and R^TT^ cells (*n* = 5 replicates per group over 2 independent experiments). **f**, Top, representative BLI images of T cells in YUMM1.7^OVA^ R^TT^ CTRL and R^TT^ IRF3/7 tumours in *Rag2*^*–l–*^ mice 96 h after ACT (key as in Fig. 1b). Bottom, BLI quantification (*n* = 6 mice per group). **g**, Left, response of YUMM1.7^OVA^ tumours in *Rag2*^*–/–*^ mice to ACT (*n* = 4 mice R^TT^ CTRL, *n* = 5 mice R^TT^ IRF3/7). Right, YUMM3.3 in C57BL/6 mice (*n* = 6 mice per group). **h**, Response to ACT of YUMM1.7^OVA^ R^TT^ *Ptgs2* KO (left) and R^TT^ IRF3/7 tumours (right) in *Rag2*^*–/–*^ (*n* = 4 mice per group) and *Batf3*^*–/–*^*Rag2*^*–/–*^ mice (*n* = 5 mice per group). **i**, PGE_2_ and IFNβ ELISAs of N^TT^ and R^TT^ A375 human melanoma (*n* = 2 replicates per group for PGE_2_, *n* = 3 tumours per group for IFNβ). Arrows in **d**, **g** and **h** indicate day of ACT. Bar graphs depict the mean ± s.e.m. Statistical analysis was performed with a two-tailed unpaired Student’s *t*-test (**e**,**f**,**i**) or one-way ANOVA with Tukey’s multiple comparisons test (**b**,**c**). Source Data

To understand the role of cancer-cell-derived PGE_2_ in immune evasion, we ablated PGE_2_ production through cyclooxygenase-1 (COX1; encoded by *Ptgs1*) and COX2 (encoded by *Ptgs2*) KO in R^TT^ cells and engrafted them into *Rag2*^*–/–*^ mice. R^TT^ tumours deficient in *Ptgs1* and *Ptgs2* (*Ptgs1/2*) displayed reduced PGE_2_ levels that were comparable to those of N^TT^ tumours (Fig. 3b) and increased T cell infiltration (Fig. 3c). Notably, *Ptgs1/2* deletion fully re-sensitized R^TT^ tumours to ACT and grew unperturbed without ACT (Fig. 3d and Extended Data Fig. 5b). Genetic ablation of only *Ptgs2* also led to re-sensitization of R^TT^ tumours to ACT (Extended Data Fig. 5c–e). Similarly, *Ptgs2* deletion in the YUMM3.3 R^TT^ model resulted in tumour rejection in immunocompetent C57BL/6 mice in a T cell-dependent manner, even without ICB treatment (Fig. 3d and Extended Data Fig. 5f,g). Similar effects of *Ptgs2* inactivation have been reported in other mouse models^34,44–46^, which highlights the role of PGE_2_ in the TME as a strong modulator of T cell responses.

Given the effects of PGE_2_, we wondered whether the transcriptional downregulation of the IFN-I program in R^TT^ cells (Fig. 3a) was merely a reflection of low interferon levels in a PGE_2_-induced immunosuppressive TME or an independent driver of immune evasion. IFNβ was significantly reduced in R^TT^ tumour lysates compared with N^TT^ tumour lysates (Extended Data Fig. 5h), with R^TT^ cells producing less IFNβ in vitro. This result implied that there is cancer-cell-intrinsic regulation of IFN-I cytokine production without microenvironmental cues (Fig. 3e). Upstream regulator analysis (Ingenuity) predicted that these transcriptional changes stemmed from decreased activity of the transcription factors IRF3 and IRF7 (IRF3/7), which are important regulators of interferon production (Extended Data Fig. 5i).

To test whether re-establishment of a functional IFN-I pathway in R^TT^ cancer cells is sufficient to restore responses to ACT, we overexpressed IRF3/7 in R^TT^ cells and established tumours in *Rag2*^*–/–*^ mice. This model showed restored IFN-I cytokine levels in the TME (Extended Data Fig. 5h) and increased T cell infiltration, which in turn led to full tumour control after ACT (Fig. 3f,g and Extended Data Fig. 5j). YUMM3.3 R^TT^ tumours also harboured lower IFNβ levels than their N^TT^ counterparts (Extended Data Fig. 5k), and after re-establishment of an interferon response and injection in C57BL/6 mice, the tumours were controlled (Fig. 3g). Moreover, similar to N^TT^ tumours, YUMM1.7^OVA^ R^TT^ tumours with *Ptgs2* KO or IRF3/7 overexpression were controlled in *Rag2*^*–/–*^*Batf3*^*–/–*^ mice, which lack cDC1s (Fig. 3h). Collectively, these findings suggest that R^TT^ cancer cells establish an immune-evasive TME by increasing PGE_2_ and simultaneously reducing IFN-I cytokine production. Reverting either of these events re-sensitizes tumours to killing by activated T cells, even in the absence of cDC1s (Fig. 3h).

## MAPK signalling regulates PGE_2_ and IFN-I responses

We recently showed that cross-resistance between targeted therapy (BRAFi/MEKi) and immunotherapy is driven by reactivated oncogenic RAF–MEK–ERK signalling^15^. To explore whether the hyperactivated MAPK pathway in R^TT^ tumours is the common regulator of both immune-evasive programs, we inhibited the MAPK pathway in cancer cells in vitro and in vivo. This strategy induced the expression of ISGs and reduced COX2 levels (Extended Data Fig. 5l–n), a result consistent with previous reports^44,47^. We examined whether PGE_2_ could be the cause of the dampened IFN-I program in R^TT^ cancer cells. However, *Ptgs2* deletion did not restore ISG expression and it did not increase IFN-I cytokine levels in the TME (Extended Data Fig. 5o,p). Similarly, IRF3/7 overexpression in R^TT^ tumours did not attenuate PGE_2_ production (Extended Data Fig. 5q).

To address the human relevance of these findings, we assessed PGE_2_ and IFN-I cytokine production in matched pairs of the human RAFi-sensitive (N^TT^) and RAFi-resistant (R^TT^) melanoma cell lines A375, M249 and LOX^48^. We consistently found an increased production of PGE_2_ in targeted-therapy-resistant cells, together with a decrease in IFN-I responses. This result was also confirmed in the KRAS-driven NSCLC cell line NCI-H358 after it acquired resistance to a targeted KRAS inhibitor (Fig. 3i and Extended Data Fig. 5r). COX2 levels were regulated by the MAPK pathway in the A375 cell line after BRAF inhibition or after NRAS overexpression (Extended Data Fig. 5s). Collectively, these studies indicate a common regulatory module driven by oncogenic MAPK signalling that upregulates PGE_2_ levels and downregulates IFN-I responses in cancer cells to drive immune evasion.

## PGE_2_ and IFN-I responses instruct myeloid polarization

We next wanted to understand how genetic ablation of PGE_2_ synthesis or restoration of IFN-I responses in R^TT^ cancer cells reinstates an immune-permissive TME rich in inflammatory monocytes. We performed scRNA-seq and flow cytometry analyses of CD45^+^ cells from YUMM1.7^OVA^ N^TT^ tumours, R^TT^ control (CTRL) tumours, R^TT^ *Ptgs1/2* KO tumours and R^TT^ IRF3/7 overexpressing tumours 72 h after ACT (Fig. 4a and Extended Data Fig. 6a–e). The most substantial TME changes after deletion of *Ptgs1/2* or overexpression of IRF3/7 were in the monocyte and macrophage (MoMac) compartment. In R^TT^ IRF3/7 tumours, inflammatory monocytes were the predominant population, together with a TAM cluster with enhanced stimulatory functions (TAM H2-Ab1) that was absent in R^TT^ tumours (Fig. 4a and Extended Data Fig. 6d). In R^TT^ *Ptgs1/2* KO tumours, we observed an increase in both monocytes and inflammatory monocytes, with a reduction in immunosuppressive TAMs (*Spp1*^*+*^, *C1q*^*+*^ and *Ctsk*^*+*^) and an increase in H2-Ab1 TAMs. After PGE_2_ reduction or IRF3/7 overexpression, cDC1 abundance and functionality, as well as CCR7^+^ DCs, were significantly increased and antigen presentation capacity was enhanced (Fig. 4a and Extended Data Fig. 6c–f). Last, NK cells were also rescued in R^TT^ *Ptgs1/2* KO tumours and in IRF3/7 overexpressing tumours, but NK cell depletion in *Ptgs2* KO tumours did not significantly change the infiltration of cDCs and T cells or overall tumour control in our models (Extended Data Fig. 6g–j).

**Fig. 4:**
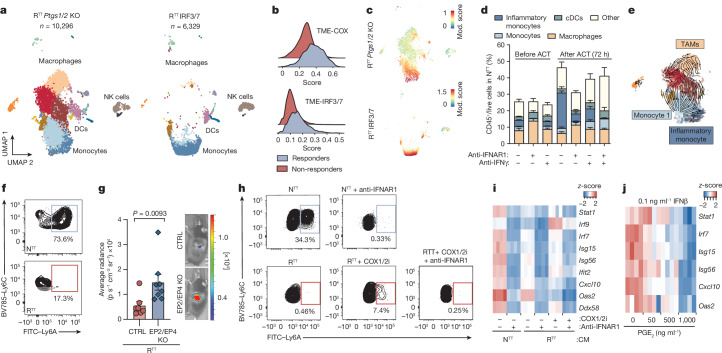
PGE_2_ and IFN-I responses determine myeloid cell abundance and their functional inflammatory state in the TME. **a**, UMAP of scRNA-seq of CD45^+^ cells in YUMM1.7^OVA^ R^TT^ *Ptgs1/2* KO and R^TT^ IRF3/7 tumours 72 h after ACT (*n* = 3 tumours pooled per group). See Fig. 1c for cell cluster annotation. **b**, Scoring of the TME-COX and TME-IRF3/7 signatures (Supplementary Table 4) in myeloid fractions of responder (*n* = 6) and non-responder (*n* = 7) patients before TIL infusion^43^. **c**, Scoring of an ISG signature^37^ in the scRNA-seq from **a**. **d**, Flow cytometry quantification of myeloid populations normalized to the CD45^+^ fraction from YUMM1.7^OVA^ N^TT^ tumours in *Rag2*^*–/–*^ mice treated with anti-IFNAR1 or anti-IFNγ (*n* = 5 tumours per group, except *n* = 4 in anti-IFNAR1 + ACT and ant-IFNγ + ACT). **e**, RNA velocity of the MoMac compartment from R^TT^ *Ptgs1/2* KO tumours. **f**, Representative contour plots of Ly6C^+^ monocytes depicting Ly6A expression 72 h after i.t. transfer into N^TT^ and R^TT^ tumours in *Rag2*^*–/–*^ mice (*n* = 5 tumours per group). **g**, Left, BLI quantification of T cells 96 h after ACT of YUMM1.7^OVA^ R^TT^ cells into *Cd11c*^*cre*^*-Ptger2*^*–/–*^*Ptger4*^*fl/fl*^ mice (EP2/EP4 KO) or *Cd11c*^*cre*^ (CTRL) mice (*n* = 7 mice per CTRL group and *n* = 8 mice per EP2/EP4 KO group); two-tailed Mann–Whitney *U*-test. Right, representative BLI image (key as in Fig. 1b). **h**, Representative contour plots of Ly6C^+^ monocytes depicting expression of Ly6A 48 h after treatment with CM from cancer cells with or without a COX1/2i (indomethacin) and with or without anti-ΙFNAR1 or isotype (*n* = 3 biological replicates). **i**, Heatmap of scaled ISG expression in BMDCs exposed to CM from N^TT^ or R^TT^ cells and with or without a COX1/2i in the presence of anti-ΙFNAR1 or isotype (*n* = 4 technical replicates) measured by RT–qPCR. **j**, Heatmap of scaled ISG expression in BMDCs treated with IFNβ and PGE_2_ measured by RT–qPCR (*n* = 4 technical replicates). Bar graphs depict the mean ± s.e.m. Source Data

To investigate the distinctive features of PGE_2_ depletion or IFN-I response reinstatement in patients with cancer, we established a signature of the top upregulated genes in immune cells after *Ptgs1/2* KO (TME-COX signature, *n* = 26) and the top upregulated genes after IRF3/7 overexpression (TME-IRF3/7 signature, *n* = 40; Supplementary Table 4). Both signatures were strongly correlated with a gene expression signature of CD8^+^ T cell infiltration and were highly predictive of survival in patients with melanoma treated with ICB^49^ (Extended Data Fig. 7a,b). Furthermore, both signatures were enriched in a group of patients who responded to subsequent tumour-infiltrating lymphocyte (TIL) therapy^43^ (Fig. 4b and Extended Data Fig. 7c). From these results, we conclude that PGE_2_ depletion and IFN-I cytokine increase is associated with an immune-permissive state of the TME and better response to therapy in preclinical models and in patients.

## IFN-I and IFNγ drive the inflammatory state

The TME of N^TT^ tumours, R^TT^ *Ptgs1/2* KO tumours and R^TT^ IRF3/7 tumours share an inflammatory state, and monocytes are the most abundant cell type in this transcriptional state (Fig. 4c). After ACT, inflammatory monocytes strongly expanded, especially in N^TT^ tumours and R^TT^ *Ptgs2* KO tumours, which suggested that both cancer-cell-derived IFN-I cytokines and T cell-derived IFNγ play a part in inducing the inflammatory state (Extended Data Fig. 6b). Indeed, looking at the most variable genes in the immune compartment of the TME before and after ACT, a core IFNγ response gene set (for example, *Cxcl9*, *Gbp2* and *Slamf7*) was strongly increased in N^TT^ tumours. 

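By 72 h after ACT, genes that IFNγ switches on were higher across the immune cells of N TT tumours. They encode chemokines that draw T cells (*Cxcl9*), GTPases that attack intracellular pathogens (*Gbp2*) and surface receptors of activated leukocytes (*Slamf7*), and the difference was present within cDC2-like, macrophage-like and monocyte-like cells taken apart.

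Of 34 measured genes in a list of IFNγ-response genes, 29 were at least 2-fold higher after ACT and none was 2-fold lower. The median log2 ratio was 1.98 (counting interval 1.96 to 2.01; 3.96-fold), above all 10000 random lists of like expression (percentile 100). *Cxcl9* (GRCm38 chromosome 5, 92321347 to 92328079) was at 35.9 CPM (95% interval 34.1 to 37.7) without ACT and 1588 (1577 to 1599) after it, a log2 ratio of 5.47. *Gbp2* (chromosome 3, 142620602 to 142638008) was at 279 and 2113 CPM (2.92), and its neighbour *Gbp2b* (142594847 to 142619179) at 7.89 and 572 CPM (6.18). How well the probes tell these paralogues apart was not tested. *Slamf7* (chromosome 1, 171632403 to 171653035) was at 215 and 567 CPM (1.40). *Nos2*, the nitric oxide synthase of activated macrophages, had a log2 ratio of 5.71, *Acod1*, which makes itaconate, 3.40, *Irf1*, a transcription factor downstream of the IFNγ receptor, 2.04, and *Cd274*, which encodes PD-L1, 1.93. *Fcgr1*, an IgG receptor (−0.05), and *Irgm1*, an immunity GTPase (0.87), were among the 5 genes that lay within 2-fold.

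In cDC2-like cells, all in cluster 7 in both conditions, the list median was 2.11, with *Cxcl9* at 11.3 and 1030 CPM. It was 1.33 in macrophage-like cells, mostly in clusters 1 and 3 in both conditions, and 0.57 in NK-like cells. In monocyte-like cells it was 2.20, but these lay in clusters 2 and 4 after ACT and in cluster 10 without it. *Gbp2b* and *Cxcl9* are among the leading genes of cluster 2, and *Nos2* and *Cxcl9* among those of cluster 4. The genes of the interferon lists were left out of clustering, but other genes that interferon induces were not. Monocyte-like cells were 68.7% (67.7 to 69.8) and macrophage-like cells 11.0% (10.3 to 11.7) of the immune cells after ACT. With names carried over, these shares ranged over the settings run from 44.2% to 70.2% and from 10.9% to 31.5%. The values furthest from 68.7% and 11.0% came with all barcodes kept. Clusters 2 and 4 each have 1 monocyte marker, *Ly6i*, among their 10 leading genes. The monocyte markers include *Ly6c2*, which is also on the list of genes that both interferons use. The class name and the response to interferon are thus not fully told apart here.

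With every cell thinned to the same number of UMIs, *Cxcl9* was seen in 4.05% (3.60 to 4.53) of the immune cells without ACT and 57.6% (56.5 to 58.8) after it (5.11% and 66.8% unthinned; median depths 4441 and 5682.5 UMIs). In NK-like cells, taken as the background class, the shares were 1.95% and 24.7%, a level to which RNA from other cells may add. Among the 300 most variable genes, k-means with 3 groups placed *Cxcl9*, *Gbp2*, *Gbp2b* and *Slamf7* together in a group of 67 genes that holds 25 of the IFNγ-response list; its mean z score was 0.04 in N TT tumours without ACT, 0.96 after ACT and −0.996 in R TT tumours.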

Independent of the effects of T cell transfer, a set of genes characteristic of an IFNα response (for example, *Irf7*, *Isg15* and *Cxcl10*) was higher in N^TT^ TMEs than in R^TT^ TMEs, which suggested that both IFN-I and IFN-II cytokines modulate an inflammatory TME in N^TT^ tumours (Extended Data Fig. 7d,e).

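Without any T cell transfer, genes of the antiviral response to type I interferon were many-fold lower in the immune cells of R TT than of N TT tumours. They encode the transcription factor that amplifies interferon production (*Irf7*), a ubiquitin-like antiviral modifier (*Isg15*) and a chemokine for T cells and NK cells (*Cxcl10*). In N TT tumours most of these genes lay within 2-fold of their level without ACT once T cells had been given, unlike the IFNγ-response genes.

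All 38 measured genes of the type I list were at least 2-fold lower in R TT tumours, with a median log2 ratio of −3.93 (counting interval −3.99 to −3.87), below all 10000 random lists of like expression (percentile 0). *Irf7* (GRCm38 chromosome 7, 141262706 to 141266481) was at 2783 CPM (95% interval 2767 to 2798) in N TT and 73.4 (70.8 to 76.1) in R TT tumours, a log2 ratio of −5.24. *Isg15* (chromosome 4, 156199424 to 156200818) was at 2656 and 109 CPM (−4.61) and *Cxcl10* (chromosome 5, 92346638 to 92348889) at 863 and 44.4 CPM (−4.28). *Ly6a*, a surface protein raised by both interferon classes (chromosome 15, 74994877 to 74998031), had a log2 ratio of −3.95. The antiviral genes *Ifit1bl1* (−6.63), *Ifit3* (−5.83) and *Usp18* (−5.32) lay lower still, and *Ifitm3* (−2.04) was the closest to its N TT level.

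The difference was present class by class. In cDC2-like cells, 552 in N TT and 479 in R TT tumours, the type I median was −4.23, with *Irf7* at 2490 and 72.8 CPM. At resolution 1.0 these cells split into cluster 11 (378 N TT and 90 R TT cells) and cluster 12 (158 and 419), with medians of −4.63 and −3.64. It was −3.98 in macrophage-like cells, which different clusters hold in the 2 tumour types, and −2.21 in monocyte-like cells, of which R TT tumours gave only 44.

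After ACT, the type I median in N TT tumours was −0.26 (−0.28 to −0.23) relative to N TT tumours without ACT, below all random lists (percentile 0) while the median of all genes was −0.17, with no gene 2-fold higher and 2 lower, *Ifit3b* (−1.16) and *Slfn4* (−1.14). It was −0.64 within monocyte-like, −0.60 within NK-like, −0.17 within macrophage-like (0.08 with all variable genes used in clustering) and −0.09 within cDC2-like cells. *Irf7* then stood at 2112, *Isg15* at 2685 and *Cxcl10* at 1124 CPM. The IFNγ and type I medians thus differ by 2.25 in this comparison. IFNγ-response genes were also lower in R TT tumours before ACT, 28 of 32 by at least 2-fold, with a median of −2.93; *Nos2* alone was 2-fold higher (1.50). Among genes that both interferons use, 12 of 12 were at least 2-fold lower in R TT tumours (median −2.45), against 1 of 12 higher after ACT (median 0.54), *Samhd1* (1.24), a nucleotide hydrolase that limits viral replication. A k-means group of 135 genes held *Irf7*, *Isg15*, *Cxcl10* and *Ly6a* with 32 of the type I list (mean z scores 0.51, 0.63 and −1.14 in N TT tumours without and with ACT and R TT tumours), and a group of 98 genes held *Ctsk* and *Mmp9* (−0.23, −0.83 and 1.07).

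From an IFNγ set that is high after ACT and an IFNα set that is high in N TT tumours irrespective of transfer, the paper proposes that interferons of both classes shape an inflammatory TME in N TT tumours (Extended Data Fig. 7d,e). The paper's other evidence includes IFNβ measured by ELISA and blockade of both interferon classes in mice before and after ACT. The values here come from 1 library per condition and measure response genes, not the interferons.

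**Figure D2:**
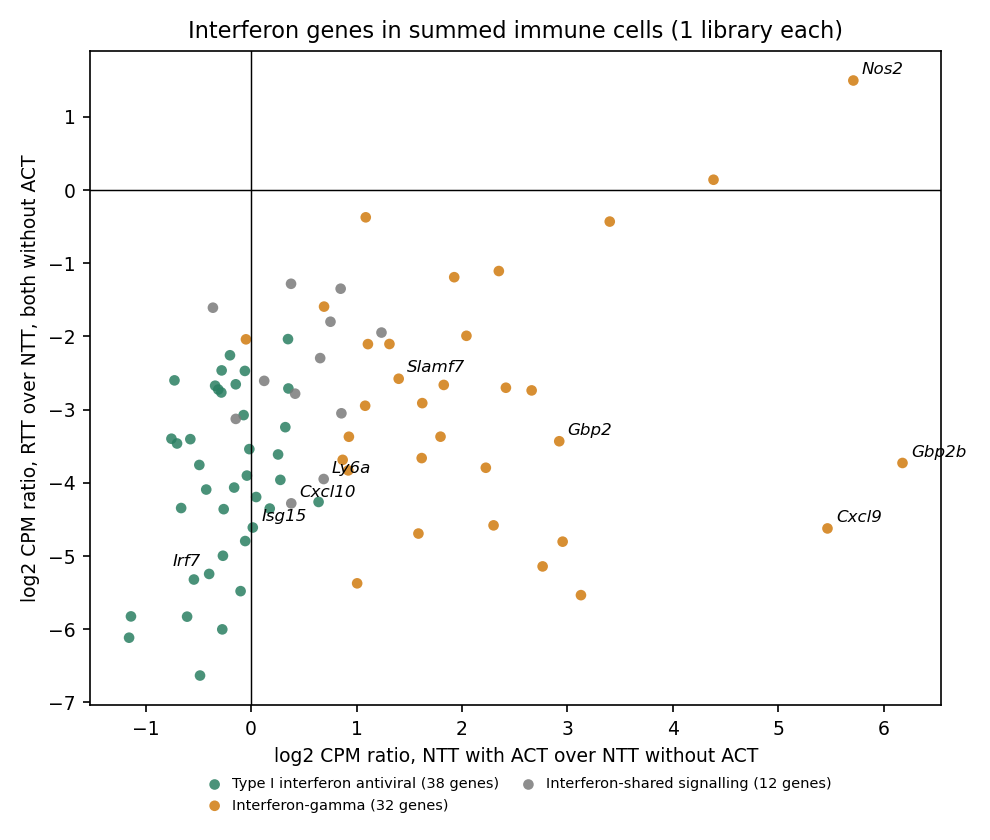
Each point is a gene of the type I, IFNγ or shared lists, placed by its log2 CPM ratio after over without ACT in N TT tumours and in R TT over N TT tumours without ACT. *Irf7* lies at −0.40 and −5.24, *Cxcl9* at 5.47 and −4.62.

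**Figure D3:**
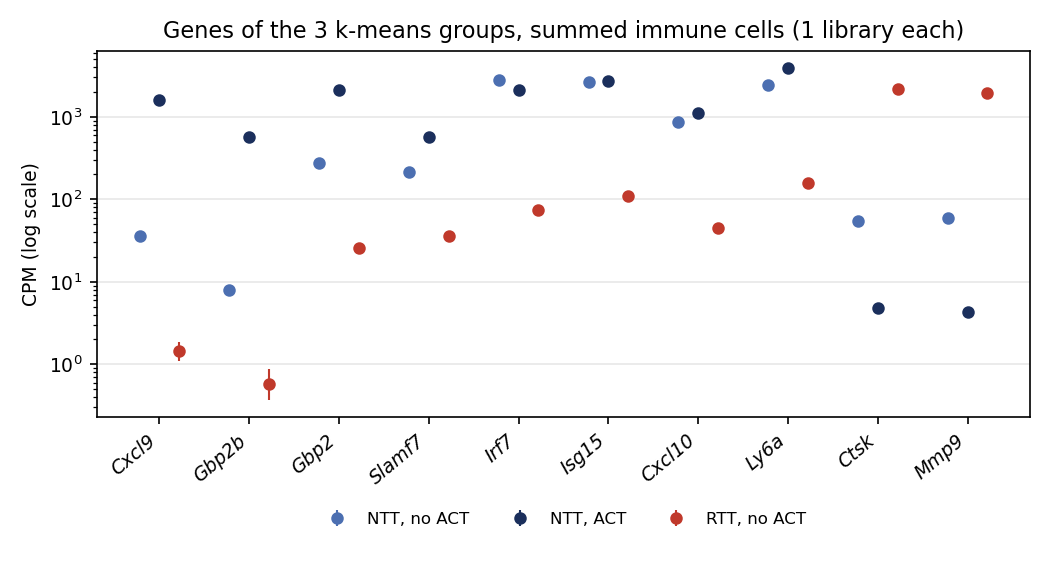
CPM in the summed immune cells of each library for genes the paper names, with exact Poisson 95% intervals that cover counting error only. In R TT tumours *Cxcl9* was at 1.45 CPM (1.10 to 1.87; 57 counts) and *Gbp2* at 25.8.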

To assess how interferons modulate the inflammatory TME and monocytes, we selectively blocked IFN-I and IFN-II cytokines before and after ACT. Blocking IFN-I signalling before ACT prevented the formation of inflammatory monocytes. Specifically, low levels of IFN-I cytokines produced by R^TT^ *Ptgs2* KO cells were sufficient for inducing an inflammatory state. After ACT, IFNγ depletion substantially reduced (N^TT^) or completely abolished (R^TT^ *Ptgs2* KO) inflammatory monocytes (Fig. 4d and Extended Data Fig. 7f). In N^TT^ tumours that produce high levels of IFN-I cytokines, the combinatorial depletion of IFN-I and IFN-II cytokines was necessary to fully abolish inflammatory monocytes after ACT (Fig. 4d). These data indicate that monocytes initially rely on tumour-derived IFN-I cytokines to transition to an inflammatory state, which shifts towards IFNγ when T cells infiltrate the TME.

The expansion of inflammatory monocytes after T cell transfer is coupled with a reduction in macrophages, which suggests that there is a shift in myeloid differentiation towards inflammatory monocytes at the expense of TAM maturation (Extended Data Fig. 6b). To further understand myeloid differentiation trajectories, we performed RNA velocity analysis of the MoMac compartment in N^TT^ tumours, R^TT^ tumours and R^TT^ *Ptgs1/2* KO tumours. The analysis predicted that a common monocyte precursor population (monocyte 1 cluster) can give rise to both TAMs and inflammatory monocytes (Fig. 4e and Extended Data Fig. 7g). This results suggests that in R^TT^ tumours, high PGE_2_ and low IFN-I cytokine levels drive the differentiation of monocytes into suppressive macrophages, whereas in N^TT^ tumours, monocytes are maintained, with a subset acquiring the inflammatory state. Indeed, treatment of Ly6C^+^ monocytes with PGE_2_ in vitro promoted their differentiation towards F4/80^+^ macrophages (Extended Data Fig. 7h). In the absence of PGE_2_ (R^TT^ *Ptgs1/2* KO), TAMs were reduced and monocytes were increased, with a fraction becoming inflammatory (Fig. 4a). In R^TT^ IRF3/7 tumours, despite high levels of PGE_2_, the increased levels of IFN-I cytokines mediated inflammatory monocyte formation (Fig. 4a). To further analyse monocyte differentiation trajectories in vivo, we intratumorally injected bone-marrow-derived Ly6C^+^ monocytes. In N^TT^ tumours, 70–80% of these became inflammatory compared with only 10–20% in R^TT^ tumours (Fig. 4f and Extended Data Fig. 7i). Thus, both cancer cells and T cells shape the immune status of the TME by driving the differentiation of monocytes and their inflammatory state in therapy-responsive tumours.

## PGE_2_ impairs the inflammatory state

To rule out that high levels of PGE_2_ in the TME directly impair T cell function^30,50^, we knocked out the PGE_2_ receptors EP2 (encoded by *Ptger2*) and EP4 (encoded by *Ptger4*) in OT-1 T cells, followed by their intravenous injection into R^TT^ tumour-bearing mice. This strategy had modest effects and did not achieve tumour control (Extended Data Fig. 7j). We then examined effects of PGE_2_ on the myeloid compartment using *Cd11c*^*cre*^(*Itgax*-*cre*)*Ptger2*^*–/–*^*Ptger4*^*fl/fl*^ mice, in which EP2 and EP4 are selectively ablated in CD11c^+^ cells. We observed improved T cell infiltration, and R^TT^ tumours were controlled in a CD8-dependent manner in both the YUMM1.7 and YUMM3.3 models (Fig. 4g, Extended Data Fig. 7k and Extended Data Fig. 8a). In line with these data, inflammatory monocytes and cDC2s, along with cDC1s, were increased in *Cd11c*^*cre*^(*Itgax*-*cre*)*Ptger2*^*–/–*^*Ptger4*^*fl/fl*^ mice compared with control mice (Extended Data Fig. 8b). These data suggest that disruption of PGE_2_ signalling, either by inhibiting PGE_2_ production in cancer cells or by blocking downstream signalling in myeloid cells, is sufficient to restore the inflammatory state in myeloid cells and subsequent T cell function.

Given that IFN-I cytokines and PGE_2_ represent distinct biological classes of mediators, we investigated their individual and combined effects on the inflammatory state of myeloid cells. We exposed mouse Ly6C^+^ monocytes and bone-marrow-derived DCs (BMDCs) to conditioned medium (CM) from N^TT^ cells, R^TT^ cells and R^TT^ IRF3/7 cells. CM from N^TT^ cells or R^TT^ IRF3/7 cells, but not R^TT^ cells, induced an inflammatory state in BMDCs and monocytes (Fig. 4h,i and Extended Data Fig. 8c–e). This inflammatory response was blocked by anti-IFNAR1 treatment. Using CM of R^TT^ cells treated with a COX1 and COX2 inhibitor (COX1/2i) also increased the inflammatory state, which fully depended on the marginal remaining IFN-I cytokines produced by R^TT^ cells (Fig. 4h,i and Extended Data Fig. 8c–e). Furthermore, inhibiting the MAPK pathway with a MEKi in R^TT^ cells during conditioning of the medium also resulted in an increase in ISG expression in BMDCs, thereby highlighting the role of oncogenic MAPK signalling in regulating PGE_2_ and IFN-I cytokine production (Extended Data Fig. 8f). Exposure of human monocytes to CM from N^TT^ cells or R^TT^ cells of various human melanoma and NSCLC cell lines, with or without COX1/2i, demonstrated effects similar to those in mouse monocytes. This result provides support for a role of counter-regulated PGE_2_ and IFN-I cytokines in myeloid dysfunction in human cancers (Extended Data Fig. 8g). Finally, low IFNβ levels were sufficient to induce ISG expression and the inflammatory marker AXL in BMDCs, and adding PGE_2_ significantly impaired their response to IFN-I cytokines, thereby hampering the acquisition of an inflammatory state (Fig. 4j and Extended Data Fig. 8h).

## Pharmacological targeting of PGE_2_ and IFN-I

Nonsteroidal anti-inflammatory drugs (NSAIDs) inhibit PGE_2_ production by COX enzymes and are commonly used for pain management in patients with cancer. Retrospective studies^51,52^ and our own meta-analysis revealed that NSAID co-medication significantly improves overall response rates to ICB in melanoma and in patients with NSCLC (odds ratio = 1.68, 95% confidence interval (CI) = 1.16–2.42, *P* = 0.006), as well as progression-free survival compared with patients receiving only ICB (Fig. 5a, Extended Data Fig. 9a–d and Supplementary Tables 5 and 6). Nevertheless, these benefits did not translate into durable responses or long-term survival (Extended Data Fig. 9c). To examine how COX2 inhibition affects the immune TME, we treated R^TT^ tumour-bearing *Rag2*^*–/–*^ mice with celecoxib, adoptively transferred T cells intravenously and performed scRNA-seq (Fig. 5b). In line with findings in other models^53^, COX2 inhibition significantly increased the total amount of cDCs, including cDC1s and CCR7^+^ DCs, monocytes and their inflammatory state and immunostimulatory TAMs while reducing suppressive TAMs (Fig. 5b,c and Extended Data Fig. 10a–c). Continuous COX2 inhibition with celecoxib and etoricoxib increased CD8^+^ T cell infiltration and led to shrinkage of R^TT^ tumours in combination with ACT (Extended Data Fig. 10d). Notably, when COX2i treatment was stopped, tumours rapidly relapsed, which suggested that continuous TME remodelling is required for T cell restimulation (Extended Data Fig. 10d).

**Fig. 5:**
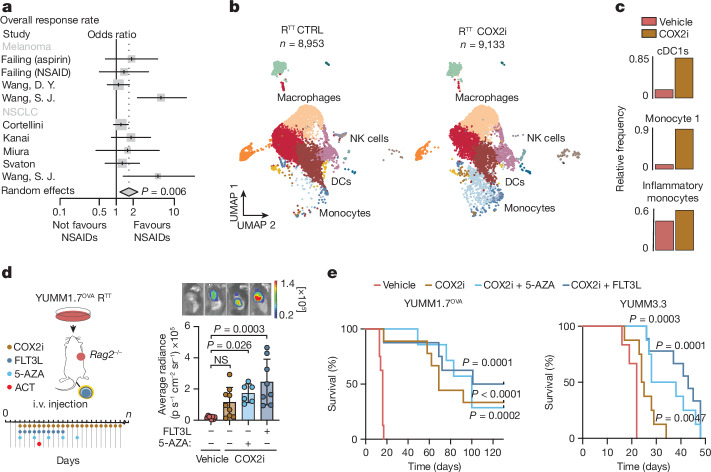
Pharmacological modulation of PGE_2_ and IFN-I responses reinstates an immune-permissive TME and immunotherapy response. **a**, Forest plot of pooled odds ratios and 95% CIs across clinical studies for overall response rates in patients receiving ICB with or without NSAID co-medication (*n* = 722 patients over 8 independent cohorts; Extended Data Fig. 9a and Supplementary Table 5). Statistical analysis was performed with a random effects model and data are presented as the mean ± 95% CI. **b**, UMAP of scRNA-seq of CD45^+^ cells of R^TT^ CTRL and COX2i-treated YUMM1.7^OVA^ R^TT^ tumours 72 h after ACT (*n* = *3* tumours pooled per condition). See Fig. 1c for cell cluster annotation. **c**, Relative frequency of cell types across conditions as assessed by scRNA-seq. **d**, Left, treatment schedule of YUMM1.7^OVA^ R^TT^ tumours in *Rag2*^*–/–*^ mice with celecoxib (COX2i) in combination with FLT3L or 5-AZA. Right, BLI quantification. Top, representative BLI images 72 h after ACT for vehicle (*n* = 8 mice), COX2i (*n* = 9 mice), COX2i + 5-AZA (*n* = 6 mice) and COX2i + FLT3L (*n* = 8 mice) groups (key as in Fig. 1b). Bar graphs depict the mean ± s.e.m. One-way ANOVA with Tukey’s multiple comparisons test. **e**, Left, Survival of *Rag2*^*–/–*^ mice bearing YUMM1.7^OVA^ R^TT^ tumours treated with ACT and vehicle (*n* = 8 mice), COX2i (*n* = 9 mice), COX2i + 5-AZA (*n* = 7 mice) or COX2i + FLT3L (*n* = 8 mice). Right, survival of C57BL/6 mice bearing YUMM3.3 R^TT^ tumours treated with an anti-PD1 and anti-CTLA4 with vehicle (*n* = 6 mice), COX2i (*n* = 8 mice), COX2i + FLT3L (*n* = 9 mice) or COX2i + 5-AZA (*n* = 9 mice). Log-rank Mantel–Cox test. Source Data

To further enhance the effects of COX2 inhibition, we explored different mechanism-based drug combinations aimed at inducing IFN-I responses or expanding antigen-presenting cells. To investigate whether the induction of IFN-I responses in R^TT^ tumours could synergize with COX2 inhibition, we used 5-azacitidine (5-AZA), a clinically used DNA methyltransferase inhibitor that induces IFN-I responses^54^. Treatment with 5-AZA and its combination with a COX2i led to strong repolarization of the immune TME, increasing inflammatory monocytes and T cell infiltration that in turn led to tumour regression in all *Rag2*^*–/–*^ mice receiving ACT (Fig. 5d and Extended Data Fig. 10e–h). Similar to COX2 inhibition, short-term treatment with 5-AZA only led to transient tumour control, which further underlined the need for a continuous stimulatory TME (Extended Data Fig. 10h).

Next, we combined ACT with a COX2i and FLT3L, a cytokine that promotes the expansion of cDCs^32,55^. This strategy increased inflammatory hubs (Extended Data Fig. 10i), improved T cell expansion and led to more durable responses compared with the COX2i alone (Fig. 5d,e and Extended Data Fig. 10h). Of note, FLT3L treatment alone did not lead to significant tumour control (Extended Data Fig. 10h). After 130 days, 3 out of 9 mice remained alive in the COX2i group, 4 out of 8 mice in the COX2i + FLT3L group and 2 out of 7 in the COX2i + 5-AZA group (Fig. 5e). Reinjection of YUMM1.7^OVA^ R^TT^ cells in long-term tumour-free mice did not form tumours, which indicated the presence of immune memory and T cell recall (Extended Data Fig. 11a). The benefit of combining a COX2i with FLT3L or 5-AZA was even more substantial in the YUMM3.3 R^TT^ model, in which COX2i + ICB had modest effects, but the addition of FLT3L or 5-AZA induced tumour control and significantly improved survival (Fig. 5e and Extended Data Fig. 11b–e). Similar benefits of these combination therapies were observed in several KRAS-driven models, including the colorectal cancer model CT-26, the NSCLC model KPAR and the PDAC model EPP2 (Extended Data Fig. 11f–n). Altogether, our results demonstrate that an immune-evasive TME orchestrated by cancer-cell-derived PGE_2_ and low IFN-I cytokines levels can be pharmacologically targeted using rational therapy combinations (Extended Data Fig. 11o).

## Discussion

Although the lymph node has long been recognized as a crucial environment for determining CD8^+^ T cell function, findings by us and others assign a complementary role to the TME^3–6,24^. In this study, we showed that inflammatory monocytes, which in human tumours correspond to CXCL9^+^CXCL10^+^ macrophages, drive T cell restimulation in the TME. We demonstrated that PGE_2_ and IFN-I responses, controlled by oncogenic MAPK signalling in cancer cells, disrupt this process. These findings provide mechanistic insights into the recent discoveries that CXCL10^+^ macrophages^56^, often present in immune hubs together with CD8^+^ T cells in patients^5^, and CXCL9:SPP1 macrophage polarity^24^ are predictive of responses to ICB.

We showed that inflammatory monocytes exhibit immunostimulatory capacities, as evidenced by their expression of CXCR3 ligands (*Cxcl9* and *Cxcl10*), which recruit and position T cells, and IL-15, which promotes the expansion and survival of the effector pool^3^. Unlike cDC1s, which cross-present antigens, inflammatory monocytes obtain intact pMHCI complexes from tumour cells through cross-dressing. Both inflammatory monocytes and cDC1s facilitated intratumoral T cell restimulation in our models. In future studies, it will be important to dissect these seemingly redundant functions of cDC1s and inflammatory monocytes and macrophages, and the contribution of other cell types, such as cDC2s^37^ and CD4^+^ T cells^4,57,58^. This information will help determine whether the signals provided by these cells, including different modes of TCR engagement (cross-presentation versus cross-dressing), enhance the effectiveness of intratumoral CD8^+^ T cell restimulation or differentially affect T cell function, as has been shown for a subset of macrophages that promote T cell exhaustion by providing a suboptimal TCR trigger^59^. The plasticity, high abundance and short half-life of monocytes and macrophages render them promising therapeutic targets for boosting the efficacy of immunotherapies, in particular in tumours in which functional intratumoral cDC1s are limited, a common feature of immune-evasive tumours^14,34^. Ultimately, it will be pivotal to understand whether T cell restimulation within the TME is strictly required across tumour entities and/or modes of immunotherapy.

We showed that patients with NSCLC and patients with metastatic melanoma receiving ICB and NSAIDs concomitantly had improved therapy responses and progression-free survival^51,52^. However, the use of NSAIDs did not translate into long-term benefit, which is possibly due to incomplete inhibition of PGE_2_ production or discontinuation of treatment, which, in our preclinical models led to rapid tumour regrowth. We propose mechanism-based interventions that combine immunotherapy with suppression of PGE_2_ levels through a COX2i and increase in IFN-I responses or cDC function through 5-AZA or FLT3L administration, respectively. Given that combining these clinically approved agents may cause toxicity and/or chronic IFN-I signalling resulting in T cell exhaustion^60^, further optimization in terms of drug timing and sequence will be required before use in patients. Previous studies have shown that PGE_2_ limits inflammatory gene expression in infection models^61^. A thorough understanding of the pathways that underlie this process in intratumoral myeloid cells has the potential to reveal new therapeutic targets for counteracting immune evasion.

## Methods

### Cell lines

YUMM1.7 and YUMM3.3 mouse melanoma^62^ cell lines (obtained from M. Bosenberg, Yale University) were cultured in Dulbecco’s modified Eagle’s medium (DMEM)–F12 produced in-house. A375, M249 (ref. ^63^) (obtained from J. Massague, MSKCC), KPAR^64^ (obtained from J. Downward, Francis Crick Institute) and EPP2 (ref. ^65^) (obtained from J. Zuber, IMP) cell lines were cultured in DMEM (Gibco). LOX^48^ (obtained from J. Massague, MSKCC), CT-26 (ref. ^66^) and NCI-H358 cell lines were purchased from the American Type Culture Collection and cultured in RPMI-1640 (Gibco). The NCI-H358 R^TT^ derivative was generated by culturing NCI-H358 parental cells in the presence of 1 μM KRAS inhibitor (Amgen) for 90 days until cells became resistant. YUMM1.7^OVA^ clones and all N^TT^ and R^TT^ derivatives were generated as previously described^15^. R^TT^ BRAFi-resistant cancer cells (YUMM1.7 and YUMM3.3 model) and all genetically engineered derivatives were cultured continuously in 100 nM dabrafenib (Selleckchem). MEKi-resistant cancer cells were cultured continuously in 10 nM trametinib (Selleckchem). Human N^TT^ and R^TT^ melanoma cell line derivatives (A375, M249 and LOX) were generated as previously described^48^, and R^TT^ cells were maintained in culture on 1 µM vemurafenib (LC-Labs). HEK-293T cells were purchased from Takara (Lenti-X 293T, 632180) and cultured in DMEM high-glucose produced in-house. BMDCs were cultured according to an adapted version of a previously described protocol^67^. In brief, for the first 6–7 days, cells were cultured at a density of 1 × 10^6^ cells per ml. On day 4, fresh medium was added to minimize cell death. After that, cells were either seeded for assays or counted and re-seeded at a density of 300,000 cells per ml. BMDCs were cultured in full T cell medium supplemented with 200 ng ml^–1^ FLT3L-Ig (BioXcell) and 5 ng ml^–1^ GM-CSF (in-house produced). Bone-marrow-derived Ly6C^+^ monocytes were cultured in DMEM medium (Gibco). Human MONO-MAC-1 (obtained from J. Zuber, IMP) and BLaER-1 (ref. ^68^) (obtained from M. Gaidt, IMP) cell lines were cultured in RPMI-1640 (Gibco). All media for cell lines were supplemented with 10% FBS, 2 mM l-glutamine (Gibco) and 100 IU ml^–1^ penicillin–streptomycin (Thermo Fisher). BLaER-1 and NCI-H358 cells were additionally supplemented with 1× sodium pyruvate. CD8^+^ T cells were cultured in full T cell medium containing RPMI-1640 supplemented with 10% FBS, 2 mM l-glutamine and 100 IU ml^–1^ penicillin–streptomycin, 1× sodium pyruvate (Gibco), 1× non-essential amino acids (Gibco), 20 mM HEPES (produced in-house) and 0.05 mM β-mercaptoethanol (Millipore). All cells were cultured at 37 °C and 5% CO_2_. Cells were routinely tested negative for mycoplasma contamination. STR Profiling was performed in-house for the YUMM1.7, YUMM3.3, EPP2 and KPAR cell lines. Moreover, sensitivity to MAPK inhibitors was confirmed for A375, M249 and LOX (BRAFi), CT-26 (MEKi) and for NCI-H358 (KRAS inhibitor).

### Animal experiments and ethics

All mice were bred and housed in pathogen-free conditions with a housing temperature of 22 ± 1 °C, 55 ± 5% humidity and a photoperiod of 14 h of light and 10 h of dark. Within each experiment, age-matched and sex-matched groups were used. *B6.129S(C)-Batf3tm1Kmm/J* (*Batf3*^*–/–*^) mice, *B6(Cg)-Zbtb46tm1(HBEGF)Mnz/J* (*zDC*-DTR) mice, *B6.Cg-Tg(Itgax-cre)1-1Reiz/J* (*Cd11c*-*cre*) mice and *NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ* (NSG) mice were purchased from Jackson Laboratories. *B6.Cg-Rag2tm1.1Cgn/J Ly5.2* (*Rag2*^*–/–*^), BALB/c and C57BL/6J mice were obtained from the Vienna Biocenter in-house breeding facility. *Itgax*^*cre*^*Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice were provided by J. Boettcher (TUM, Munich). For *Rag2*^*–/–*^*Batf3*^*–/–*^ strain generation, *Batf3*^*–/–*^ mice were crossed to *Rag2*^*–/–*^ mice, and homozygous offspring (*Rag2*^*–/–*^ × *Batf3*^*–/–*^) were confirmed by genotyping and used in subsequent experiments to evaluate the lack of cDC1s in the context of ACT. For *Rag2*^*–/–*^ *zDC*-DTR strain generation, *zDC*-DTR mice were crossed to *Rag2*^*–/–*^ mice and homozygous offspring were confirmed by genotyping and used in subsequent experiments to evaluate the effects of DC depletion. For ACT experiments and injection of YUMM1.7^OVA^ cell lines, *Rag2*^*–/–*^ mice were used. For the injection of YUMM3.3, KPAR and EPP2 cell lines, C57BL/6 mice were used. For the injection of the CT-26 cell line, BALB/c mice were used. For the generation of BMDCs and Ly6C^+^ monocytes, bones (femurs and tibias) were collected from in-house-bred C57BL/6 mice. For all above strains, mice were used between 6 and 12 weeks old. For OT-1^Luc^ CD8^+^ T cell isolation, 6–24-week-old OT-1^Luc^ Thy1.1 mice^69^ were used. All mouse experiments were performed according to our licence approved by the Austrian Ministry (GZ: MA58-2260492-2022-22; GZ: 340118/2017/25; BMBWF-66.015/0009-V/3b/2019; GZ: 801161/2018/17; and GZ: 2021-0.524.218 and their amendments). Mice were euthanized when the humane end point was reached (for example, weight loss > 20%, signs of distress and pain), when tumours displayed signs of continuous necrosis or when tumours reached the maximum allowed tumour volume of 1,500 mm^3^.

### Tumour cell injections

For subcutaneous injections, mice were anaesthetized with 2–4% isoflurane. For the YUMM1.7^OVA^ model and all its derivatives, 0.5–1 × 10^6^ YUMM1.7^OVA^ cancer cells were subcutaneously injected into the flank of each mouse in a volume of 50 µl. For contralateral experiments, alternating flanks were used for the injection of N^TT^ and R^TT^ cells to avoid preferential growth biases. For the YUMM3.3 model, 0.3–1 × 10^6^ cells were subcutaneously injected in a volume of 50 µl. For the CT-26 model, 0.25 × 10^6^ cells were subcutaneously injected in 50 µl. For the KPAR model 0.35 × 10^6^ cells were subcutaneously injected in 50 µl. For the EPP2^Luc^ cell line derivative, orthotopic injections were performed as previously described^65^. In brief, surgeries were performed under isoflurane (2–4%) anaesthesia on a heated plate. A small incision on the upper left quadrant of the shaved abdomen was made and the was spleen identified. After externalization of the pancreas, 1 × 10^6^ cells were intrapancreatically injected. Organs were re-situated, and the peritoneum closed with a resorbable 6-0 Vicryl suture, followed by skin closure with sterile wound clips. Animals received intraperitoneal (i.p.) injections of 5 mg kg^–1^ carprofen pre-emptively and every 12–48 h after surgery. The health status of mice was monitored daily, and the tumour burden was assessed by BLI. All cell lines were resuspended in PBS mixed 1:1 with Matrigel (Corning) in the final injection volume. Subcutaneous tumours were monitored by calliper measurements every 2–4 days, and tumour volume was calculated according to the following formula: volume = (*D* × *d*^2^)/2, in which *D* and *d* are the long and short tumour diameters, respectively.

### Isolation and activation of naive OT-1^Luc^ CD8^+^ T cells

Spleen and lymph nodes were isolated from OT-1^Luc^ mice, and red blood cell lysis was performed with ammonium–chloride–potassium lysis buffer (Thermo Fisher) according to the manufacturer’s protocol. T cell isolation was performed using a Magnisort mouse CD8^+^ naive T cell enrichment kit (Thermo Fisher) according to the manufacturer’s protocol. T cells were activated for the first 24 h by seeding them on a plate coated with 2 µg ml^–1^ anti-CD3 (145-2C11, eBioscience) overnight, and adding 1 µg ml^–1^ anti-CD28 (37.51, eBioscience) and 20 ng ml^–1^ carrier-free IL-2 (BioLegend). T cells were expanded for approximately 6–7 days in the presence of IL-2 and maintained daily at a concentration of 1 × 10^6^ cells per ml in fresh T cell medium.

### ACT, intratumoral injection and BLI

Unless otherwise specified, when tumours reached a volume of 100–150 mm^3^, 4 × 10^6^ in vitro-activated OT-1^Luc^ CD8^+^ T cells were i.v. injected into mice in a volume of 100 µl PBS. For i.t. injections, 4 × 10^6^ in vitro-activated OT-1^Luc^ CD8^+^ T cells were injected in a volume of 50 µl PBS. For measuring T cell infiltration by BLI, d-luciferin (150 mg kg^–1^, Goldbio) was injected retro-orbitally or by tail vein injection into anaesthetized mice, and mice were imaged with an IVIS machine (Caliper Life Sciences) and analysed using Living Image software (v.4.4; Caliper Life Sciences). In N^TT^ tumours, T cell recruitment to the tumour is detectable by BLI within 24–48 h. This initial recruitment is followed by a phase of T cell expansion, with peak BLI signals between 96 and 120 h. Hence, we depict 96 h post-ACT images (unless otherwise specified in figure legends) as a suitable time point to assess T cell expansion in immune-permissive TMEs.

### In vivo treatments

For treatment with ICB, mice were i.p. injected with anti-PD1 (clone RMP1-14, BioXcell) and anti-CTLA4 (clone 9D9, BioXcell) in 100 µl of PBS when tumours reached a volume of 150–200 mm^3^ (usually between 6 and 8 days after injection). The YUMM3.3 model was treated with 200 µg anti-PD1/anti-CTLA4, the CT-26 model with 100 µg anti-PD1, and the EPP2 model with 100 µg anti-PD1. ICB treatment was administered every 3 days and continued for at least for 3 weeks, as indicated in the figure legends. Control mice were treated with an isotype control antibody (rat IgG2a anti-trinitrophenol, clone 2A3, BioXcell, and mouse IgG2b, clone MPC-11, BioXcell). For COX2i treatment, celecoxib (LC Laboratories) was reconstituted in a 60:40 (DMSO to PEG400, dH_2_O) mixture as previously described^53^. Etoricoxib (Sellekchem) was dissolved first in a small volume of DMSO and then in 1% sodium carboxymethyl cellulose. COX2i was given by oral gavage every day (30 mg kg^–1^) in a volume of 200 µl. For both COX2i regiments (celecoxib and etoricoxib), the treatment was started at day 3 after injection, when tumours were palpable, and continued every day until the termination of the experiment. 5-AZA (Sigma-Aldrich) was reconstituted in DMSO to a stock concentration of 10 mg ml^–1^ and further diluted in PBS for in vivo treatments and given as i.p. injections (1 mg kg^–1^) in 100–250 µl every 3 days, as previously described^54^. For NK cell depletion, 200 µg anti-NK1.1 (clone PK136, BioXcell) was administered every 3 days through i.p. injections, starting at day 1 after tumor induction. NK cell depletion was confirmed by flow cytometry. For blocking T cell egress from the lymph node, mice were given an i.p. injection of 20 µg per mouse of FTY720 (Sigma) in 100 µl saline. Treatment was started on the day of T cell transfer and administered for 5–7 consecutive days. Control mice received saline injection. FLT3L (recombinant FLT3L-Ig, hum/hum, BioXCell) treatment (30 µg per mouse in 100 µl PBS i.p.) was started at day 3 after injection and administered every day for 9 consecutive days. In vivo IFNAR blockade was performed with InVivoMab anti-mouse IFNAR-1 (clone MAR1-5A3, BioXcell) and was administered i.p. (200 µg per mouse) in 100 µl. For IFNγ, the neutralizing anti-mouse IFNγ monoclonal antibody was used (clone XMG1.2, BioXcell). Treatment was started on the day of tumour engraftment and administered every 3 days. InVivoMab IgG1 isotype control (BioXCell) was used as the control. For experiments in which CD8 depletion was performed, mice were treated with 50 µg anti-CD8 (clone 2.43, in-house produced), whereas control mice were treated with isotype control (rat IgG2b anti-keyhole limpet haemocyanin, clone LTF-2) starting the day before tumour engraftment and then every 3 days.

### DC vaccination with BMDCs

BMDCs were cultured with FLT3L and GM-CSF as described above. At day 10–12 after isolation, DCs were activated overnight with polyI:C (5 µg ml^–1^, Invitrogen), pulsed with recombinant SIINFEKL peptide (5 µg ml^–1^, Genscript) and sorted by FACS on the basis of alive MHCII^+^CD103^+^CD11c^+^ cells. Next, 1 × 10^6^ cells in a volume of 50 µl PBS were i.t. injected. Control mice received 50 µl PBS. For DC vaccinations, 2 doses of i.t. injections were administered on day 4 and day 6 after tumour engraftment.

### In vivo depletion of DCs with diphtheria toxin

For generation of bone marrow chimeras, *Rag2*^*–/–*^ Ly5.1 mice were preconditioned (2×5 Gy), before transferring back 10 × 10^6^ bone marrow cells by i.v. injection. As donor mice, *Rag2*^*–/–*^ Ly5.2 zDC-DTR mice were used. After 8 weeks of reconstitution, mice were used for experiments. N^TT^ cells were injected, and DCs were depleted by injecting 25 µg kg^–1^ of body weight of diphtheria toxin (Sigma-Aldrich) i.p. in PBS, starting on the day of tumour engraftment and then every 3 days for 3–4 doses. Reconstitution efficiency and depletion of intratumoral DCs was confirmed by flow cytometry.

### Lentivirus generation and cell transduction

Lenti-X (HEK-293T) cells were transfected with 4,000 ng of the plasmid of interest, 2,000 ng of VSV-G plasmid and 1,000 ng of PAX2 plasmid using polyethylenimine (Avantor). Virus-containing supernatant was collected 24 h and 48 h after transfection and subsequently filtered through a 0.45 µm filter. The cell lines of interest were transduced with the collected virus mixed with 8 µg ml^–1^ polybrene (Merck).

### Generation of CRISPR–Cas9 KO and overexpression cell lines

Doxycycline-inducible Cas9 (iCas9) clones from parental cell lines were generated to allow inducible expression of Cas9. sgRNAs were chosen on the basis of the best VBC score^70^ (Supplementary Table 7) and were cloned into a vector containing a puromycin selection marker and mCherry or eGFP (hU6-sgRNA–PuroR–mCherry/eGFP). sgRNAs targeting the *ROSA26* locus were used as controls for KO cell lines. After transduction, cells were selected with puromycin (5–8 µg ml^–1^) for 5 days. All sgRNA sequences are provided in Supplementary Table 7. For the generation of single-cell-derived clonal cell lines, cells were FACS sorted on the basis of the fluorescent marker on the sgRNA backbone, at 1 cell per well into 96-well plates. To avoid immunogenicity caused by antibiotic selection markers or fluorophores in the YUMM3.3 model, we transiently transfected the cell lines with an all-in-one vector containing Cas9, the sgRNA of interest and eGFP (U6-IT-EF1As-Cas9-P2A-eGFP). For transient transfection, 7,000 ng of the plasmid with polyethylenimine was used, and single-cell clones were established. For IRF3/7 overexpression, synthesized cDNA sequences were ordered from Twist Biosciences and cloned into two different expression vectors with distinctive selection/fluorescent markers (SFFV-IRF3–mCherry and SFFV-IRF7–PuroR). After transduction, cells were selected with puromycin (5–8 µg ml^–1^ for 5 days) and bulk FACS-sorted on the basis of mCherry expression. The same cell line engineered with an empty vector containing an mCherry and a puromycin resistance cassette was used as a control. KO and overexpression of the target proteins was confirmed by genotyping, western blotting or quantitative PCR with reverse transcription (RT–qPCR). For the YUMM1.7 and YUMM3.3 *Ptgs2* KO cell lines, single-cell-derived clonal cell lines were generated, and several were tested in vivo for growth kinetics.

### EP2 and EP4 KO in T cells

sgRNAs targeting the *Ptger2* and *Ptger4* mouse genes were designed according to the VBC score^70^ and cloned into a dual hU6-sgRNA-mU6-sgRNA-EF1α-mCherry-PuroR backbone (Supplementary Table 7). As a control, we used a sgRNA targeting a gene desert in chromosome 1. The lentiviral vector was produced as described above. T cells were isolated from Cas9–OT-1 mice, which were a gift from J. Zuber (IMP), as described above. Twelve hours after CD3/CD28 activation, T cells were spin-infected with the lentiviral vector containing the sgRNAs in a 1:1 ratio for 1 h at 32 °C and 800*g*. At 12 h after infection, T cells were removed from the activation plate, washed with PBS and cultured in the presence of 20 ng ml^–1^ IL-2. Selection with puromycin was performed 30 h after viral transduction. Before ACT, mCherry levels were assessed, and KO was confirmed by functional in vitro assays.

### Flow cytometry and cell sorting

For flow-cytometry-based characterization of the TME, tumours were isolated between day 7 and 11 after injection, cut into pieces and digested for 1.5 h at 37 °C with collagenase A (1 mg ml^–1^, Roche) and DNAse (20 µg ml^–1^, Worthington) in unsupplemented RPMI-1640 medium. Digested tumours were strained through a 70 µm filter and resuspended in FACS buffer (0.5% BSA and 2 mM EDTA in PBS). Fc-block was performed with anti-CD16/32 (clone 2.4G2, Pharmingen) for 10 min at 4 °C to avoid Fc-specific antibody capture, and staining for cell surface markers was performed for 30 min at 4 °C. For intracellular staining, a *Foxp3* Transcription Factor staining kit was used (eBioscience). Live/dead exclusion was performed by staining with the fixable viability dye eFluor780 (1:1,000, eBioscience). DCs were defined in most experiments as MHCII^+^CD11c^+^CD24^+^ out of alive CD45^+^ cells. cDC1s were identified as CD103^+^CD11b^–^ out of the total DCs, cDC2s as CD103^–^CD11b^+^ and inflammatory cDC2 as CD103^–^CD11b^+^AXL^+^. AXL was previously described to identify inflammatory cDC2s^37^. Monocytes were defined as Ly6C^+^CD11b^+^F4/80^–^, and inflammatory monocytes were identified as monocytes that were Ly6A^+^. Ly6A was previously described to identify monocytes expressing high levels of ISGs^38^. Macrophages were defined as Ly6C^–^F4/80^+^Cd11b^+^. Acquisition of the samples was performed using a BD LSR Fortessa machine (BD Biosciences) with FACS Diva software (v.9.0.1), and analysis was conducted using FlowJo software (v.10.8 or newer). For cell sorting, a BD Aria cell sorter (BD Biosciences) with FACS Diva software (v.9.0.1) was used.

### Antibodies for flow cytometry

The following antibodies (all anti-mouse) were used for flow cytometry stainings (target (clone, catalogue number, manufacturer, dilution)): AXL PE-Cy7 (MAXL8DS, 25-1084-82, eBioscience, 1:200); CD103 PerCP/cyanine5.5 (2E7, 121415, BioLegend, 1:100); CD103 PE (2E7, BioLegend, 121405, 1:100); CD11b APC (M1/70,17-0112-81, eBioscience, 1:200); CD11b PerCP/cyanine5.5 (M1/70, 101229, BioLegend, 1:200); CD11c BV605 (HL3, 563057, BD Pharmigen, 1:100); CD11c FITC (N418, 117305, BioLegend, 1:100); CD24 BV510 (M1/69, 101831, BioLegend, 1:100); CD24 FITC (M1/69, 11-0242-82, eBioscience, 1:100); CD279/PD-1 BV785 (29F.1A12, 135225, BioLegend, 1:200); CD279/PD-1 FITC (29F.1A12, 135213, BioLegend, 1:200); CD40 APC (3/23, 124611, BioLegend, 1:200); CD45 BV711 (30-F11, 103147, BioLegend, 1:500); CD45 FITC (30-F11, 103107, BioLegend, 1:500); CD86 BV510 (GL-1, 105039, BioLegend, 1:100); CD3 BV605 (17A2, 564009, BD Horizon, 1:100); CD3 AF647 (17A2, 100209, BD Horizon, 1:100); CD3 AF488 (17A2, 100212, BD Horizon, 1:100); CD8a eFluor 450 (53-6.7, 48-0081-80, eBioscience, 1:100); CD8a AF647 (53-6.7, 128041, BioLegend, 1:100); MHCI (H-2Kb) APC (AF6-88.5.5.3, 17-5958-82, Bioscience, 1:200); MHCI (H-2Kb) PE (AF6-88.5.5.3, 17-5958-80, Bioscience, 1:200); MHCII (I-A/I-E) eFluor450 (M5/114.15.2, 48-5321-80, eBioscience, 1:200); MHCII (I-A/I-E) APC (M5/114.15.2, 107613, BioLegend, 1:200); NK-1.1 BV711 (PK136, 108745, BioLegend, 1:100); TCF1 PE (S33-966, 564217, BD Pharmigen, 1:50); TIM3 BV711 (RMT3-23, 119727, BioLegend, 1:100); CD88 PE (20/70, 135805, BioLegend, 1;100); Ly-6A/E (Sca-1) FITC (D7, 108105, BioLegend, 1:100); SIINFEKL-HK2B PE (25-D1.16, 12-5743-81, Invitrogen, 1:100); F4/80 PE (BM8, B123110, BioLegend, 1:200); and rat IgG1, K Isotype control PE (R3-34, 5546, BD Pharmigen). Further information is provided in Supplementary Table 8.

### RNA extraction of cancer cells sorted from tumours, in vitro cell lines and myeloid cells

Tumours were surgically removed between days 10 and 12 after injection. The tissue was processed as described above, and cancer cells were isolated by flow cytometry on the basis of alive, CD45^–^ cells and a fluorescent marker. For cancer cell lines and in vitro assays with myeloid cells, cells were washed with PBS and snap-frozen in liquid nitrogen and kept at −70 °C until further processing. RNA was extracted using a magnetic bead-based RNA extraction protocol (in-house produced). In brief, cells were lysed and incubated with beads together with DNase I (NEB) followed by magnetic isolation. RNA was purified by further elution with nuclease-free water.

### RT–qPCR

Reverse transcription was performed for cDNA formation with 1 µg of RNA per sample utilizing a LunaScript RT SuperMix kit (NEB) according to the manufacturer’s instructions. RT–qPCR was performed with 10 ng cDNA per sample either with Luna Universal qPCR master mix (NEB) or an in-house produced MTD qPCR Dye 2× HS master mix according to the manufacturer’s protocol. Each sample included four technical replicates. The RT–qPCR reaction was carried out in a Bio-Rad CFX384 real‐time cycler and contained 1 min of initial denaturation (95 °C) and 45 annealing cycles lasting 15 s at 95 °C and 30 s at 60 °C. The analysis of gene expression levels was determined by the quantification cycles (Cq). Internal controls and the housekeeping gene *GAPDH* were used to correct for differences in sample quality and to normalize expression values. qPCR primer pair sequences are listed in Supplementary Table 7.

### In vitro assays with BMDCs

For cancer cell CM experiments, supernatants (in full T cell medium) from confluent cancer cells were collected after 48 h, filtered through a 45 µm filter and frozen at −70 °C until further use. Full T cell medium was supplemented with 20 µM of the COX1/2i indomethacin (Selleckchem) or 5 nM of the MEKi trametinib (Selleckchem) for the evaluation of MAPK and COX1/2 activity before media conditioning. BMDCs were differentiated as described above and collected at day 6. Next, 0.5–1 × 10^6^ cells were seeded in triplicate in a 12-well plate in CM and treated with 10 µg ml^–1^ InVivoMab anti-mouse IFNAR-1 antibody or InVivoMab IgG1 isotype control (BioXCell). Cells were cultured for 24 h, collected and processed for flow cytometry analysis or RNA extraction. For treatment with PGE_2_ and IFNβ, cells were collected at day 6 and seeded at a concentration of 0.5–1 × 10^6^ cells per ml. Cells were treated for 24–48 h with recombinant PGE_2_ (100 ng ml^–1^, Sigma-Aldrich) and recombinant mouse/human IFNβ (R&D Systems) at the concentrations indicated in the corresponding figures. Same volumes of acetone and PBS were used as a control for PGE_2_ and IFNβ, respectively.

### Isolation of bone-marrow-derived Ly6C^+^ monocytes for intratumoral injection and in vitro assays

Ly6C^+^ monocytes were directly isolated from the bone marrow of CD45.1^+^ C57BL/6 mice using a monocyte isolation kit (Miltenyi Biotec) following the manufacturer’s instructions. For intratumoral monocyte transfer, 1 × 10^6^ monocytes were i.t. injected into N^TT^ and R^TT^ tumours established in CD45.2^+^ *Rag2*^*–/–*^ mice. Tumours were isolated for FACS analysis 72 h after intratumoral transfer. For in vitro assays to assess effects of PGE_2_, Ly6C^+^ monocytes were seeded at a density of 1 × 10^6^ cells per ml and cultured in recombinant IL-4 and GM-CSF (both produced in-house) and exposed to 200 ng ml^–1^ PGE_2_ or vehicle for 3 or 5 days. For CM experiments, monocytes were seeded at a density of 1 × 10^6^ cells per ml in CM obtained from N^TT^, R^TT^ or R^TT^ IRF3/7 cells with or without 20 µM COX1/2i (indomethacin) during media conditioning and subsequently supplemented with or without 10 µg ml^–1^ InVivoMab anti-mouse IFNAR1 anti-mouse (BioXCell) or isotype IgG1 control (BioXCell).

### In vitro monocyte co-culture assay

Ly6C^+^Ly6A^+^ or Ly6C^+^Ly6A^–^ monocytes were FACS-sorted from N^TT^ tumours grown in *Rag2*^*–/–*^ mice or BALB/c mice and co-cultured for 72 h with naive OT-1 T cells (1:3 ratio: 100,000 monocytes for 300,000 naive OT-1 cells) previously labelled with 0.25 µM CFSE for 30 min at 37 °C.

### In vitro human monocyte assays

BLaER-1 cells were transdifferentiated into monocytes as previously described^68^. In brief, BlaER-1 transdifferentiation medium was freshly prepared by adding 10 ng ml^–1^ human recombinant (hr-)IL-3 (PeproTech), 10 ng ml^–1^ hr-M-CSF (PeproTech) and 100 nM β-oestradiol (Sigma-Aldrich) to complete RPMI medium. Cells were resuspended in transdifferentiation medium and plated in a 12-well plate at 0.7 × 10^6^ cells per ml. Cells were incubated at 37 °C for 5–6 days until mature monocytes were differentiated. For CM experiments, BLaER-1 or MONO-MAC-1 human monocytes were seeded at a density of 0.7 × 10^6^ cells per ml in CM obtained from N^TT^ or R^TT^ cells from the human melanoma cell lines A375, M249 and LOX or the human NSCLC cell line NCI-H358 with or without 20 µM COX1/2i (indomethacin) during media conditioning. Cells were cultured in CM for 24 h and collected for RNA extraction, as described above.

### Evaluation of pMHCI cross-dressing on monocytes

For mismatched MHCI haplotype experiments, 1 × 10^6^ YUMM1.7^OVA^ N^TT^ cells from C57BL/6 origin (H-2K^b^) were injected in the flank of BALB/c (H2-K^d^) mice. BALB/c mice were treated with anti-CD8 (50 µg in 100 µl, in-house produced), whereas control mice were treated with isotype control (rat IgG2b anti-keyhole limpet haemocyanin, clone LTF-2) starting the day before tumour engraftment and then every 3 days to avoid T cell-mediated mismatched MHCI rejection of YUMM1.7 cells. On day 10, tumours were collected and processed for flow cytometry staining of H2-K^b^ or FACS-sorted on the basis of Ly6A expression for in vitro assays.

### Sample preparation for scRNA-seq

For scRNA-seq experiments involving TME characterization, tumours were isolated at day 10 after injection (72 h after ACT) and were processed as described above. The CD45^+^ live fraction was isolated by FACS, and approximately 1 × 10^5^ cells were collected. For scRNA-seq of OT-1 T cells, tumours were isolated 5 days after i.t. injection of 4 × 10^6^ T cells. Alive T cells were isolated from tumours by FACS for CD45^+^CD3^+^CD8^+^ markers. Dissociated cell concentrations were measured using NucleoCounter NC250 (Chemometec) following the manufacturer’s instructions. For scRNA-seq samples from experiments 3 and 4 (see below), a Chromium Next GEM Single Cell Fixed RNA Sample preparation kit was used according to the manufacturer’s protocol. In brief, 1 × 10^6^ cells were fixed for 22 h at 4 °C, quenched and long-term stored at –80 °C according to 10x Genomics Fixation of Cells & Nuclei for Chromium Fixed RNA profiling (CG000478) using a Chromium Next GEM Single Cell Fixed RNA Sample preparation kit (PN-1000414, 10x Genomics). About 250,000 cells per sample were used for probe hybridization using a Chromium Fixed RNA Kit, Mouse Transcriptome, 4rxn × 4BC (PN-1000496, 10x Genomics), pooled equally and washed following the Pooled Wash Workflow as described in the Chromium Fixed RNA Profiling Reagent kit protocol (CG000527, 10x Genomics). For all the other scRNA-seq samples, a Chromium Next GEM Single cell 3′ kit with Dual Index was used according to the manufacturer’s instructions. GEMs were generated on Chromium X (10x Genomics) with a target of 10,000 cells recovered, and libraries prepared according to the manufacturer’s instructions (CG000527, 10x Genomics). Sequencing was performed on NovaSeq S4 lane PE150 (Illumina) with a target of 15,000 reads per cell.

### scRNA-seq analysis of CD45^+^ TME

CD45^+^ immune cells were collected in four different 10x Genomics sequencing experiments. Experiment 1, Chromium Single Cell 3′ scRNA-seq samples were pre-processed using cellranger count (v.6.1.1) (YUMM3.3 samples: N^TT^/108155 and R^TT^/108157). Experiment 2, 3′ CellPlex multiplex experiment with 4 samples pre-processed using cellranger multi (v.6.1.1) (YUMM1.7^OVA^ samples: NTT + ACT, RTT + ACT, RTT *Ptgs1/2* KO + ACT, RTT CTRL ROSA26 + ACT). Experiments 3 and 4, Chromium Flex multiplex experiments with 4 samples each pre-processed using cellranger multi (v.7.1.0) and the built-in Probe Set (v.1.0.1 mm10-2020-A). Experiment 3, YUMM1.7^OVA^ samples: R^TT^ mCherry CTRL, R^TT^ IRF3/7, R^TT^ COX2i and R^TT^ COX2i + 5-AZA, all ACT treated. Experiment 4, YUMM1.7^OVA^ contained biological replicates of experiment 2 samples and untreated YUMM1.7^OVA^ samples (noA): NTTnoA/271221, RTTnoA/271222, NTT/271223 ACT, RTT/271224 ACT. The prebuilt 10x Genomics mm10 reference refdata-gex-mm10-2020-A was used. Further processing was performed in R (v.4.2.2) with Seurat (v.4.3.0). For generating a CD45^+^ immune reference map, we integrated cells from the first three experiments as follows. The cellranger filtered feature–barcode matrices were used, retaining cells with more than 1,000 detected genes and less than 15% of mitochondrial and less than 40% of ribosomal RNA reads. An integrated feature–barcode matrix from the three experimental batches was generated accounting for the inclusion of a probe-based assay by keeping genes found in at least five cells in each experiment and excluding ribosomal and mitochondrial genes. Data were log-normalized, scaled (regressing out the difference between the G2M and S phase signature scores), dimensionality reduction was performed using principal component analysis on the top 3,000 most variable genes, and batch correction across batches was performed using Harmony^71^ (v.0.1.1). The 40 harmony embeddings were used for UMAP visualizations. The first 40 harmony dimensions were used to identify immune cell subclusters with a resolution of 0.5 that were further assigned to cell types using known markers and publicly available myeloid reference datasets^21,72^. Cells were scored for the expression of published signatures using the AddModuleScore function^73^. Wilcoxon rank-sum test implemented in Presto (v.1.0.0) was used to identify differentially expressed genes (DEGs). Seurat’s reference-based mapping was used to predict cell-type identity and map cells of the biological replicate experiment to our annotated reference set using the FindTransferAnchors and MapQuery functions after a quality control process retaining cells between 1,000 and 4,500 detected genes for 27,1222 and 27,1224 cells, respectively, and 1,300 and 8,000 detected genes for 27,1221 and 27,1223 cells, respectively, and limiting count tables to the gene universe of the reference. Depth-normalized counts for pseudobulk and GSEA functional analyses of this experiment were generated using cellranger aggr. Differences between ACT and untreated conditions (no ACT) from the replicate experiment (experiment 4) were explored on a pseudo-bulk level in an unsupervised clustering analysis with heatmap visualization. The fibroblast cluster was removed before further processing. Sum aggregation on the depth-normalized UMI counts was followed by variance stabilizing transformation, selection of the 300 most variable genes, standardization, *k*-means clustering (*k* = 3) and Enrichr analysis against the Reactome_2022 using Enrichr. The relative frequency bar plots depict the changes in the relative abundance of a cell type across different experimental conditions. For each condition, we calculated the normalized abundance of a specific cell type by comparing the absolute number of the cell type to the absolute number of all cells in the same condition. This normalization accounts for differences in total number of cells captured between conditions. We then calculated the relative cell abundance of the cell type in all conditions of the experiment. This was done by comparing the normalized abundance of the cell type to the sum of normalized abundances of the same cell type across conditions of the experiment. This step produces values between 0 and 1 for each condition for each cell type, with the sum of these values across all conditions of the experiment equalling 1 for each cell type.

### scRNA-seq analysis intratumoral CD8^+^ OT-1^Luc^ T cells

Single-cell gene expression of isolated N^TT^ and R^TT^ T cells was assayed in a Chromium Flex experiment, and read processing was performed using cellranger multi (v.7.1.0) using probeset (v.1.0.1 mm10-2020-A). Cellranger-filtered feature–barcode matrices were used and further filtered to retain cells with more than 800 detected genes, less than 10% of mitochondrial and less than 10% of ribosomal RNAs reads, and removal of cells of contaminant clusters was identified using SingleR and ImmGen reference (fibroblasts, MoMac populations). Data were log-normalized and scaled, and dimensionality reduction was performed using principal component analysis on the top 2,000 most variable genes. Harmony was used for the integration of cells from different samples, and 15 harmony embeddings were used for UMAP visualizations. Published tumour single-cell data were used for signature scoring^29^. Gene lists are provided in Supplementary Table 2.

### RNA velocity analysis

To understand differentiation trajectories of myeloid cells within the TME, we performed RNA velocity analysis^74^ of the MoMac compartment. Loom files containing the splicing annotation were created for each sample using the velocyto run command from the package velocyto (0.17,17) with default parameters and with no masked intervals. The loom files were combined with the scRNA-seq object that had been filtered to keep the data for monocyte and macrophage populations (Monocyte_1, Monocyte_2, Infl_Mono, TAM_CCL6, TAM_Ctsk, TAM_C1q, TAM_H2-Ab1, TAM_Spp1 and TAM_cycling) and for each condition (N^TT^, R^TT^ and R^TT^ *Ptgs1/2* KO). First-order and second-order moments were computed using scvelo (0.2.5) pp.moments (n_pcs = 30, n_neighbors = 30), and the dynamical model was run with default parameters. Python (v.3.8.12) was used.

### SCENIC analysis

Gene regulatory networks for each cell population in each condition were calculated using SCENIC^75^. The motif database used was mm9-tss-centered-10kb-7species.mc9nr.feather. The co-expression network was calculated using GENIE3. The gene regulatory network was built using SCENIC wrapper functions.

### Analysis of publicly available myeloid datasets and inflammatory signatures

For the melanoma and lung samples from a previously published^23^ dataset (Gene Expression Omnibus (GEO) identifier GSE154763), the raw counts were pre-processed as described in the publication, and clustering was calculated using a resolution of 0.8. The monocyte and inflammatory monocyte gene set was derived by using the wilcoxauc() function from presto and by selecting the genes with a log fold change > 0.6 (Supplementary Table 2). Then, the gene symbols were converted to human symbols. The human inflammatory monocyte gene set was used to calculate an enrichment score per cluster. In brief, the gene average expression was calculated for each cluster in the LUNG and MEL datasets on normalized data. Then, an enrichment score was calculated using GSVA with the following parameters: minSize = 5, maxSize = 500, kcdf = “Gaussian”. The projection of the signature on the UMAP embedding was done using the function AddModuleScore() and then plotting the resulting score using FeaturePlot() with min.cutoff = 0.3 for the inflammatory monocyte score and min.cutoff = 0.4 for the Monocyte_1 score. For another dataset^43^, the annotated seurat-object for myeloid populations corresponding to the original figure 4a was obtained, and gene sets were analysed as described above. For querying published inflammatory gene signatures, a previously published ISG^+^ DC signature^37^ was generated by taking the top DEGs in the cDC2 cluster^37^. The Bosteels Inf-cDC2 DC signature was previously generated^37^ and was obtained by re-analysing the scRNA-seq dataset (GEO identifier GSM4505993), in which the top 20 DEGs were taken in the identified inflammatory cDC2 cluster. All of them were subsequently scored in our dataset using the AddModuleScore^73^, and the resulting score was plotted using FeaturePlot(). Gene lists are provided in Supplementary Table 2.

### Single-cell spatial transcriptomics of human melanoma samples

Single-cell spatial transcriptomics profiling was performed using the CosMx technology (Nanostring). Biopsy samples were obtained from patients with an age at diagnosis that ranged from 24 to 85 years with a median of 66 years; 34% were women and 66% were men. We obtained cell-segmented data for 74 FOVs (an area of 500 × 500 µm) from tissue microarray cores of 34 melanoma metastases, in total consisting of 980 genes × 171,536 cells. Tumour samples were obtained from 21 lymph nodes, 7 subcutaneous metastases, 1 lung metastasis and 1 brain metastasis and 4 not annotated, from 31 patients containing 72 FOVs. Two FOVs were from tonsils as control. Most tumour tissue were from patients who were treatment-naive at the time of surgery. Tissue collection was approved by the Regional Ethics committee at Lund University (numbers 191/2007 and 101/2013). Patients provided informed consent. The majority of tissue microarray cores contained tertiary lymphoid structures, and FOVs were preferentially directed to these regions. Low-quality FOVs, cells with <20 counts and potential multiplets of cells (area exceeding the sample geometric mean + 5 standard deviation) were discarded. Using Seurat, genes for which the mean expression was below 3× the median of the negative probe mean expression, and genes with the highest 99% quantile expression, *MALAT1* and *IGKC* (due to potential spillover to neighbouring cells), were removed, which retained 641 genes. The data were normalized using SCTransform^76^, counts that were zero before SCTransform were restored, and counts were log-transformed as log_2_(counts+1). The top 30 principal components were used for UMAP reduction and clustering (k.param = 15, resolution = 0.5, Louvain algorithm). Resulting clusters were assigned to biological annotations using known marker genes, and annotations were mapped back to FOV coordinates. Expression of C1QC, CXCL9 or CXCL10 > 0 was considered as positive. Cell-type fractions were derived for each FOV. Pearson correlation values between cell-type fractions across FOVs were determined and displayed. In Fig. 2i, *CXCL9*^*+*^*CXCL10*^*+*^ macrophage/DCs (number 9 and number 10) were either *CXCL9*^+^ or *CXCL10*^+^. Macrophage/DCs (number 5) were negative for *CXCL9*, *CXCL10* and *C1qC*.

### Generation of the TME-COX and TME-IRF3/7 signature

For the TME-COX signature, the FindMarkers function was used in Seurat, with tresh.use = 0.25 and min.pct = 0.1, to compare R^TT^ CTRL (ROSA26) and R^TT^ *Ptgs1/2* KO scRNA-seq samples. The top DEGs (log_2_ fold change ≤ 1.5, adjusted *P* value < 0.05) were used and converted to human orthologues using DIOPT^77^. For the TME-IRF3/7 signature, the FindMarkers function was used in Seurat, comparing R^TT^ CTRL (mCherry) and R^TT^ IRF3/7 and taking the top 40 DEGs.

### TME signatures in immunotherapy-treated human samples

Gene expression data for patients receiving ICB were obtained from a previous study^49^ (NCBI BioProject accession number PRJEB23709). The TME-COX, TME-IRF3/7 and CD8^+^ T cell scores for each tumour sample were defined as the geometric mean of the expression values of each of the gene sets, respectively (Supplementary Table 4). The univariate Cox proportional hazards models, in which the TME-COX and TME-IRF3/7 scores were included as continuous variables, were used for testing the statistical association between gene signature expression and patient survival, separately for both signatures. The tumour samples were then divided into three groups on the basis of the signature score (bottom third, mid-third and top third) and Kaplan–Meier plots were generated for visualization. The association between signature expression and CD8^+^ T cell abundance was evaluated by calculating the Person’s correlation coefficient between the signature score and a CD8^+^ score for each signature separately. For this, all scores were normalized to a median of zero and standard deviation of one. The two overlapping genes were removed from the CD8^+^ signature before comparing it to TME-IRF3/7 signature expression. For evaluating the enrichment of TME-COX and TME-IRF37 gene signatures in responder and non-responder patients to TIL therapy (baseline) from a previous study^43^, mouse gene identifiers were first converted to human orthologues (with DIOPT v.9; best dcore = yes, best score reverse = yes, DIOPT score > 7) and single-cell level signature enrichment scores for the ‘humanized’ gene sets were calculated using AddModuleScore_UCell^78^.

### Analysis of transcriptomics data

For plots shown in Fig. 3a, a cut-off of adjusted *P* value < 0.05 and log_2_ fold change > 2 and < –2 was used on DEGs expressed in YUMM1.7^OVA^ N^TT^ and R^TT^ GFP^+^ cancer cells FACS-sorted out of tumours (Supplementary Table 3). Pathway enrichment analysis was performed using Enrichr^79,80^. For the plot in Extended Data Fig. 5i, upstream regulator analysis (Ingenuity)^81^ was used to identify upstream regulators using DEGs with an adjusted *P* value < 0.05.

### Quantification of PGE_2_ and IFNβ by ELISA

For in vitro analysis of PGE_2_ production, 2 × 10^6^ cells were seeded in 10 ml medium, and supernatants were collected after 48 h and kept at −70 °C until analysis. For IFNβ, 0.3 × 10^6^ cells were seeded, and 1 ml of supernatant was collected from confluent cells in a 6-well plate after 48 h of culture and kept at –70 °C until analysis. For analysis of PGE_2_ and IFNβ from mouse tumours, whole tumours were isolated between days 4 and 10 after engraftment, accurately weighed and immediately snap-frozen in liquid nitrogen. They were stored at −70 °C until further processing. For PGE_2_ analysis, tumours were subsequently digested using a MACS dissociator according to the manufacturer’s protocol in PBS supplemented with 1 mM EDTA and 10 µM indomethacin. Lysate was further diluted in dissociation buffer depending on the tumour condition and weight (100 µl per mg of tumour) and further quantified using a PGE_2_ ELISA kit (Cayman) or a mouse IFNβ Quantikine ELISA kit (Biotechne) according to the manufacturer’s protocol. Values were normalized by taking into account dilution factors and tumour weight. For human IFNβ analysis from human cells, 1 × 10^6^ A375, M249, LOX or NCI-H358 cells were injected into NSG mice and collected on day 21. Tumours were processed as described above and quantified using a Human IFNβ Quantikine ELISA kit (Biotechne) according to the manufacturer’s protocol.

### Eicosanoid analysis from tumours by HPLC–MS

YUMM1.7^OVA^ N^TT^ and R^TT^ tumours were isolated at day 10 after injection and weighed, and a solution of isopropanol and methanol (1:1, v/v) was added to the tissue for metabolite extraction. The material was subsequently homogenized and incubated for 1 h at −20 °C. The samples were then centrifuged at 14,000*g* for 3 min. A second extraction round was performed by adding 80% methanol and H_2_O (v/v) to the pellet and centrifuged, and both supernatants were combined. Finally, the samples were incubated for another 2 h at −20 °C, and after final centrifugation, the supernatants were stored at −70 °C until further analysis. Samples were subsequently measured on a ZIC-pHILIC column or a RP column. Metabolites were annotated using the compound discoverer 3.0 software (Thermo Fisher) using an internal database or the mzCloud database (at least 75% match on the basis of measured molecular weight and MS^2^ spectra). For filtering, a RSD of corrected quality control areas was used, being less than or equal to 25%. Group CV of at least 1 group is less than or equal to 40%.

### Western blotting

Cells were lysed with RIPA buffer (Cell Signaling Technology) supplemented with complete Protease Inhibitor Cocktail (Sigma Aldrich) and HALT phosphatase inhibitor (Thermo Fisher Scientific). Lysates were sonicated and cleared by centrifugation at 14,000*g* for 10 min at 4 °C. Protein concentrations were quantified according to the manufacturer’s instructions using a BCA Protein Assay kit (Pierce, Thermo Fisher Scientific). Immunoblotting was conducted according to standard protocols. The primary antibodies used for immunoblotting were as follows: anti-vinculin (Sigma-Aldrich, 1:1,000), anti-COX2 (CST,1:1,000) and anti-H3 (acetyl K27) (Abcam, 1:5,000). The secondary antibodies used were as follows: anti-rabbit IgG HRP-linked (Cell Signaling Technology, 1:10,000) and anti-mouse IgG HRP-linked (Cell Signaling Technology, 1:10,000).

### Volumetric IF microscopy and image analysis

Volumetric microscopy of mouse tumours was performed as previously described^9^. In brief, tumours were fixed in Antigenfix solution (Diapath) for 6–8 h, dehydrated in 30% sucrose overnight, embedded in TissueTek OCT freezing medium (Sakura Finetek) and stored at −80 °C. Using a Leica CM3050 S cryostat, consecutive sections of 50 µm thickness were generated, subsequently permeabilized, blocked and stained in 0.1 M Tris (Carl Roth) supplemented with 1% BSA, 0.3% Triton X-100 (Merck), normal mouse serum (Merck) and donkey serum (Merck). Stained sections were mounted in Mowiol (Merck) and imaged on an inverted TCS SP8 confocal microscope (Leica) using a HC PL APO CS2 ×20/0.75 NA objective. Images were acquired as tiled image stacks, covering whole tumour sections in the *xy* plane, with 2 µm *z*-spacing to provide 3D image volumes of at least 20 µm depth. For further analyses, images were adaptively deconvoluted using the Leica TCS SP8 LIGHTNING tool (v.3.5.7.23225) and analysed using Imaris 9.9 software (Oxford Instruments). The Imaris surface generation tool was used to reconstruct and visualize 3D objects for individual cells. Where indicated, signals outside rendered cells were masked to visualize intracellular proteins. For analysis of immune cell infiltration by histocytometry, statistics for object localizations were exported into Excel (v.16.88; Microsoft) and analysed using GraphPad Prism software (GraphPad). Quantification of the number of cells was performed relative to the volume of the imaged section. Interacting cells were described as being less than <5 µm apart from each other.

### Antibodies for immunofluorescence microscopy

The following antibodies were used for staining of mouse tissues: anti-CD3 (BioLegend, clone 17A2), anti-CD103 (R&D Systems, goat polyclonal), anti-FSCN1 (Santa Cruz Biotechnology, clone 55-k2), anti-Ly6C (BioLegend, clone HK1.4) and anti-MHCII I-A/I-E (BioLegend, clone M5/114.15.2). All antibodies were either validated by the manufacturer or were previously reported for IF microscopy. The populations were defined as follows: T cells (CD3^+^), monocytes (Ly6C^+^CD103^–^MHCII^+^), cDC1s (FSCN1^–^CD103^+^MHCII^+^), CCR7^+^ cDC1 (FSCN1^+^CD103^+^MHCII^+^) and CCR7^+^ cDC2 (FSCN1^+^CD103^–^MHCII^+^). Nur77–GFP was directly assessed by transferring Nur77–GFP reporter OT-1 T cells.

### Meta-analysis of NSAID immunotherapy cohorts

The meta-analysis was performed in accordance with the updated Preferred Reporting Items for Systematic Reviews and Meta-analyses (PRISMA) reporting guidelines^82^. The literature search was conducted using the PubMed (MEDLINE) database and last updated on 31 December 2023. The full search strategy is available in Supplementary Table 6. The literature review included studies of (1) adult patients with (2) melanoma or NSCLC (3) undergoing FDA-approved immunotherapy, including anti-PD1, anti-PD-L1 or anti-CTLA4, (4) co-medication with NSAIDs and (5) available sufficient patients’ outcome data to calculate odds ratios for overall response rates or hazard ratios for progression-free and overall survival. Patients were not excluded when receiving concomitant chemotherapy and/or radiotherapy. Included studies report time of overall survival, time of progressions-free survival and overall response rates (defined as complete responses and partial responses divided by patient population). All studies published since 1 January 2011 (FDA approval of first immunotherapy, for example, ipilimumab) were included. Survival data are reported as univariate or multivariate hazard ratios; if both were available, multivariate analysis was prioritized. Odds ratios and hazard ratios with 95% CIs for overall response rates, progression-free and overall survival from included studies were utilized to calculate the pooled odds and hazard ratios. The heterogeneity of the pooled results was evaluated using *Q*-tests to assess between-study heterogeneity and quantified by the Higgins *I*^2^ test. If *P* was <0.10 for the *Q*-test or *I*^2^ was >50%, significant heterogeneity was assumed, and the random-effects model was used to summarize the data. Statistical analysis was performed using R software (v.4.3.2) with meta (General Package for Meta-Analysis, v.7.0-0).

### Statistical analysis and reproducibility

Statistical analyses were performed using GraphPad Prism (v.9.1.2 or newer) and Microsoft Excel (v.16.88). Normality of the data distribution was calculated using a D’Agostino and Pearson test or Shapiro–Wilk test. The number of samples (*n*) used per experiment and the statistical test used are indicated in the figure legends. All in vitro and in vivo experiments were repeated at least twice and always with multiple replicates, except for the following experiments that were performed only once: scRNA-seq involving pharmacological treatment of the YUMM1.7 R^TT^ model, intratumorally injected T cells and the YUMM3.3 model. IF stainings for which representative images are shown were repeated at least twice, except for the N^TT^ in *Batf3*^*–/–*^ and Nur77 reporter experiment, which was performed once but with *n* = 3 tumours and was also confirmed with flow cytometry. Pharmacological combination treatments of the KPAR model were performed once. No statistical methods were used to determine sample size for in vivo experiments, and numbers were chosen on the basis of previous preliminary experiments. Scientists were not blinded to experimental groups, and experiments were repeated by different investigators. Mice were randomly assigned to treatment groups on the basis of tumour size at the day of treatment start or randomly allocated across separate cages when treatment had to be started at day 3. *P* values < 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-08257-4.

## Supplementary information

Supplementary Fig. 1 Uncropped western blot gel images.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–8.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 10

Source Data Extended Data Fig. 11

## Figures and Tables

**Extended Data Fig. 1:**
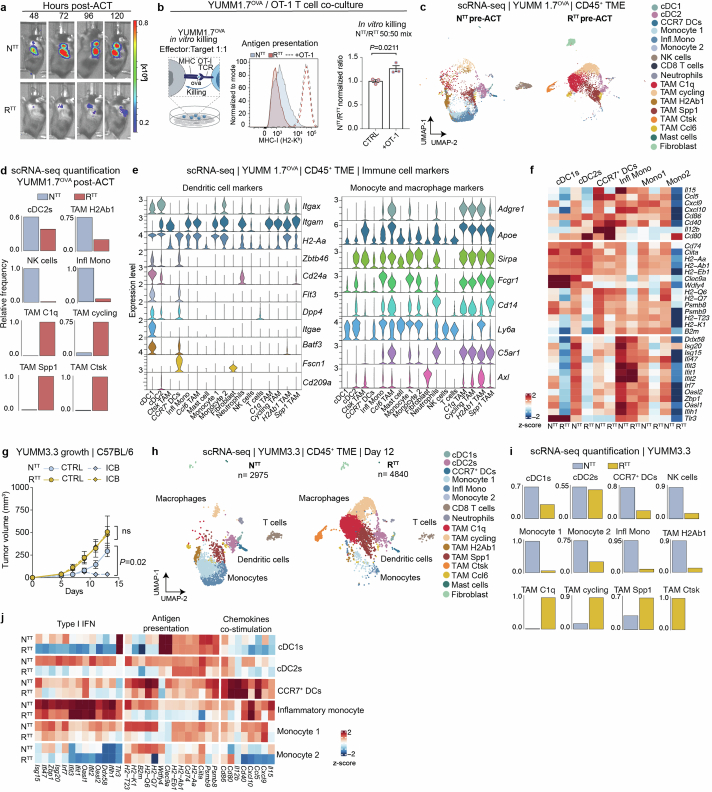
Characterization of immune permissive versus suppressive TMEs in mouse melanoma models. **a**, Representative images of bioluminescent live imaging (BLI) of T cell infiltration after adoptive CD8^+^ OT-1^Luc^ T cell transfer (ACT) in YUMM1.7^OVA^ N^TT^ and R^TT^ tumors. **b**, Scheme outlining the in vitro killing of N^TT^ and R^TT^ cells with activated CD8^+^ OT-1 T cells (1:1 ratio) (left), histograms (flow cytometry) displaying MHCI levels of N^TT^ and R^TT^ cells (middle) and normalized ratio of 50:50 N^TT^/R^TT^ cells mixed cultures in an in vitro killing assay with CD8^+^ OT-1 T cells. Normalization was performed with N^TT^ and R^TT^ percentages from the same 50:50 mixed cultures without CD8^+^ OT-1 T cells to account for proliferation differences (*n* = 3 biological replicates) (right). Two-tailed unpaired Student’s *t*-test. **c**, UMAP of scRNA-seq of CD45^+^ cells of YUMM1.7^OVA^ N^TT^ and R^TT^ tumors in *Rag2*^*−/−*^ before ACT (*n* = 3 tumors pooled/group). **d**, Relative frequency of cell types across conditions in YUMM1.7^OVA^ tumors post-ACT (*n* = 4 tumors pooled/group). **e**, Expression of myeloid cell markers in each cluster (scRNA-seq). **f**, Heatmap of scaled gene expression (scRNA-seq) across cell clusters between N^TT^ and R^TT^ YUMM1.7^OVA^ tumors post-ACT. **g**, Response to immune checkpoint blockade (ICB, anti-PD1/CTLA-4) of YUMM3.3 N^TT^ and R^TT^ tumors (*n* = 6 N^TT^, *n* = 7 N^TT^ + ICB, *n* = 8 R^TT^, *n* = 9 R^TT^ + ICB). Two-way ANOVA with Tukey’s multiple comparison. **h**, UMAP of scRNA-seq of CD45^+^ cells of YUMM3.3 N^TT^ and R^TT^ (*n* = 1 tumor/group). **i**, Relative frequency of cell types across conditions. **j**, Heatmap of scaled gene expression (scRNA-seq) across cell clusters between YUMM3.3 N^TT^ and R^TT^. Bar graphs and growth curves depict the mean ± s.e.m. ns = not significant. Source Data

**Extended Data Fig. 2:**
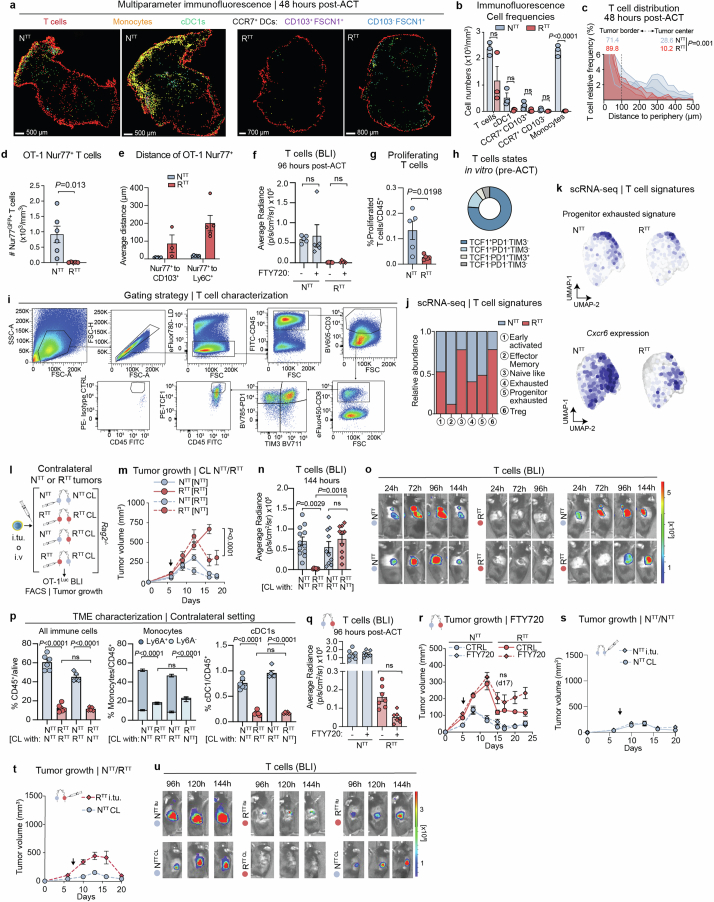
Permissive TMEs act as local reservoirs for T cell expansion. **a**, Representative immunofluorescence (IF) of YUMM1.7^OVA^ N^TT^ and R^TT^ tumors 48 h post-ACT(*n* = 3 tumors/group). Scale bars depicted in image. **b**, Quantification of immune populations based on IF staining (*n* = 3 tumors/group). **c**, Quantification of relative T cell frequency and distance to the tumor periphery in N^TT^ and R^TT^ tumors. Percentages of T cells found in the tumor border or tumor center are depicted (*n* = 3 tumors per condition). **d**, Quantification of Nur77^+^ OT-1 cells in YUMM1.7^OVA^ N^TT^ and R^TT^ tumors 48 h post-ACT (*n* = 6 tumors for N^TT^, *n* = 5 for R^TT^). **e**, Average distances between Nur77^+^ OT-1 cells and cDC1s or monocytes based on IF stainings (*n* = 6 tumors for N^TT^, *n* = 5 for R^TT^). **f**, Quantification of CD8^+^ OT-1^Luc^ T cell infiltration by BLI post-ACT in YUMM1.7^OVA^ N^TT^ and R^TT^ in *Rag2*^*−/−*^ mice treated with FTY720 (*n* = 5 mice/group). **g**, Quantification of T cell proliferation by CFSE dilution via flow cytometry 72 h post intratumoral (i.tu.) T cell injection into N^TT^ and R^TT^ tumors in *Rag2*^*−/−*^ (*n* = 5 mice/group). **h**, Relative frequencies of T cell phenotypes (flow cytometry) after activation in vitro prior to ACT (*n* = 1, experiment repeated 3 times). **i**, Gating strategy for the phenotypic characterization of T cells. **j**, Relative frequencies of CD8^+^ T cell populations based on defined T cell signatures^29^ of i.tu. injected T cells isolated and subjected to scRNA-seq 5 days post-transfer (*n* = 14 N^TT^, *n* = 18 R^TT^ pooled tumors). **k**, Projection of a progenitor exhausted T cell signature score^29^ and *Cxcr6* gene expression on scRNA-seq from intratumoral T cells. **l**, Scheme outlining the contralateral (CL) injection of tumors in opposite flanks of the same mouse followed by intravenous (i.v) or i.tu. ACT in one of the tumors. **m**, Growth curves depicting the response to i.v ACT of primary or CL tumor in the same mouse (*n* = 4 mice N^TT^/N^TT^, *n* = 3 mice R^TT^/R^TT^ and *n* = 6 mice N^TT^/R^TT^). **n**, Quantification of T cell infiltration by BLI in mice harboring CL N^TT^/N^TT^ tumors (*n* = 6 mice), R^TT^/R^TT^ tumors (*n* = 3 mice) or an N^TT^ and R^TT^ tumor (*n* = 10 mice) after i.v ACT. **o**, Representative BLI images from Extended Data Fig. 2m, n. **p**, Flow cytometry characterization of the TME of tumors in the CL setting (*n* = 3 mice N^TT^/N^TT^, *n* = 3 mice R^TT^/R^TT^, *n* = 5 mice N^TT^/R^TT^ tumors). **q**, Quantification of T cell infiltration by BLI post-ACT in N^TT^ and R^TT^ in *Rag2*^*−/−*^ mice treated with FTY720 (*n* = 7 mice/group). **r**, Response to ACT of mice bearing CL tumors (N^TT^/R^TT^) and treated with FTY720 or untreated (CTRL), (*n* = 7 mice/group). **s**, Response to ACT of *Rag2*^*−/−*^ mice bearing CL tumors (N^TT^/N^TT^) with one of the N^TT^ tumors injected i.tu (*n* = 6 mice). **t**, Response to ACT of *Rag2*^*−/−*^ mice bearing CL tumors (N^TT^/R^TT^) with R^TT^ tumors injected i.tu (*n* = 6 mice). **u**, Representative BLI images of T cell infiltration in mice harboring N^TT^/N^TT^, R^TT^/ R^TT^ or R^TT^/ N^TT^ tumors, with one of the tumors receiving i.tu. T cell transfer (*n* = 6 mice). Bar graphs and growth curves depict the mean ± s.e.m. Error bars in **s** and **t** not visible due to synchronous tumor regression. Statistical analysis was performed with a two-tailed unpaired student’s *t*-test in **b**, **c**, **d**, and **g**. A one-way ANOVA with Tukey’s multiple comparisons test in **f**, **n**, **p** and **q**. Two-way ANOVA with Tukey’s multiple comparisons test in **m** and **r** on day 17 pi. ns = not significant. Arrow indicates day of ACT. Source Data

**Extended Data Fig. 3:**
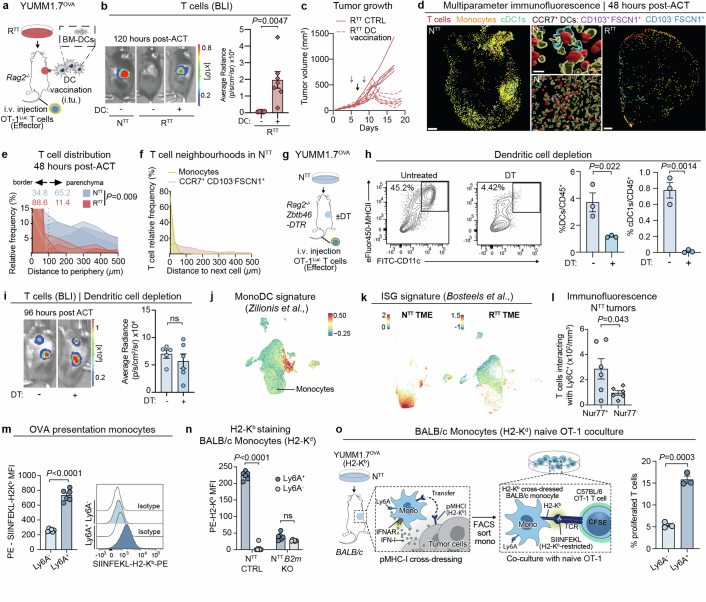
Inflammatory monocytes cross-dress with cancer-derived pMHCI complexes. **a**, Scheme outlining the dendritic cell (DC) vaccination of YUMM1.7^OVA^ R^TT^ tumors with bone marrow-derived cDC1s (BM-DCs) injected i.tu. and treated with ACT**. b**, Left, representative BLI images and right, quantification of T cell infiltration by BLI (*n* = 6 mice CTRL and *n* = 7 mice for DC vaccination). **c**, Response to ACT of R^TT^ tumors vaccinated with BM-DCs followed by ACT. Black arrow indicates the day of ACT and gray arrows the days of cDC1 vaccination (*n* = 6 mice CTRL and *n* = 7 mice for DC vaccination). **d**, Representative IF staining of YUMM1.7^OVA^ N^TT^ and R^TT^ tumors in *Batf3*^*−/ −*^ *Rag2*^*−/−*^ mice, 48 h post ACT, scale bar in N^TT^ = 500 µm, zoom-ins=20 µm and 10 µm, scale bar in R^TT^ = 1000 µm, (*n* = 3 tumors/group). **e**, Quantification of relative T cell frequency and distance to the tumor periphery in N^TT^ and R^TT^ tumors injected in *Rag2*^*−/−*^ *Batf3*^*−/−*^ mice. Percentages of T cells found in the tumor border or tumor center are depicted (*n* = 3 tumors/group). **f**, Quantification of relative T cell frequency and distance to the next immune cell in N^TT^ tumors in *Rag2*^*−/−*^ *Batf3*^*−/−*^ mice (*n* = 3 tumors). **g**, Scheme outlining the depletion of dendritic cells with diphtheria toxin (DT) in N^TT^ tumors in *Rag2*^−/−^ mice reconstituted with bone marrow from *Rag2*^−/−^ *Zbtb46*-*DTR* mice. DT was administered every 3 days starting on the day of tumor injection for the duration of the experiment. **h**, Contour plots depicting the frequency of dendritic cells (left) and flow quantification (flow cytometry) (*n* = 3 tumors/group). **i**, Representative BLI images (left) and quantification of T cell infiltration (*n* = 5 mice for untreated, *n* = 6 DT treated) (right). **j**, Scoring of a monocyte derived dendritic cell (MonoDC) signature^21^ in the YUMM1.7^OVA^ scRNA-seq. **k**, Scoring of the *Bosteels et al*.^40^ ISG signature (Supplementary Table 2) in the YUMM1.7^OVA^ scRNA-seq. **l**, Quantification of Nur77^+^ or Nur77^-^ OT-1 T cells interacting with Ly6c^+^ monocytes based on IF staining of N^TT^ tumors 48 h post-ACT (*n* = 6 tumors). **m**, Median fluorescence intensity (MFI) quantification of SIINFEKL-H2K^b^ staining (*n* = 6 mice/group) (left) and histograms (right). **n**, MFI quantification of N^TT^-derived H2-K^b^ on BALB/c pMHC-I cross-dressed monocytes (*n* = 6 mice/group) in N^TT^ and N^TT^ *B2m* KO. **o**, Scheme of the process of cross-dressing and in vitro T cell activation (left) and quantification of OT-1 T cell proliferation after 72 h of co-culture with monocytes FACS-sorted from YUMM1.7^OVA^ N^TT^ tumors in BALB/c mice (*n* = 3 technical replicates). Bar graphs depict the mean ± s.e.m. Statistical analysis was performed with a two-tailed unpaired student’s *t*-test in **b, e, h, i, l, m, n** and **o**. ns = not significant. Source Data

**Extended Data Fig. 4:**
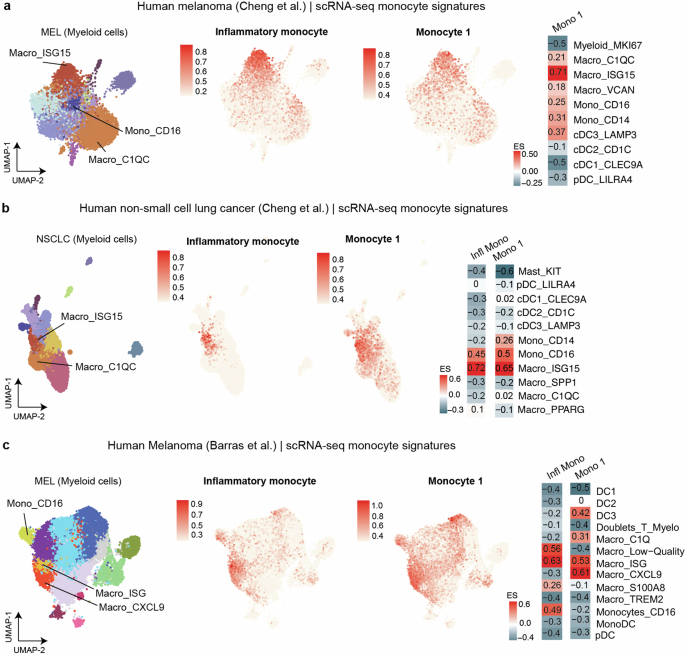
Inflammatory monocytes correspond to ISG^+^ and CXCL9^+^ macrophages in human data-sets. **a**, Inflammatory monocyte and Monocyte 1 gene signature projection on a UMAP, and enrichment scores (ES) calculated with Gene Set Variance Analysis (GSVA) for different myeloid populations in a human melanoma scRNA-seq myeloid data-set (MEL) (*Cheng et al*.^23^). **b**, Inflammatory monocyte and Monocyte 1 gene signature projection on a UMAP, and ES calculated with GSVA for different myeloid populations, in human non-small cell lung cancer (NSCLC) scRNA-seq myeloid data-set (*Cheng et al*.^23^). **c**, Inflammatory monocyte and Monocyte 1 gene signature projection on a UMAP, and ES calculated with GSVA for different myeloid populations, in human melanoma scRNA-seq myeloid data-set (*Barras et al*.^43^). See also Supplementary Table 2.

**Extended Data Fig. 5:**
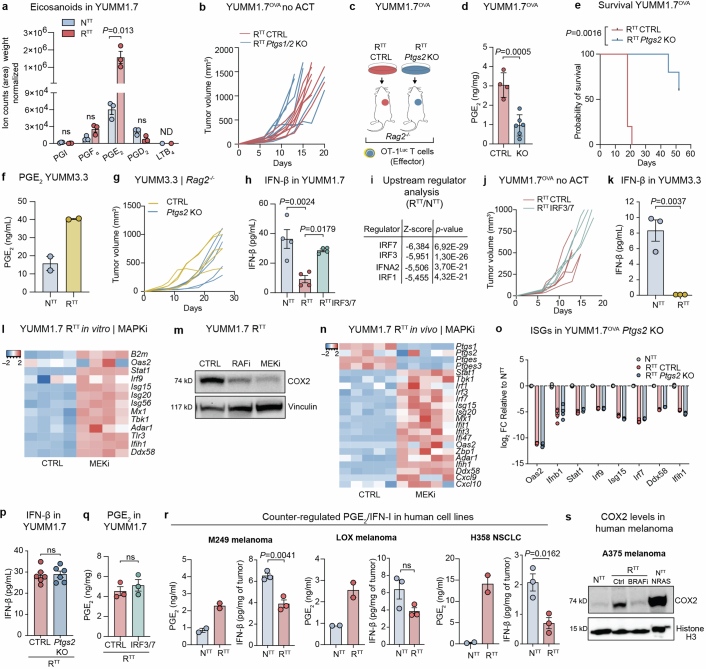
Oncogenic MAPK signaling counter-regulates the production of PGE_2_ and IFN-I. **a**, Targeted metabolomic analysis of eicosanoids in YUMM1.7^OVA^ N^TT^ and R^TT^ tumors isolated at day 10 post-injection from *Rag2*^*−/−*^ mice (*n* = 3 tumors/group). **b**, Tumor growth of non-ACT R^TT^ CTRL and R^TT^ *Ptgs1/2* KO (*n* = 7 mice/group) in *Rag2*^*−/−*^ mice. **c**, Scheme outlining the injection of YUMM1.7^OVA^ R^TT^ *Ptgs2* KO into *Rag2*^*−/−*^ mice followed by ACT. **d**, Quantification of PGE_2_ by ELISA from YUMM1.7^OVA^ R^TT^ *Ptgs2* KO tumors isolated at day 10 post-injection (*n* = 4 for R^TT^ CTRL and *n* = 6 for R^TT^ *Ptgs2* KO, over 2 independent experiments). **e**, Survival of *Rag2*^*−/−*^ mice harboringYUMM1.7^OVA^ R^TT^ CTRL or R^TT^ *Ptgs2* KO tumors upon ACT treatment (*n* = 5 mice/group). **f**, Quantification of PGE_2_ by ELISA from YUMM3.3 N^TT^ and R^TT^ tumors (*n* = 2 biological replicates). **g**, Tumor growth of YUMM3.3 R^TT^ CTRL and R^TT^ *Ptgs2* KO (*n* = 5 mice/group) in *Rag2*^*−/−*^ mice. **h**, Quantification of IFN-β by ELISA from YUMM1.7^OVA^ N^TT^, R^TT^ and R^TT^ IRF3/7 tumors grown in *Rag2*^*−/−*^ mice normalized to tumor weight (*n* = 4 tumors/group, pooled from 2 independent experiments). **i**, Upstream regulator analysis (Ingenuity) of differentially expressed genes in cancer cells sorted from R^TT^ vs. N^TT^ YUMM1.7^OVA^ tumors grown in *Rag2*^*−/−*^ mice. Benjamini-Hochberg correction for multiple testing. **j**, Tumor growth of non-ACT treated YUMM1.7^OVA^ R^TT^ CTRL (*n* = 5 mice) and R^TT^ IRF3/7 (*n* = 4 mice) in *Rag2*^*−/−*^ mice. **k**, Quantification of IFN-β by ELISA from YUMM3.3 N^TT^ and R^TT^ tumors grown in *C57BL/6* mice normalized to tumor weight (*n* = 3 tumors/group). **l**, Heatmap of scaled ISG expression in YUMM1.7^OVA^ R^TT^ upon treatment with MEK inhibitor (MEKi) for 48 h. **m**, Western blot of R^TT^ YUMM1.7^OVA^ depicting COX2 protein levels upon treatment with RAF inhibitor (RAFi) or MEKi for 48 h. For gel source data see Supplementary Fig. 1. Experiment repeated 2 independent times. **n**, Heatmap of scaled gene expression in YUMM1.7^OVA^ R^TT^ cancer cells upon treatment with MEKi in vivo (*n* = 5 tumors per condition). **o**, ISG expression in YUMM1.7^OVA^ R^TT^ *Ptgs2* KO cell line compared to N^TT^ and R^TT^ CTRL by RT-qPCR (*n* = 4 technical replicates). All expression values are depicted as the log_2_FC of the expression of each gene compared to N^TT^. **p**, Quantification of IFN-β by ELISA from YUMM1.7^OVA^ R^TT^ CTRL and R^TT^ *Ptgs2* KO tumors grown in *Rag2*^*−/−*^ mice normalized to tumor weight (*n* = 6 tumors/group). **q**, Quantification of PGE_2_ by ELISA from YUMM1.7^OVA^ R^TT^ CTRL and R^TT^ IRF3/7 tumors grown in *Rag2*^*−/−*^ mice (*n* = 3 tumors/group). **r**, Quantification of IFN-β and PGE_2_ by ELISA from N^TT^ and R^TT^ variants of M249, LOX and H358 cell lines. For IFN-β analysis, tumors were grown in NSG mice and normalized to tumor weight (*n* = 3 tumors/group). For PGE_2_, supernatants from in vitro cell lines were analyzed (*n* = 2 biological replicates/group). **s**, Western blot of R^TT^, N^TT^ and N^TT^ NRAS variants of A375 human melanoma cell lines depicting COX2 protein levels upon treatment with RAFi for 48 h. For gel source data see Supplementary Fig. 1. Experiment performed once. Bar graphs depict the mean ± s.e.m. Statistical analysis was performed with a two-tailed student’s *t*-test in **a**, **d, k, p, q** and **r** and one-way ANOVA with Tukey’s multiple comparison in **h**. p-value in **e** was calculated using a Log-rank Mantel Cox test. ns = not significant. ND = Not detected. Source Data

**Extended Data Fig. 6:**
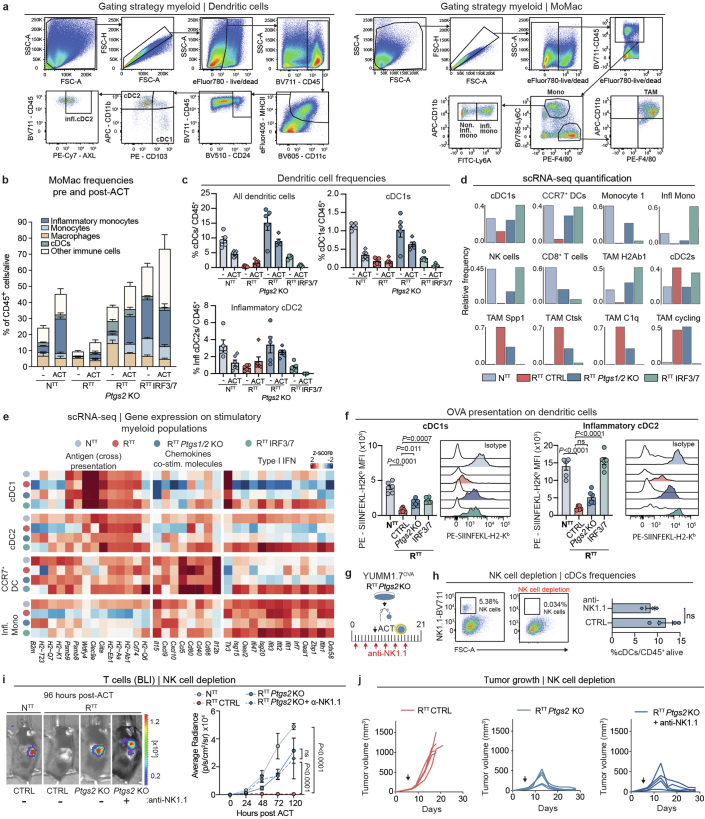
High PGE_2_ and low IFN-I instruct an immune evasive TME. **a**, Gating strategy for the identification of intratumoral myeloid populations. **b**, Flow cytometry myeloid characterization pre and 72 h post-ACT (*n* = 6 for R^TT^ ± ACT, IRF37 R^TT^ ± ACT, *n* = 5 for N^TT^ ± ACT, R^TT^ *Ptgs2* KO + ACT, *n* = 4 R^TT^ *Ptgs2* KO). **c**, Flow cytometry characterization of dendritic cell populations pre and 72 h post-ACT, (*n* = 5 for N^TT^, R^TT^ *Ptgs2* KO ± ACT, IRF37 R^TT^ + ACT, *n* = 6 for N^TT^ + ACT, R^TT^ ± ACT, IRF37 R^TT^). **d**, Relative frequency of cell types across conditions in YUMM1.7^OVA^ (scRNA-seq), for R^TT^ CTRL the R^TT^ mCherry sample was used. **e**, Heatmap of scaled gene expression (scRNA-seq) between N^TT^, R^TT^ CTRL, R^TT^ *Ptgs1/2* KO and R^TT^ IRF3/7 for individual cell clusters. **f**, Flow cytometry characterization of SIINFEKL peptide on MHCI of dendritic cells isolated from tumors and pulsed ex vivo with SIINFEKL peptide (*n* = 6 tumors/group) and MFI quantification. **g**, Scheme outlining in vivo NK cell depletion in *Rag2*^*−/−*^ mice harboring YUMM1.7^OVA^ R^TT^ *Ptgs2* KO tumors. **h**, Representative plot depicting NK1.1^+^ cells in NK cell-depleted vs CTRL R^TT^ *Ptgs2* KO tumors measured by flow cytometry (left) and quantification of cDCs (*n* = 4 CTRL and *n* = 3 anti-NK1.1 treated tumors) (right). **i**, Representative BLI images (left) and quantification of CD8^+^ OT-1^Luc^ T cell infiltration by BLI (right), (*n* = 3 mice for N^TT^, *n* = 5 mice for all other groups). **j**, Tumor response to ACT (*n* = 5 mice/group). Arrow indicates day of ACT. Bar graphs and growth curves depict the mean ± s.e.m. Data in **i** depicts the mean ± s.e.m. Statistical analysis was performed with a two-tailed unpaired student’s *t*-test in **h**. A one-way ANOVA with Tukey’s multiple comparison in **f**. Two-way ANOVA with Tukey’s multiple comparison in **i**. ns = not significant. Source Data

**Extended Data Fig. 7:**
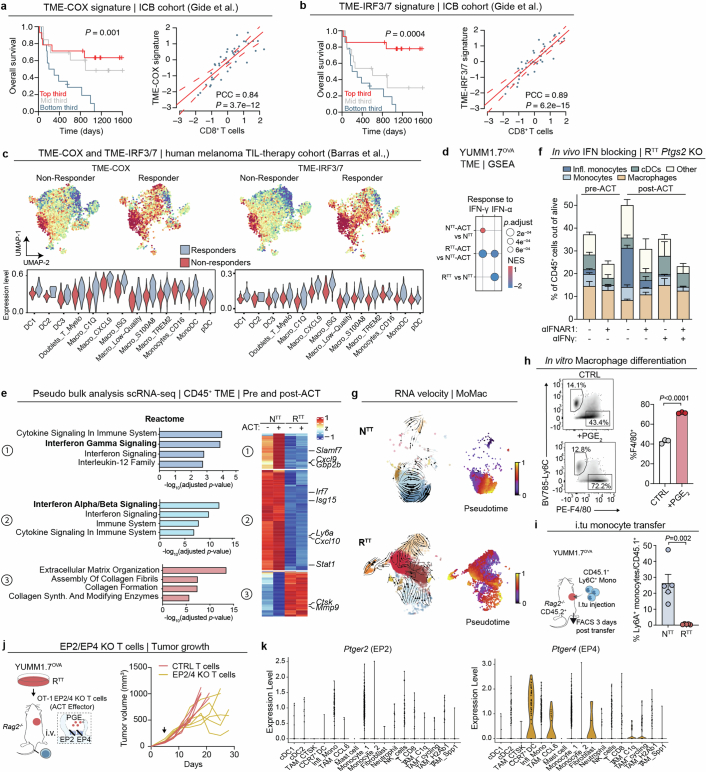
Type I and type II IFNs determine the inflammatory state. **a, b**, Overall survival of melanoma patients stratified according to the TME-COX and TME-IRF3/7 signatures (Supplementary Table 4) (left) and correlation of intratumoral CD8^+^ T cell signature (right) in the *Gide et al*. RNA-seq data-set^49^. PCC=Pearson correlation coefficient. **c**, TME-COX and TME-IRF3/7 signatures projected on the myeloid UMAP from baseline tumors (split for responder and non-responders to TIL therapy) from the *Barras et al*.^43^ patient cohort (above) and individual score across different myeloid populations (below). **d**, Gene set enrichment analysis (GSEA) of N^TT^ and R^TT^ tumors pre and post-ACT based on scRNA-seq analysis. Normalized enrichment score (NES). Multiple correction testing with false discovery rate. **e**, Pathway enrichment analysis of the top variable genes in the immune tumor microenvironment (TME) from N^TT^ and R^TT^ tumors pre and post-ACT analyzed by scRNA-seq. 1, 2 and 3 depict each gene cluster identified. Benjamini-Hochberg correction for multiple testing. **f**, TME characterization of YUMM1.7^OVA^ R^TT^ *Ptgs2* KO tumors pre and 72 h post-ACT upon αIFN-γ and αIFNAR1 treatment (*n* = 5 tumors/group, except *n* = 4 for isotype and αIFNAR + ACT). **g**, Trajectory analysis and pseudotime of the MoMac compartment of YUMM1.7^OVA^ N^TT^ and R^TT^ tumors. **h**, Density plots of F4/80^+^ macrophages after exposure of BM-derived monocytes to PGE_2_ for 48 h (left) and quantification (right) (*n* = 3 replicates per condition). **i**, Scheme outlining the intratumoral (i.tu.) transfer of CD45.1^+^ BM-derived monocytes into N^TT^ and R^TT^ tumors injected into CD45.2^+^ *Rag2*^*−/−*^ mice (left) and inflammatory monocytes frequencies 3 days after transfer (right) (*n* = 5 tumors/group). **j**, Scheme outlining the knockout of EP2 (*Ptger2*) and EP4 (*Ptger4*) in OT-1 T cells and i.v. injection into YUMM1.7^OVA^ R^TT^ tumor-bearing *Rag2*^*−/−*^ mice (left) and tumor growth (*n* = 6 mice/group) (right). Arrow indicates the day of ACT. **k**, Expression of *Ptger2* and *Ptger4* across populations from the YUMM1.7^OVA^ scRNA-seq. Bar graphs depict the mean ± s.e.m. Statistical analysis was performed with a two-tailed unpaired student’s *t*-test in **h** and **i**. *p-value* in **a** and **b** was calculated using a Cox’s proportional hazards model (survival) and with a two-sided Pearson’s correlation (correlations). Source Data

**Extended Data Fig. 8:**
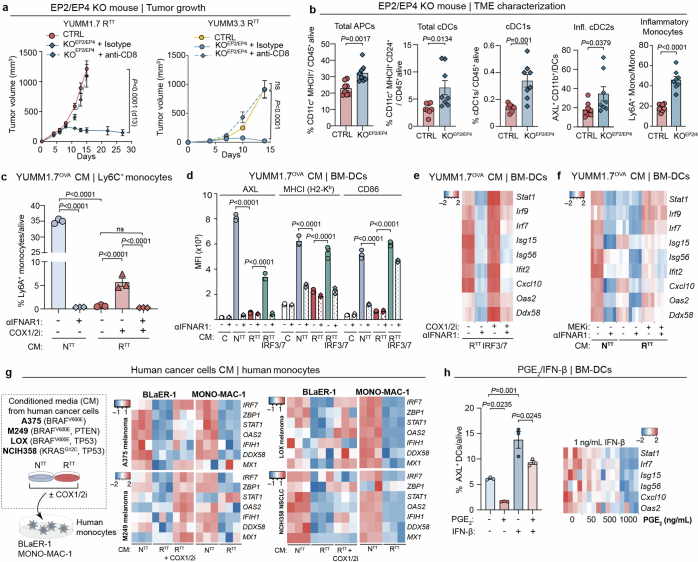
PGE_2_ suppresses myeloid responsiveness to IFN-I. **a**, Tumor growth of YUMM1.7 (left) and YUMM3.3 (right) R^TT^ in *Itgax-Cre* (CTRL) (*n* = 7 mice for YUMM3.3 and *n* = 8 for YUMM1.7) or CD11c^Cre^(*Itgax*-Cre)*Ptger2*^*−/−*^/*Ptger4*^*fl/fl*^ treated with anti-CD8 to deplete CD8^+^ T cells (*n* = *5* mice for YUMM3.3 and *n* = 6 for YUMM1.7) or isotype control (*n* = *7* mice for YUMM3.3 and *n* = 10 for YUMM1.7). **b**, TME characterization (flow cytometry) of R^TT^ tumors in *CD11c*^*Cre*^*-Ptger2*^*−/−*^*Ptger4*^*fl/fl*^ mice (KO^EP2/EP4^) or *CD11c*^*Cre*^ control mice (CTRL) (*n* = 8 tumors/group). **c**, Quantification of Ly6A^+^ cells after exposing BM-derived Ly6C^+^ monocytes to conditioned media (CM) from cancer cell lines ± COX1/2 inhibitor (COX1/2i, indomethacin) during media conditioning ± αΙFNAR1 during 48 h of culture (*n* = 3 biological replicates per condition). **d**, MFI quantification of AXL, MHC-I and CD86 (flow cytometry) of BM-DCs treated with fresh media (C) or CM from N^TT^, R^TT^ and R^TT^ IRF3/7 cells for 24 h ± αΙFNAR1 or isotype control (*n* = 3 biological replicates per condition). **e**, Heatmap of scaled expression of ISGs in BM-DCs exposed to CM from R^TT^ IRF3/7 treated with COX1/2i (indomethacin) or untreated, in the presence of αΙFNAR1 or isotype control measured by RT-qPCR (*n* = 4 technical replicates). **f**, Heatmap of scaled ISG expression in BM-DCs exposed to CM from N^TT^ and R^TT^ treated with MEKi or untreated, in the presence of αΙFNAR1 or isotype control (*n* = 4 technical replicates) measured by RT-qPCR. **g**, Scheme outlining the culture of human monocyte models to CM from cancer cell lines ± COX1/2i during media conditioning (left) and heatmaps of scaled ISG expression (right). **h**, Quantification of AXL^+^ BM-DCs treated with IFN-β and PGE_2_ (flow cytometry) (left) (*n* = 3 biological replicates) and heatmap of scaled ISG expression measured by RT-qPCR (right) (*n* = 4 technical replicates). Bar graphs and growth curves depict the mean ± s.e.m. Statistical analysis were performed with a two-way ANOVA with Tukey’s multiple comparisons test in **a**, a two-tailed unpaired student’s *t*-test (APCs, cDC1 and infl.monocytes) and two-tailed Mann Whitney U (total cDCs and infl.cDC2s) in **b**, one-way ANOVA with Tukey’s multiple comparison in **c, d** and **h**. ns = not significant. Source Data

**Extended Data Fig. 9:**
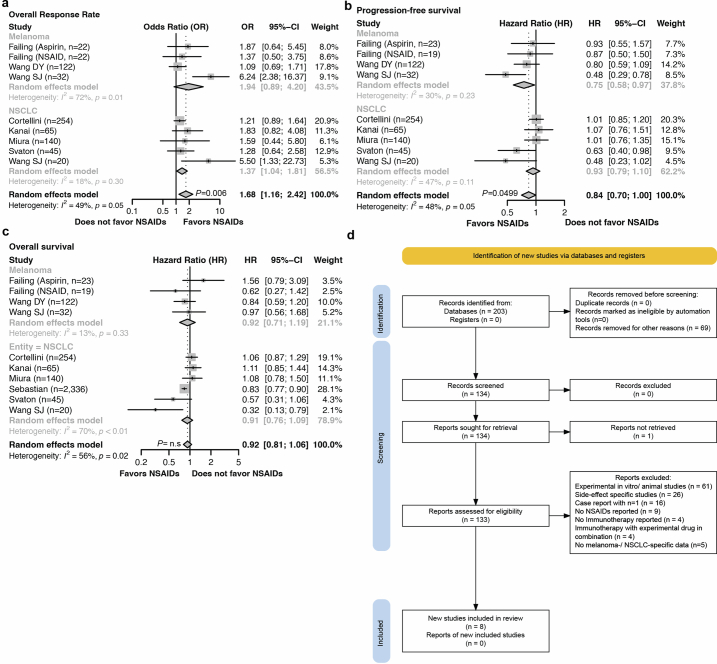
Meta-analysis of retrospective clinical studies. **a-c**, Forest plot of pooled odds ratios (ORs) and hazard ratios (HRs) with 95% confidence intervals (CI) across included studies of patients receiving ICB with and without concomitant non-steroidal anti-inflammatory drugs (NSAIDs) medication. Number of participants are included in each figure panel. **a**, Odds ratios comparing overall response rates. **b**, Hazard ratios comparing progression-free survival. **c**, Hazard ratios comparing overall survival. *I*^2^: I-squared; *P*: probability. **d**, PRISMA flow diagram of literature search and study selection process for meta-analysis. Statistical analysis was performed with a random effects model, data are presented as mean values ± 95% confidence interval. See also Supplementary Tables 5 and 6.

**Extended Data Fig. 10:**
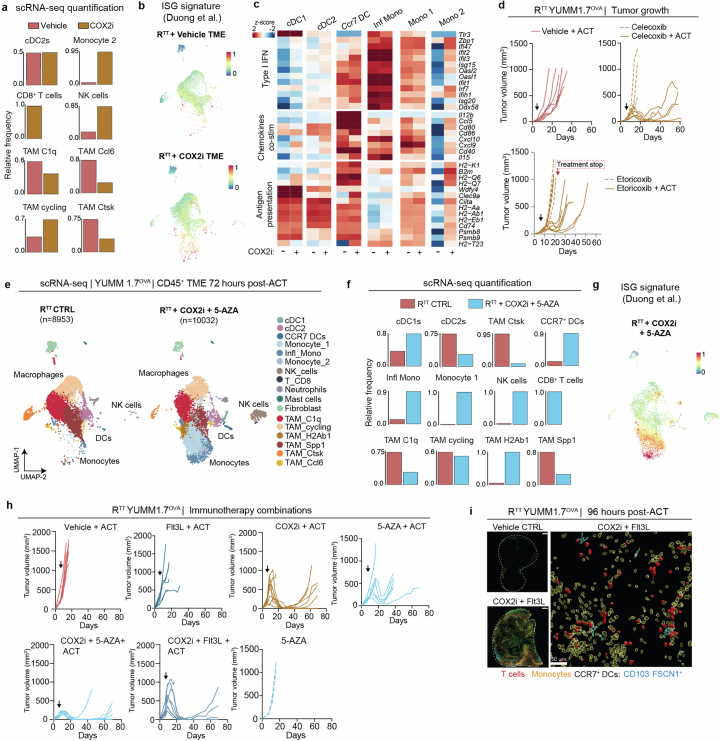
Pharmacological inhibition of PGE_2_ and type I IFN modulators resensitize cross-resistant tumors to immunotherapy. **a**, Relative frequency of each cell type across conditions (scRNA-seq). **b**, Scoring of the *Duong et al*. inflammatory signature^37^ in R^TT^ COX2i-treated tumors. **c**, Heatmap of scaled gene expression (scRNA-seq) in YUMM1.7 ^OVA^ R^TT^ vehicle-treated tumors (CTRL) and R^TT^ celecoxib (COX2i)-treated tumors (*n* = 3 tumors were pooled/group). **d**, Response of YUMM1.7^OVA^ R^TT^ tumors to vehicle + adoptive T cell transfer (ACT) (*n* = 7 mice), celecoxib (*n* = 4 mice), celecoxib + ACT (*n* = 6 mice) and etoricoxib ± ACT (*n* = 7 mice/group). Red arrow and box indicate COX2i treatment stop. **e**, UMAP of scRNA-seq of CD45^+^ cells from YUMM1.7^OVA^ R^TT^ mice treated with vehicle or COX2i + 5-AZA isolated 72 h post-ACT (*n* = 3 tumors pooled/group). **f**, Relative frequency of each cell type across conditions in **e** (scRNA-seq). **g**, Scoring of the *Duong et al*. inflammatory signature^37^ in COX2i + 5-AZA treated tumors. **h**, Response of YUMM1.7^OVA^ R^TT^ tumors to 5-azacytidine (5-AZA) (*n* = 4 mice), 5-AZA + ACT (*n* = 7 mice), vehicle+ACT (*n* = 8 mice), Flt3L+ACT (*n* = 7 mice), COX2i+ACT (*n* = 9 mice), COX2i + 5-AZA + ACT (*n* = 7 mice) and COX2i+Flt3L+ACT (*n* = 8 mice). **i**, Representative image of IF staining of vehicle-treated and COX2i+Flt3L R^TT^ YUMM1.7^OVA^ tumors 96 h post-ACT (*n* = 2 tumors per condition). Scale bar = 1000 µm, zoom-in = 50 µm. Black arrows indicates day of ACT. Source Data

**Extended Data Fig. 11:**
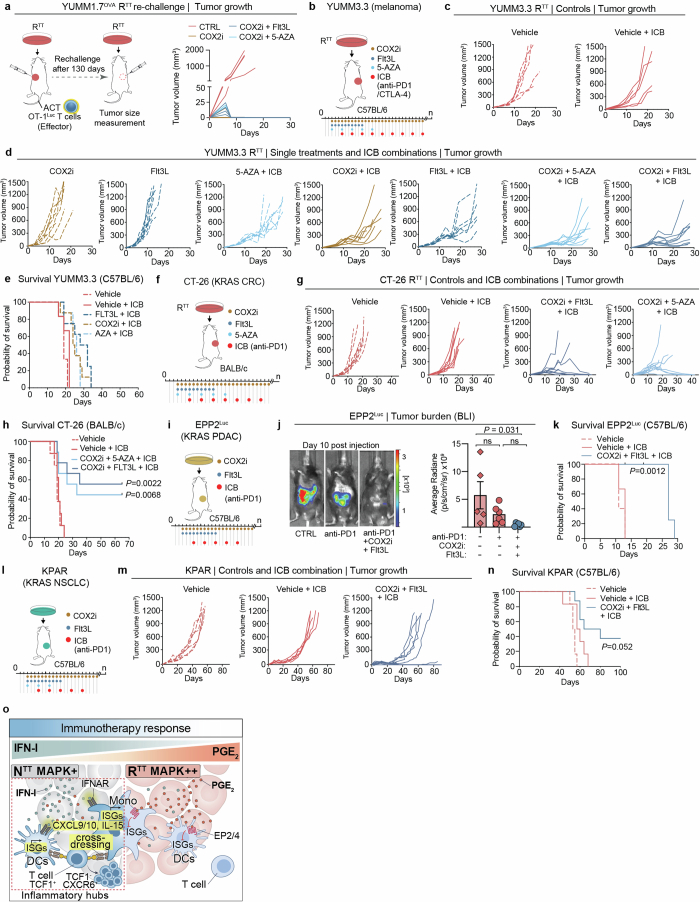
Combination therapies in melanoma, lung, pancreatic and colorectal mouse cancer models. **a**, Scheme outlining the re-injection of YUMM1.7^OVA^ R^TT^ cells into tumor-free responder mice from Fig. 5e (left) and tumor growth of re-challenged mice (*n* = 4 mice for COX2i + Ftl3L, *n* = 3 COX2i and *n* = 2 COX2i + 5-AZA) or naive control mice (*n* = 5 mice). **b**, Scheme outlining the injection of YUMM3.3 R^TT^ tumors into C57BL/6 mice and the treatment regimen with COX2i, Flt3L, 5-AZA and anti-PD1/CTLA-4 (ICB) or isotype control. **c**, Response to control vehicle treatment or vehicle + ICB treatment of YUMM3.3 R^TT^ tumors (*n* = 6 mice). **d**, Response to single treatments and ICB combination treatments of YUMM3.3 R^TT^ tumors. COX2i, Flt3L, 5-AZA + ICB, COX2i+ICB and Flt3L+ICB (*n* = 8 mice), COX2i + 5-AZA + ICB and COX2i+Flt3L+ICB (*n* = 10 mice). **e**, Survival plot. **f**, Scheme outlining the injection of CT-26 R^TT^ tumors into BALB/c mice and the treatment regimen with COX2i, Flt3L, 5-AZA and anti-PD1 (ICB) or isotype control. **g**, Response to treatment of CT26 R^TT^ tumors. Vehicle and Vehicle+ICB (*n* = 8 mice), COX2i + 5-AZA + ICB and COX2i+Flt3L+ICB (*n* = 9 mice). **h**, Survival plot. **i**, Scheme outlining the intrapancreatic injection of EPP2^Luc^ cells into C57BL/6 mice and the treatment regimen with COX2i, Flt3L and anti-PD1 (ICB) or isotype control. **j**, Left, representative BLI images of EPP2^Luc^ tumor burden and right, quantification of control (*n* = 5 mice), anti-PD1 (*n* = 6 mice), anti-PD1 + COX2i + Ftl3L (*n* = 6 mice). **k**, Survival plot of **j**. **l**, Scheme outlining the injection of KPAR tumors into C57BL/6 mice and the treatment regimen with COX2i, Flt3L and anti-PD1 (ICB) or isotype control. **m**, Response to treatment of KPAR tumors, vehicle ± ICB (*n* = 6 mice) and ICB + COX2i + Ftl3L (*n* = 8 mice)**. n**, Survival plot of m. **o**, Scheme summarizing the role of inflammatory monocytes in T cell restimulation and the functional convergence of PGE_2_ and IFN-I to determine an inflammatory TME, T cell restimulation and immunotherapy response. Bar graphs depict the mean ± s.e.m. Statistical analysis was performed with a one-way ANOVA with Tukey’s multiple comparisons test in **j**. Log-rank Mantel Cox test in **h, k, n**. ns = not significant. Source Data

## Data Availability

Gene expression data from YUMM1.7 N^TT^ and R^TT^ cancer cells sorted from tumours have been previously deposited into the GEO with accession number GSE132443. Specifically, samples from N^TT^ tumours (GSM3864154, GSM3864155 and GSM3864157) and R^TT^ tumours (GSM3864170, GSM3864172 and GSM3864173) were used to generate plots in Fig. 3a and Extended Data Fig. 5i. Raw and processed files of the scRNA-seq generated in this study have been deposited into the GEO with accession number GSE241750. Expression data for patients receiving ICB are publicly available^49^ (accession number PRJEB23709). scRNA data from gene signatures in responder and non-responder patients to TIL therapy^43^, including the Seurat object for the myeloid compartment was obtained upon direct request. Expression data for the melanoma and lung samples are publicly available^23^ (GSE154763) and the raw count matrix was obtained upon request. All other formats of raw data are available upon request. Source data are provided with this paper.

# Supplementary material for: Cancer cells impair monocyte-mediated T cell stimulation to evade immunity
**Source:** Nature. 2024 Nov 27;637(8046):716–25. doi: 10.1038/s41586-024-08257-4
**Supplement:** Supplementary file 1 — Uncropped western blot gel images.

Supplementary information

Cancer cells impair monocyte-mediated T cell stimulation to evade immunity

---

In the format provided by the
authors and unedited

UNCROPPED WESTERN BLOT IMAGES

1. A375 Melanoma BLOT: **Extended Data Fig. 5s**

- HISTONE3 (18kDa)

Cropped area

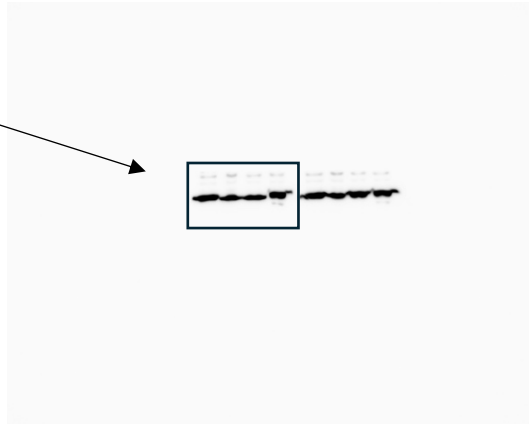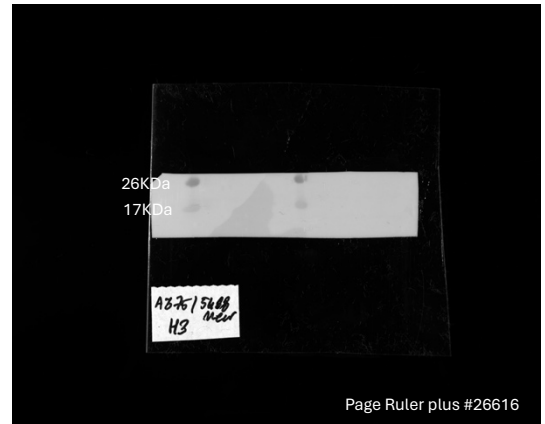

Page Ruler plus #26616

- COX2 (74 kDa)

Cropped area

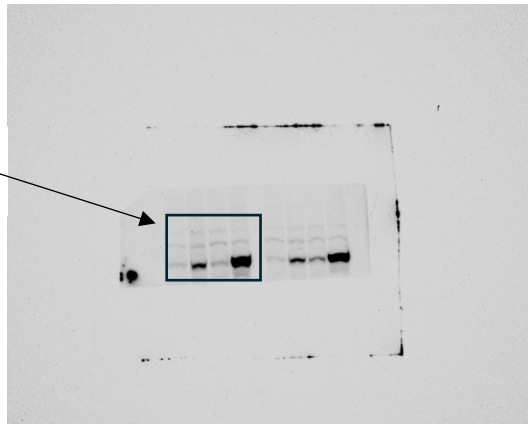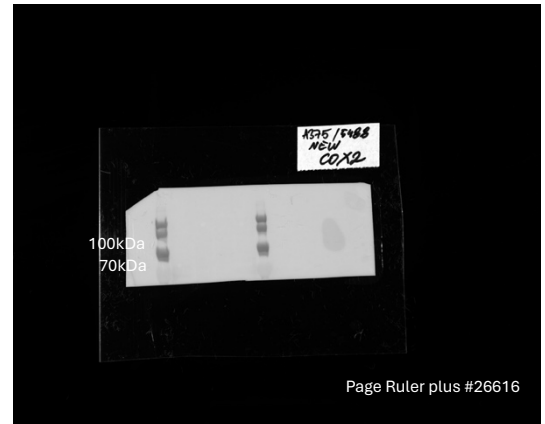

Page Ruler plus #26616

Histone control run on the same gel. Gel was cut for antibody incubation and development.

2. YUMM1.7 Melanoma BLOT: **Extended Data Fig. 5m**

- Vinculin (~116kDa)
*on left side for COX2 samples on right side for COX1 samples

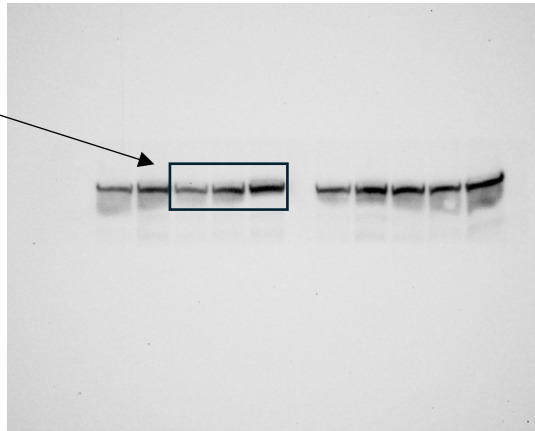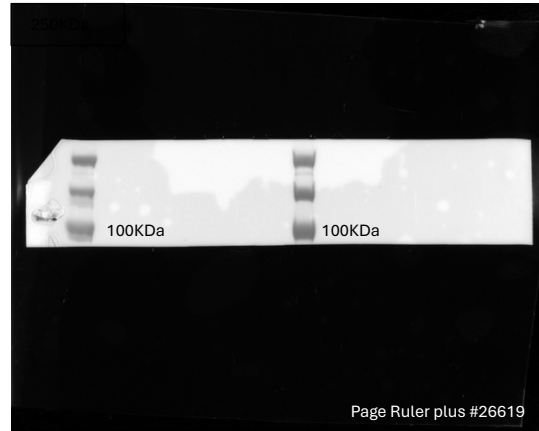

- COX 1 (left) COX2 (right) ~74KDa

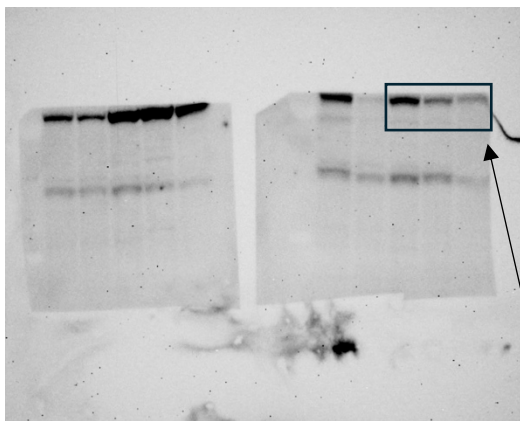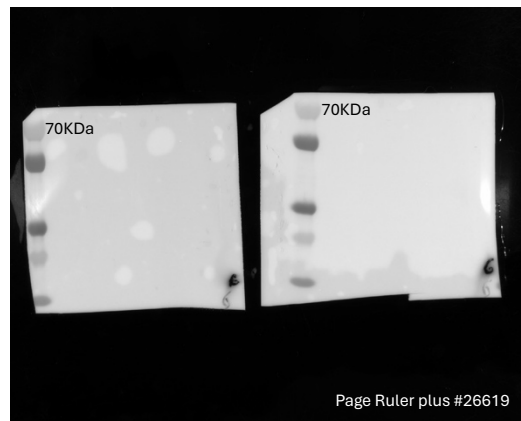

Cropped area

Vinculin control run on the same gel. Gel was cut for antibody incubation and development.

# Supplementary material for: Cancer cells impair monocyte-mediated T cell stimulation to evade immunity
**Source:** Nature. 2024 Nov 27;637(8046):716–25. doi: 10.1038/s41586-024-08257-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Flow cytometry data was acquired using an LSR Fortessa (BD) or BD Aria. Immunofluorescence staining's were imaged on a TCS SP8 confocal microscope (Leica). For tracking bioluminescence signal from transferred T cells an IVIS imager (Perkin Elmer) was used. Single-cell RNA-seq libraries were sequenced on NovaSeq (Illumina). Western blot images were acquired on a ChemiDoc Imaging system (BioRad). qPCR data was obtained using a CFX384 Real-Time-Cycler (BioRad).
Data analysis	scRNA-seq analysis TME<br>CD45+ immune cells were collected in 4 different 10x Genomics sequencing experiments: Exp1-Chromium Single Cell 3' scRNA-seq samples pre-processed using cellranger count v6.1.1 (Y3.3 samples: NTT/108155 and RTT/108157); Exp2- 3' CellPlex multiplex experiment with 4 samples pre-processed using cellranger multi v6.1.1 (YUMM1.7OVA samples: NTT_3A6_ACT, RTT_2B12_ACT, RTT_PTGS12KO_ACT, RTT_ROSA26_ACT). Exp3 and Exp4-Chromium Flex multiplex experiments with 4 samples each pre-processed using cellranger multi v7.1.0 and the build in Probe Set v1.0.1 mm10-2020-A. Exp3- YUMM1.7OVA samples: RTT mCherry CTRL, RTT IRF3/7, RTT COX2i and RTT COX2i + 5-AZA; Exp4- YUMM1.7OVA contained biological replicates of Exp2 samples and untreated YUMM1.7OVA samples (noA): NTTnoA/271221, RTTnoA/271222, NTT/271223, RTT/271224). The prebuilt 10X mm10 reference refdata-gex-mm10-2020-A was used. Further processing was performed in R v4.2.2 with Seurat v4.3.0. For generating a CD45+ immune reference map we integrated cells from the first three experiments as follows. The cellranger filtered feature-barcode matrices were used, retaining cells with more than 1000 detected genes and less than 15% of mitochondrial and less than 40% of ribosomal RNA reads. An integrated feature-barcode matrix from the 3 experimental batches was generated accounting for the inclusion of a probe-based assay by keeping genes found in at least 5 cells in each experiment, and excluding ribosomal and mitochondrial genes. Data was log-normalized, scaled (regressing out the difference between the G2M and S phase signature scores), dimensionality reduction was performed using PCA on the top 3000 most variable genes, batch correction across batches was performed using Harmony84 v0.1.1, the 40 harmony embeddings were used for UMAP visualizations. The first 40 harmony dimensions were used to identify immune cell subclusters with a resolution of 0.5, that were further assigned to cell types using known markers and publicly

available myeloid reference data-sets. Cells were scored for the expression of published signatures using the AddModuleScore function⁸⁵. Wilcoxon rank sum test implemented in Presto v1.0.0 was used to identify differentially expressed genes. Seurat's reference-based mapping was used to predict celltype identity and map cells of the biological replicate experiment to our annotated reference set using the FindTransferAnchors and MapQuery functions, after a quality control process retaining cells between 1000 and 4500 detected genes for 271222 and 271224, and 1300 and 8000 detected genes for 271221 and 271223, and limiting count tables to the gene universe of the reference. Depth normalized counts for pseudobulk and GSEA functional analyses of this experiment were generated using cellranger aggr. Differences between ACT and untreated conditions (no ACT) from the replicate experiment (Exp4) were explored on a pseudo-bulk level in an unsupervised clustering analysis with heatmap visualization. The fibroblast cluster was removed prior to further processing. Sum aggregation on the depth-normalized UMI counts, was followed by variance stabilizing transformation, selection of 300 most variable genes, standardization, kmeans clustering (k=3) and enrichr analysis against the Reactome_2022 using enrichR.

scRNA-seq analysis intratumoral CD8+ OT-1 T cells

Single-cell gene-expression of isolated NTT and RTT T cells was assayed in a Chromium Flex experiment, read processing was performed using cellranger multi v7.1.0 using probeset v1.0.1 mm10-2020-A. Cellranger filtered feature-barcode matrices were used on, further filtered to retain cells with more than 800 detected genes, less than 10 percent of mitochondrial and less than 10 percent of ribosomal RNAs reads and remove cells of contaminant clusters identified using SingleR and ImmGen reference (fibroblasts, MoMac populations). Data was log-normalized, scaled, dimensionality reduction was performed using PCA on the top 2000 most variable genes, harmony was used for the integration of cells from different samples, 15 harmony embeddings were used for UMAP visualizations, and published tumor single cell data for signature scoring. Gene lists are deposited in Supplementary Table 2.

RNA velocity analysis

Loom files containing the splicing annotation were created for each sample using the velocyto run command from the package velocyto (0.17.17), with default parameters, with no masked intervals. Then, the loom files were combined with the scRNA-seq object that had been filtered to keep the data for monocyte and macrophage populations (Monocyte_1, Monocyte_2, Infl_Mono, TAM_CCL6, TAM_Ctsk, TAM_C1q, TAM_H2Ab1, TAM_Spp1, TAM_cycling), for each condition (NTT, RTT, RTT PTGS12KO). First and second order moments were computed using scvelo (0.2.5) pp.moments (n_pcs = 30, n_neighbors = 30) and the dynamical model was run with default parameters. Python version 3.8.12 was used.

SCENIC analysis

Gene regulatory networks for each cell population in each condition were calculated using SCENIC⁴⁸. The motif database used was mm9-tss-centered-10kb-7species.mc9nr.feather. Co-expression network was calculated using GENIE3. The gene regulatory network was built using SCENIC wrapper functions.

TME signatures in immunotherapy-treated human samples

Gene expression data for patients receiving checkpoint blockade were obtained from Gide et al. (accession no. PRJEB23709). The TME-COX, TME-IRF3/7 and CD8+ T cell scores for each tumor sample were defined as the geometric mean of the expression values of each of the gene sets, respectively (Supplementary Table 4). Univariate Cox proportional hazards models, in which the TME-COX and TME-IRF3/7 scores were included as continuous variables, were used for testing the statistical association between gene signature expression and patient survival, separately for both signatures. The tumor samples were then divided into three groups based on the signature score (bottom third, mid third, top third) and Kaplan-Meier plots were generated for visualization. The association between signature expression and CD8+ T cell abundance was evaluated by calculating the Person's correlation coefficient between the signature score and a CD8+ score for each signature separately. For this all scores were normalized to a median of zero and standard deviation of one. The two overlapping genes were removed from the CD8+ signature before comparing it to TME-IRF3/7 signature expression. For evaluating the enrichment of TME-COX and TME-IRF37 gene signatures in responder and non-responder patients to TIL therapy (baseline) from Barras et al. mouse gene ids were first converted to human orthologs (with DIPT v9; Best Score = Yes, Best Score Reverse = Yes, DIPT Score > 7) and single-cell level signature enrichment scores for the "humanized" gene sets were calculated using AddModuleScore_UCell.

For acquisition of flowcytometry data the FACS DIVA software (v9.0.1) was used. For analysis of flowcytometry data we used Flowjo (version 10.8 or newer).

Statistical analysis was performed with Graphpad Prism (v9.1.2 or newer) or Microsoft Excel (v 16.88)

Immunofluorescence images were adaptively deconvoluted using the Leica TCS SP8 LIGHTNING tool v3.5.7.23225 and further analyzed using Imaris (v9.9).

Metabolites from the untargeted metabolomics approach were annotated using the compound discoverer software (v3.0).

Bioluminescence signal to track T cell infiltration was analyzed using the Living Image software (v4.4)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Gene expression data from YUMM1.7 NTT and RTT cancer cells sorted from tumors was previously deposited under the Gene Expression Omnibus accession number GSE132443. Specifically samples from NTT tumors (GSM3864154, GSM3864155, GSM3864157) and RTT tumors (GSM3864170, GSM3864172, GSM3864173) were used to generate plots in Fig. 3a and Extended Data Fig. 5i. Raw and processed files of the single-cell RNA sequencing generated in this study have been deposited under the GEO accession number GSE241750. Expression data from the Gide et al. study is publicly available (accession no. PRJEB23709). Single cell RNA data from the Barras et al. study, including the Seurat object for the myeloid compartment was obtained upon direct request. Expression data from the Cheng et al. study was publicly available (GSE154763) and the raw count matrix was obtained upon request. Source data is provided for all graphs that are shown in the manuscript. All other formats of raw data are available upon request.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	Biopsies were obtained from patients with an age at diagnosis that ranged from 24 to 85 with a median of 66. 34% were female patients and 66% were male patients.
Reporting on race, ethnicity, or other socially relevant groupings	<i>Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.</i>
Population characteristics	We obtained cell-segmented data for 74 FOVs (Field of View, an area of 500x500 µm) from TMA cores of 34 melanoma metastases, in total consisting of 980 genes x 171,536 cells. Tumor tissues were obtained from 21 lymph nodes, 7 subcutaneous metastases, 1 lung metastasis and 1 brain metastasis (4 NAs), from 31 patients containing 72 FOVs. 2 FOVs were from tonsils as control. Most tumor tissue were from patients that were treatment naïve at the time of surgery. Tissue collection was approved by the Regional Ethics committee at Lund University (Dnr. 191/2007 and 101/2013). Patients signed an informed consent. The majority of TMA cores contained tertiary lymphoid structures (TLS) and FOVs were preferentially directed to these regions. Low-quality FOVs, cells with < 20 counts and potential multiplets of cells (area exceeding the sample geometric mean + 5 standard deviation) were discarded.
Recruitment	<i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>
Ethics oversight	Tissue collection was approved by the Regional Ethics committee at Lund University (Dnr. 191/2007 and 101/2013). Patients signed an informed consent.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	The effect size was determined from prior research or pilot experiments relevant to our study, especially from Haas et al., 2021. This estimate informed our power analysis and allowed us to choose a sample size that would balance statistical power with practical considerations. The statistical tests planned for the analysis were considered when determining sample size. Practical considerations such as time, cost, and resource availability were also considered. Ethical considerations (3R) played a role in determining sample sizes for in vivo experiments. We aimed to use the smallest number of subjects necessary in in vivo studies to achieve reliable and valid results.
Data exclusions	No data points were excluded, except for when tumors became necrotic as this is an end-point in our current working animal license or when mice displayed weight loss and sickness and had to be euthanized.
Replication	All in vitro and in vivo experiments were repeated at least twice and always with multiple replicates, except for the following experiments which were performed only once: scRNA-seq of experiments involving pharmacological treatment of the YUMM1.7 RTT model, intratumoral injection of T cells and the YUMM3.3 model. IF stainings for which representative images are shown were repeated at least twice, except for the NTT in Batf3 ^{-/-} and Nur77 reporter experiment which was performed once but with n=3 tumors and was also confirmed with flow cytometry. Pharmacological combination treatments of the KPAR model were performed once.
Randomization	Mice were allocated to treatment or control group based on the average tumor size to achieve similar tumor burden between groups at the time of treatment start. For experiments where drug treatment had to be started at day 3 post injection, mice were randomly allocated to treatment groups. Within an experiment age and sex-matched mice were used. For all other experiments samples were randomly allocated.
Blinding	Scientists were not blinded to genotypes or treated groups prior to data collection and during analysis in order to prevent mislabeling of genotypes and treatment groups. Experiments were repeated by different independent investigators.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibodies for flowcytometry

anti-mouse AXL PE-Cy7 eBioscience Cat#25-1084-82, clone: MAXL8DS 1:200
 anti-mouse CD103 PerCP/Cyanine5.5 BioLegend Cat#121415, clone: 2E7 1:100
 anti-mouse CD103 PE BioLegend Cat#121405, clone: 2E7 1:100
 anti-mouse CD11b APC eBioscience Cat#17-0112-81, clone: M1/70 1:200
 anti-mouse CD11b PerCP/Cyanine5.5 BioLegend Cat#101229, clone: M1/70 1:200
 anti-mouse CD11c BV605 BD Pharmingen Cat#563057, clone: HL3 1:100
 anti-mouse CD11c FITC BioLegend Cat#117305, clone: N418 1:100
 anti-mouse CD16/CD32 (Mouse BD Fc Block) BD Pharmingen Cat#553141, clone: 2.4G2 1:50
 anti-mouse CD24 BV510 BioLegend Cat#101831, clone: M1/69 1:100
 anti-mouse CD24 FITC eBioscience Cat#11-0242-82, clone: M1/69 1:100
 anti-mouse CD279/PD-1 BV785 BioLegend Cat#135225, clone: 29F.1A12 1:200
 anti-mouse CD279/PD-1 FITC BioLegend Cat#135213, clone: 29F.1A12 1:200
 anti-mouse CD40 APC BioLegend Cat#124611, clone: 3/23 1:200
 anti-mouse CD45 BV711 BioLegend Cat#103147, clone: 30-F11 1:500
 anti-mouse CD45 FITC BioLegend Cat#103107, clone: 30-F11 1:500
 anti-mouse CD86 BV510 BioLegend Cat#105039, clone: GL-1 1:100
 anti-mouse CD3 BV605 BD Horizon Cat#564009, clone: 17A2 1:100
 anti-mouse CD3 AF647 BioLegend Cat#100209, clone: 17A2 1:100
 anti-mouse CD3 AF488 BioLegend Cat#100212, clone: 17A2 1:100
 anti-mouse CD8a eFluor 450 eBioscience Cat#48-0081-80, clone: 53-6.7 1:100
 anti-mouse CD8a AF594 BioLegend Cat#100758, clone: 53-6.7 1:100
 anti-mouse Ly-6C BV785 BioLegend Cat#128041, clone: HK1.4 1:100
 anti-mouse MHCI (H-2Kb) APC eBioscience Cat#17-5958-82, clone: AF6-88.5.5.3 1:200
 anti-mouse MHCI (H2Kb) PE eBioscience Cat#12-5958-80, clone: AF6-88.5.5.3 1:200
 anti-mouse MHCI (I-A/I-E) eFluor450 eBioscience Cat#48-5321-80, clone: M5/114.15.2 1:200
 anti-mouse I-A/I-E APC BioLegend Cat#107613, clone: M5/114.15.2 1:200
 anti-mouse NK-1.1 BV711 BioLegend Cat#108745, clone: PK136 1:100
 anti-mouse TCF1 PE BD Pharmingen Cat#564217, clone: S33-966 1:50
 anti-mouse TIM3 BV711 BioLegend Cat#119727, clone: RMT3-23 1:100
 anti-mouse CD88 PE BioLegend Cat#135805, clone: 20/70 1:100
 anti-mouse Ly-6A/E (Sca-1) FITC BioLegend Cat#108105, clone: D7 1:100
 anti-mouse SIINFEKL-HK2B PE Invitrogen Cat#12-5743-81, clone: 25-D1.16 1:100
 anti-mouse F4/80 PE BioLegend Cat#B123110, clone: BM8 1:200
 Rat IgG1, K Isotype control PE BD Pharmingen Cat#5546, clone: R3-34

Antibodies for T cell activation

CD3e Monoclonal Antibody, functional grade eBioscience Cat#16-0031-81, clone: 145-2C11
 CD28 Monoclonal Antibody, functional grade eBioscience Cat#16-0281-81, clone: 36.51

Antibodies for in vivo treatment

InVivoMAb anti-mouse PD-1 (CD279) BioXCell Cat#BE0146, clone: RMP1-14
 InVivoMAb anti-mouse CTLA-4 (CD152) BioXCell Cat#BE0164, clone: 9D9
 InVivoMAb anti-mouse NK1.1 BioXCell Cat#BE0036, clone: PK136
 Monoclonal antibody anti-mouse CD8 in house produced clone: 2.43
 InVivoMAb anti-mouse IFNAR-1 BioXCell Cat#BE0241, clone: MAR1-5A3
 InVivoMAb anti-mouse IFNγ BioXCell Cat#BE0055, clone: XMG1.2
 InVivoMAb recombinant Flt-3L-Ig BioXCell Cat#BE0098, clone: hum/hum
 InVivoMAb rat IgG2b isotype control BioXCell Cat#BE0090, clone: LTF2
 InVivoMAb rat IgG2a isotype control BioXCell Cat#BE0089, clone: 2A3
 InVivoMAb mouse IgG1 isotype control BioXCell Cat#BE0083, clone: MOPC-21

Antibodies for western blot

anti-mouse Vinculin mAb Sigma Aldrich Cat#V9131, hVIN-1

anti-mouse COX2 mAb Cell Signaling Technology Cat# 12282S, D5H5
 anti-rabbit IgG HRP-linked Cell Signaling Technology Cat#7074
 anti-mouse IgG HRP-linked Cell Signaling Technology Cat#7076

Antibodies for in vitro treatment

InVivoMAb anti-mouse IFNAR-1 BioXCell Cat#BE0241, clone: MAR1-5A3
 InVivoMAb mouse IgG1 isotype control BioXCell Cat#BE0083, clone: MOPC-21

Antibodies for IF staining

anti-mouse CD3 BV421 Biolegend Cat#100227, clone 17A2
 anti-mouse MHCII (I-A/I-E) BV510 Biolegend Cat#107635, clone M5/114.15.2
 anti-mouse CD103 unconjugated R&D Systems Cat#AF1990, polyclonal
 anti-mouse FSCN1 AF594 SCBT Cat#sc-21743, clone 55-k2
 anti-mouse LY6C AF647 Biolegend Cat#128010, clone HK1.4

Validation

Antibodies for flowcytometry

<https://www.thermofisher.com/antibody/product/Axl-Antibody-clone-MAXL8DS-Monoclonal/25-1084-82>
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd103-antibody-5599>
<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd103-antibody-3574>
<https://www.thermofisher.com/antibody/product/CD11b-Antibody-clone-M1-70-Monoclonal/17-0112-82>
<https://www.biolegend.com/en-us/products/percp-anti-mouse-human-cd11b-antibody-4315>
<https://www.bdbiosciences.com/en-at/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv605-hamster-anti-mouse-cd11c.563057>
[https://www.biolegend.com/en-us/search-results/fitc-anti-mouse-cd11c-antibody-1815?](https://www.biolegend.com/en-us/search-results/fitc-anti-mouse-cd11c-antibody-1815?GroupID=BLG11937&gclid=Cj0KCQjwi7GnBhDXARIsAFLvH4mVVU5ae5X-Cx6DF9ti4yoIV5-O__oZQAqSb2y-Dr5SkTcc4O_-saAaAgb2EALw_wcB)
[GroupID=BLG11937&gclid=Cj0KCQjwi7GnBhDXARIsAFLvH4mVVU5ae5X-Cx6DF9ti4yoIV5-O__oZQAqSb2y-Dr5SkTcc4O_-saAaAgb2EALw_wcB](https://www.bdbiosciences.com/en-at/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553141)
<https://www.bdbiosciences.com/en-at/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-rat-anti-mouse-cd16-cd32-mouse-bd-fc-block.553141>
<https://www.biolegend.com/de-at/products/brilliant-violet-510-anti-mouse-cd24-antibody-9925>
<https://www.thermofisher.com/antibody/product/CD24-Antibody-clone-M1-69-Monoclonal/11-0242-82>
<https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-cd279-pd-1-antibody-9874>
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd279-pd-1-antibody-7004>
<https://www.biolegend.com/de-at/products/apc-anti-mouse-cd40-antibody-4984>
<https://www.biolegend.com/de-at/products/brilliant-violet-711-anti-mouse-cd45-antibody-10439>
<https://www.biolegend.com/de-at/products/fitc-anti-mouse-cd45-antibody-99>
<https://www.biolegend.com/de-at/products/brilliant-violet-510-anti-mouse-cd86-antibody-8745>
<https://www.biolegend.com/en-gb/products/brilliant-violet-605-anti-mouse-cd3-antibody-8503>
<https://www.biolegend.com/en-gb/products/alexa-fluor-647-anti-mouse-cd3-antibody-2693>
<https://www.biolegend.com/en-gb/products/alexa-fluor-488-anti-mouse-cd3-antibody-2835>
<https://www.thermofisher.com/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/48-0081-82>
<https://www.biolegend.com/en-gb/products/alexa-fluor-594-anti-mouse-cd8a-antibody-9608>
<https://www.biolegend.com/en-gb/products/brilliant-violet-785-anti-mouse-ly-6c-antibody-11982>
<https://www.thermofisher.com/antibody/product/MHC-Class-I-H-2Kb-Antibody-clone-AF6-88-5-5-3-Monoclonal/17-5958-82>
<https://www.thermofisher.com/antibody/product/MHC-Class-I-H-2Kb-Antibody-clone-AF6-88-5-5-3-Monoclonal/12-5958-82>
<https://www.thermofisher.com/antibody/product/MHC-Class-II-I-A-I-E-Antibody-clone-M5-114-15-2-Monoclonal/48-5321-82>
<https://www.biolegend.com/en-gb/products/apc-anti-mouse-i-a-i-e-antibody-2488>
<https://www.biolegend.com/en-gb/products/brilliant-violet-711-anti-mouse-nk-1-1-antibody-9576>
<https://www.bdbiosciences.com/en-at/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-mouse-anti-tcf-7-tcf-1.564217>
<https://www.biolegend.com/en-gb/products/brilliant-violet-711-anti-mouse-cd366-tim-3-antibody-14918>
<https://www.biolegend.com/en-gb/products/pe-anti-mouse-cd88-c5ar-antibody-6240>
<https://www.biolegend.com/en-gb/products/fitc-anti-mouse-ly-6a-e-sca-1-antibody-227>
<https://www.thermofisher.com/antibody/product/OVA257-264-SIINFELK-peptide-bound-to-H-2Kb-Antibody-clone-eBio25-D1-16-25-D1-16-Monoclonal/12-5743-81>
<https://www.biozym.com/8667/pe-anti-mouse-f4/80>
<https://www.bdbiosciences.com/en-at/products/reagents/flow-cytometry-reagents/research-reagents/flow-cytometry-controls-and-lysates/pe-rat-igg1-isotype-control.554685>

Antibodies for T cell activation

<https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-145-2C11-Monoclonal/16-0031-82>
<https://www.thermofisher.com/antibody/product/CD28-Antibody-clone-37-51-Monoclonal/16-0281-82>

Antibodies for in vivo treatment

https://bioxcell.com/invivoplus-anti-mouse-pd-1-cd279-bp0146?psafe_param=1&gad=1&gclid=CjwKCAjwrranBhAEIwAzbhNtaF7E-lyhEPbzG9YrQPKZ1ErF9_b5hU3drWDF0xA7iwnNPdAPrGy1BoCYjAQAvD_BwE
https://bioxcell.com/invivoplus-anti-mouse-ctla-4-cd152-bp0164?gad=1&gclid=CjwKCAjwrranBhAEIwAzbhNtfZq0JcYygOuO_4HYJRzQadiKd5ehKt7US_gjQZQ11eC6UR9rhLShoCglkQAvD_BwE
<https://bioxcell.com/invivomab-anti-mouse-nk1-1-be0036>
https://bioxcell.com/invivomab-anti-mouse-ifnar-1-be0241?psafe_param=1&gad=1&gclid=CjwKCAjwrranBhAEIwAzbhNtblHOyWh77kCe1_BloqolfJmLr7FY7mJLFukpKcCXKSxvWJSqpxtLxoC_ZMQAvD_BwE
https://bioxcell.com/invivomab-anti-mouse-ifn-gamma-be0055#tab_pdetails
<https://bioxcell.com/invivomab-recombinant-flt-3l-ig-hum-hum>
https://shop.bio-connect.nl/antibodies/invivomab-rat-igg2b-isotype-control/be0090_25mg/sfid/5189041

<https://www.biozol.de/de/product/bxc-be0089-100mg>
https://bioxcell.com/invivomab-mouse-igg1-isotype-control-unknown-specificity-be0083?gad=1&gclid=CjwKCAjwrranBhAEEiwAzbhNtY8dTzxEQ6To_BBBEXR2fCjoEhd3keXbgLEDPy5Tzjx_EIIQUTgKR0CYAQAvD_BwE

Antibodies for western blot

<https://www.sigmaaldrich.com/AT/de/product/sigma/v9131>
https://www.cellsignal.com/products/primary-antibodies/cox2-d5h5-xp-rabbit-mab/12282?_requestid=140729
https://www.cellsignal.com/products/secondary-antibodies/anti-rabbit-igg-hrp-linked-antibody/7074?_requestid=699267
<https://www.cellsignal.com/products/secondary-antibodies/anti-mouse-igg-hrp-linked-antibody/7076>

Antibodies for in vitro treatment

https://bioxcell.com/invivomab-anti-mouse-ifnar-1-be0241?psafe_param=1&gad=1&gclid=CjwKCAjwrranBhAEEiwAzbhNtY8dTzxEQ6To_BBBEXR2fCjoEhd3keXbgLEDPy5Tzjx_EIIQUTgKR0CYAQAvD_BwE
https://bioxcell.com/invivomab-mouse-igg1-isotype-control-unknown-specificity-be0083?gad=1&gclid=CjwKCAjwrranBhAEEiwAzbhNtY8dTzxEQ6To_BBBEXR2fCjoEhd3keXbgLEDPy5Tzjx_EIIQUTgKR0CYAQAvD_BwE

Antibodies for IF staining

<https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd3-antibody-7326>
<https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-i-a-i-e-antibody-7997>
https://www.rndsystems.com/products/mouse-integrin-alpha-cd103-antibody_af1990
<https://www.scbt.com/p/fascin-1-antibody-55k-2>
<https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-ly-6c-antibody-4897>

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Original YUMM1.7 and YUMM3.3 cell-lines were obtained from the Bosenberg Laboratory. All derivatives of these cell-lines were previously generated and described in Haas et al., 2021, Nature Cancer.
 A375, M249 and LOX cell-lines and RTT derivatives were obtained from the Massague Laboratory/MSKCC. All derivatives of these cell-lines were previously generated and described in Obenaus et al., 2015, Nature.
 NCI-H358 cells were obtained from ATCC and RTT derivatives were generated in house.
 CT-26 were purchased from ATCC. All derivatives were previously generated and described in Haas et al., 2021, Nature Cancer.
 EPP2 were obtained from the Zuber Laboratory/IMP.
 KPAR cell-line was obtained from the Downward Laboratory/CRICK Institute.
 HEK-293T cells were purchased from Takara (Lenti-X 293T, 632180).
 BLaER-1 cell-line was obtained from the Gaidt Laboratory/IMP
 MONO-MAC-1 cell-line was obtained from the Zuber Laboratory/IMP

Authentication

STR Profiling was performed in-house for the YUMM 1.7, YUMM 3.3, EPP2 and KPAR cell lines. Moreover sensitivity to MAPK inhibitors was confirmed for A375, M249 and LOX (BRAFi), CT-26 (MEKi) and for H358 (KRASi).

Mycoplasma contamination

Cells were routinely tested for mycoplasma contamination using our in-house PCR-system. Cells tested negative for mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

All mice were bred and housed in pathogen-free conditions with a housing temperature of 22±1°C, 55 ± 5% humidity, and a photoperiod of 14 hours light and 10 hours dark. Within each experiment, age and sex-matched groups were used. B6.129S(C)-Batf3tm1Kmm/J (Batf3^{-/-}) mice, B6(Cg)-Zbtb46tm1(HBEGF)Mnz/J (zDC-DTR) mice, B6.Cg-Tg(Itgax-cre)1-1Reiz/J (CD11c-Cre) mice and NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice, mice were purchased from Jackson Laboratories. B6.Cg-Rag2tm1.1Cgn/J Ly5.2 (Rag2^{-/-}) mice, BALB/c and C57BL/6J were obtained from the Vienna Biocenter in-house breeding facility. ItgaxCrePtger2^{-/-}Ptger4fl/fl mice were kindly provided by Dr. Jan Boettcher (TUM, Munich). For Rag2^{-/-} Batf3^{-/-} strain generation, Batf3^{-/-} were crossed to Rag2^{-/-} mice and homozygous offspring (Rag2^{-/-} x Batf3^{-/-}) were confirmed by genotyping and used in subsequent experiments to evaluate the lack of cDC1s in the context of adoptive T cell transfer. For Rag2^{-/-} zDC-DTR strain generation, zDC-DTR mice were crossed to Rag2^{-/-} mice and homozygous offspring were confirmed by genotyping and used in subsequent experiments to evaluate the effects of DC depletion. For adoptive T cell transfer experiments and injection of YUMM1.7OVA cell-lines, Rag2^{-/-} mice were used. For the injection of YUMM3.3, KPAR and EPP2 cell-lines C57BL/6 mice were used. For the injection of the CT-26 cell line BALB/c mice were used. For the generation of bone marrow derived dendritic cells (BM-DCs) and Ly6C⁺ monocytes, bones (femurs and tibias) were collected from in-house-bred C57BL/6 mice. For all strains listed above, mice were used between 6-12 weeks old. For OT-1Luc CD8⁺ T cell isolations, 6-24 week-old OT-1Luc Thy1.1 mice were used.

Wild animals

Study did not involve wild animals.

Reporting on sex	Within each experiment, sex-matched mice were used whenever possible. Phenotypes and results were confirmed both in male and female mice
Field-collected samples	Study did not involved field-collected samples.
Ethics oversight	All mouse experiments were performed according to our license approved by the Austrian Ministry (GZ: MA58-2260492-2022-22, GZ: 340118/2017/25, BMBWF-66.015/0009-V/3b/2019, GZ: 801161/2018/17 and GZ: 2021-0.524.218 and their amendments.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	For flow cytometry-based characterization of the TME, tumors were isolated between day 7-11 post-injection, cut into pieces, and digested for 1.5 h at 37°C with collagenase A (1 mg/ml, Roche) and DNase (20µg/ml, Worthington) in unsupplemented RPMI-1640 media. Digested tumors were strained through a 70µm filter and resuspended in FACS buffer (0.5% BSA, 2mM EDTA). FC-block was performed with anti-CD16/32 (clone 2.4G2, BD Pharmingen) for 10 min at 4°C to avoid nonspecific antibody binding, and staining for cell-surface markers was performed for 30 min at 4°C. For intracellular staining the Foxp3 Transcription factor staining kit was used (eBioscience). For flow cytometry of cultured cancer cells, cells were detached using 0.05% Trypsin and inhibited in full media. For bone marrow derived dendritic cells supernatants was collected.
Instrument	LSR Fortessa (BD)<br>FACS Aria (BD)
Software	FACS Diva (version 9.0.1), FlowJo (version 10.8.0)
Cell population abundance	For sorting CD45+ immune cells, cells were reanalyzed after sorting and a purity of >90% was confirmed.
Gating strategy	For all gating strategies, singlets were identified based on FSC-A/FSC-H. Live dead exclusion was performed by staining with the fixable viability dye eF780 (1:1000, eBioscience). DCs were defined in most experiments as MHCII+ CD11c+ CD24+ out of alive CD45+ cells. cDC1s were identified as CD103+ CD11b- out of the total DCs, cDC2s as CD103- CD11b+ and inflammatory cDC2 as CD103- CD11b+ AXL+. AXL was previously described to identify inflammatory cDC2s. Monocytes were defined as Ly6C+ CD11b+ F4/80-, and inflammatory monocytes were identified as monocytes that were Ly6A+. Ly6A was previously described to identify monocytes expressing high levels of interferon-stimulated genes (ISGs). Macrophages were defined as Ly6C- F4/80+ Cd11b+. For the identification of adoptively transferred CD8+ T cells, CD3+ and CD8+ was used. On this populations we assessed PD-1, TIM-3 and TCF1 levels

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Cancer cells impair monocyte-mediated T cell stimulation to evade immunity
**Source:** Nature. 2024 Nov 27;637(8046):716–25. doi: 10.1038/s41586-024-08257-4
**Supplement:** Supplementary file 4 — Supplementary Tables 1–8.

**Supplementary Table Legends:**

**Supplementary Table 1**: **Top 20 markers from scRNA-seq populations**. Gene lists depicting the top differentially expressed genes of each identified population in the scRNA-seq from the immune TME of YUMM1.7^OVA^ tumors.

**Supplementary Table 2**: **scRNA-seq gene signatures**. Publicly available T cell signatures used to probe the scRNA-seq data of OT-1 T cells isolated from YUMM1.7^OVA^ tumors, publicly available inflammatory gene signatures and the Monocyte 1 and Inflammatory Monocyte gene signatures generated with the scRNA-seq dataset from our study.

**Supplementary Table 3**: **Differentially expressed genes in N^TT^ and R^TT^ cancer cells.** Differentially expressed genes (log2FC > 2, p-value < 0.05) from YUMM1.7^OVA^ N^TT^ and R^TT^ cancer cells sorted from tumors and analyzed by RNA-sequencing.

**Supplementary Table 4**: **Differentially expressed genes in the TME and TME signatures.** Gene lists depicting the differentially expressed genes in the immune TME of *Ptgs1/2* KO and IRF3/7 R^TT^ compared to CTRL R^TT^ YUMM1.7^OVA^ tumors (log2FC > 1, p-value < 0.05) analyzed by scRNA-seq. Gene signatures derived (TME-COX and TME-IRF3/7) and their human orthologs are included.

**Supplementary Table 5: Meta-analysis studies.** Main characteristics of studies included in the meta-analysis, including cancer type, numbers of patients, COX inhibitors used and immunotherapy specification.

**Supplementary Table 6: Search query for meta-analysis.** Contains the exact search query that was used for the meta-analysis in this study.

**Supplementary Table 7: RT-qCPR primer and sgRNA list.** Contains a list with all primer pairs used for RT-qPCR experiments and sgRNAs used for CRISPR/Cas9 knockouts.

**Supplementary Table 8: Antibody list.** Contains a list with all antibodies used in this study for flow cytometry, immunofluorescence, western-blotting and *in vivo* and *in vitro* depletion experiments.

How the deposited data were processed for this re-analysis (not part of the article)

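Gene counts of CD45+ cells from N TT tumours without ACT, N TT tumours after ACT and R TT tumours without ACT were analysed, 1 library of 3 pooled tumours each. T cells had been given on day 7 and tumours were taken on day 10. The authors made the matrices with Cell Ranger multi from probe-based Flex libraries on the mm10 build. The deposited values are UMI counts per gene and barcode for barcodes called as cells: they were checked to be whole numbers, and no normalized values were used. R TT cells after ACT were not analysed here, and neither were the mapping to the study's reference cells or the depth equalisation across libraries. Gene coordinates are those of GENCODE vM21 on GRCm38, the build that mm10 names.

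The libraries hold 48086714, 52002441 and 121895862 UMIs over all barcodes, and 43616956, 49698129 and 39441562 over the immune cells kept. Barcodes below the minimum of detected genes numbered 1866, 953 and 896. Kept cells had medians of 4464, 5695 and 7294 UMIs and of 2056.5, 2343 and 3048 genes. The 13 mitochondrial genes with probes held 0.108%, 0.139% and 0.277% of the UMIs. Scrublet scores at an expected rate of 5% marked 1 of 28706 barcodes as a doublet, so the caller was taken not to have worked and no cell was left out for it.

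The 21797 kept cells were scaled to 10000 counts, log-transformed and clustered together on 2915 of the 3000 most variable genes (85 interferon and cell cycle genes were left out), with 40 principal components, 20 neighbours and the Leiden method at resolution 0.5. This gave 20 clusters, and 25 after cluster 13, which mixed classes, was divided again. Marker lists for the classes, the gene lists, both comparisons and the alternatives to each choice were set before the data were examined. The rule that turns markers into names was not: at least 3 versions of it were tried with the clusters in view. As used, a class needs a mean log2 fold of its markers of at least 1.0 over the other clusters (0.5 for monocytes and macrophages, set against lymphoid, dendritic and granulocyte clusters) and 3 markers at least 2-fold higher, and immune classes other than monocytes and macrophages also need 2 markers among the 10 leading genes. Names end in "-like" because they rest on RNA alone. Cluster 14, without a name, holds 370 cells after ACT (4.78% of immune cells, 4.32 to 5.28, with the rest of the unnamed) and 17 of the 22 kept cells of that library with T cell genes. Where a setting changed the clusters, each new cluster took the class that most of its cells have in the clustering described, because naming afresh left up to 69.7% of a library without a name.

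Counts were summed over immune cells, or over the cells of 1 class, and divided by their total to give CPM. Log2 ratios add 0.5 to each sum. Intervals are exact Poisson for CPM and exact binomial for shares, both at 95%. No test across conditions was made, since there is 1 library per condition; a gene is described by whether it lies at least 2-fold higher or lower. A gene of a list is measured with at least 10 counts in either sum. The list median is set against 10000 random lists matched on expression. All genes together had a median log2 ratio of −0.17 (12241 genes, N TT with over without ACT) and 0.26 (12922 genes, R TT over N TT tumours). Genes are eligible to be named if the paper names them for this experiment, if they are among the 15 highest or 10 lowest ratios at 50 CPM or more in the higher library, or if they lead a list by mean level or by a ratio of at least 4-fold; not every such gene is reported here. Monocyte-like and macrophage-like cells were compared whatever their number, and other classes where each condition has at least 100 cells. For shares of cells with a UMI, cells were thinned to 2800 UMIs, and 1069, 567 and 411 kept cells with fewer were left out.

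For the k-means groups, sums were transformed with the variance stabilising transformation of DESeq2, the 300 genes of highest variance were standardised, and 3 groups were formed, as the methods state but over 3 libraries. The other choices tried were 1 range of 1000 to 8000 genes for all libraries, the stated ranges swapped, all barcodes kept, all variable genes used, resolution 1.0, non-immune clusters kept, median-of-ratios and TMM scaling, libraries thinned to the same mean number of UMIs per cell, count minima of none and of 100, 500 genes or log2 CPM for k-means, and, chosen after seeing the data, the 5% of cells with the highest doublet scores left out.

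The steps were tested on simulated data. Of 200 genes with a planted change, 95.5% and 98.5% came back within 0.25 of it on the log2 scale in the 2 comparisons, Poisson intervals covered 95.6% in both, binomial intervals 94.8% and 96%, and 3% and 5.5% of null lists fell outside the middle 95% of random lists. These figures describe counting error, since no spread between tumours could be simulated from 1 library.

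Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.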

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

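The whole-source test of free RNA, the test of scaling alone and the test within parts of the cDC2-like class were chosen only after the data had been seen, and so were the limits that picked the gene lists at the end (a median of at least 1 in size on the log2 scale, in the outermost 0.1% of random lists at either end); the other tests were fixed after the interferon patterns had been seen but before their own values were computed.

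Type I interferon genes were lower in R TT than in N TT tumours before ACT. A different mix of cell classes would remove this within 1 class, but in cDC2-like cells the median log2 ratio was −4.23. A different mix within that class would show when it is split: at resolution 1.0 it falls into cluster 11 (378 N TT and 90 R TT cells) and cluster 12 (158 and 419), but the medians there were −4.63 and −3.64. Scaling shifts every gene by the same amount, so as the whole cause it would put all genes near the list, but their median was 0.26. The higher of the values with median-of-ratios and TMM scaling was −4.18, a move that the median of all genes fixes in advance. With all barcodes kept, so without the upper limit of genes per cell, it was −4.28. The tables argue against each of these as the whole cause. Thinning the libraries to the same mean depth gave −3.96, but thinning summed counts leaves ratios as they are, so an effect of depth stays open. Beside it, a difference between the tumour types is a candidate explanation, as a hypothesis found and tested on the same libraries. What stays open is that each condition is 1 library, so that tumour type and anything else that sets these libraries apart cannot be told apart.

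IFNγ-response genes were higher in N TT tumours after ACT. A changed mix of classes would leave cDC2-like cells without a difference, but their median was 2.11. RNA released by monocyte-like cells and read in other cells could raise it there: the list's ratio of cDC2-like to monocyte-like level after ACT was 2.46 times that of the monocyte markers (95% interval 1.02 to 4.40 by resampling genes), and since some markers, such as *Ifitm6* and *Ms4a4c*, are themselves high in cDC2-like cells, this leaves a part from free RNA open. As the whole source, released alike by all monocyte-like cells, it is argued against. The list's median ratio was 0.701 (0.543 to 0.789), whereas *Vcan*, the monocyte marker with the lowest ratio, was at 0.0482 (upper limit 0.0915). But *Vcan* is a leading gene of cluster 10, with 262 of the 5318 monocyte-like cells after ACT, and IFNγ-response genes lead clusters 2 and 4. Free RNA mainly from clusters 2 and 4 would not carry both alike, so that source stays open. An effect of the transferred T cells is the biological candidate, untested here beyond the comparison of 1 library with 1 library.

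The following gene lists were picked out because their medians lie beyond nearly all random lists. The paper's sentences on the interferon gene sets of this experiment do not give them. The interferon, matrix degradation and extracellular matrix lists and the study's own marker sets were not eligible here, though several pass the same limits. For suppressive macrophages, the paper does report more *Spp1*+ and *Ctsk*+ cells in R TT tumours. It also reports fewer macrophages after T cell transfer by flow cytometry, and more NK cells and enhanced antigen presentation in engineered R TT tumours. After ACT, C1q and resident macrophage genes had a median log2 ratio of −1.59 in N TT tumours, 8 of 13 at least 2-fold lower, among them *Pf4*, a platelet-type chemokine of resident macrophages (−3.25), *Fcrls*, an Fc receptor-like scavenger receptor (−3.23), *Stab1*, a scavenger receptor (−2.43), and *Apoe*, which carries lipids (−2.07). Within macrophage-like cells the median was −0.14, but that class is named by markers that include genes of this list, so this value does not separate fewer macrophage-like cells from lower levels per cell.

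In R TT tumours before ACT, MHC class I presentation genes had a median of −1.54, with 16 of 19 at least 2-fold lower, among them *B2m*, the light chain of MHC class I (−1.97), *Tap1*, the peptide transporter (−2.30), and *Nlrc5*, which drives the class I genes (−2.74). Within macrophage-like cells it was −1.59 and within cDC2-like cells −1.21. T cell stimulation genes had a median of −1.39, 11 of 18 at least 2-fold lower and 2 higher, with *Ccl5*, a T cell chemokine, at −3.19 and the costimulatory *Cd86* at 0.14. Neither list is independent of the interferon lists. *Tap1*, *Psmb8* and *Psmb9* of the class I list are also on the list of genes that both interferons use. So is *Cxcl10* of the T cell stimulation list, and its *Cxcl9* is on the IFNγ-response list.

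Cytotoxic T and NK genes had a median of −3.19 in R TT tumours (−4.15 to −3.06 over the settings run), 16 of 19 at least 2-fold lower and 1 higher, with *Gzmb* (−5.00), *Gzma* (−3.82) and *Prf1* (−3.66), whose products kill target cells. These tumours also had fewer NK-like cells in proportion, and hosts have no T cells before ACT. Suppressive macrophage genes had a median of 1.18, 11 of 21 at least 2-fold higher, with *Spp1*, or osteopontin (3.48), *Il10*, a suppressive cytokine (2.11), and *Mrc1*, the mannose receptor (1.53); the median within macrophage-like cells was 1.05. C1q and resident macrophage genes had a median of 1.21, 7 of 13 at least 2-fold higher, with *Lyve1*, a hyaluronan receptor of resident macrophages, at 4.14 but *C1qa*, the complement subunit, at −0.07. With all barcodes kept, that list's median was 0.61, below 2-fold. Within macrophage-like cells, which different clusters hold in the 2 tumour types, it was 1.13.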

How the results depend on the processing

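Leaving out the 5% of cells with the highest doublet scores and carrying class names over to other clusterings were chosen after seeing the data. No paired analysis was possible because each condition is 1 library of pooled tumours. The choice to leave out cells that the doublet caller marked was not run, since it marked 1 cell.

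The interferon medians kept their sign in 60 of 60 values. Of these, 40 stayed within the counting interval and 20 moved out of it. Some could hardly move: resolution 1.0 gave identical values, and thinning sums leaves ratios as they are. Scaling also leaves the distance between the IFNγ and type I medians at 2.25. The tally thus overstates how far stability was tried. Median-of-ratios scaling gave −0.0871 (type I) and 2.16 (IFNγ) after ACT and −4.18 and −3.18 in R TT tumours, and TMM −0.10, 2.15, −4.21 and −3.21, while the median of all genes went from −0.17 to 0.01 and −0.00 after ACT and from 0.26 to 0.01 and −0.02 in R TT tumours. Both scalings shift every gene of a comparison by the same amount. With 1 range of 1000 to 8000 genes the values were 1.96 (IFNγ, ACT), −4.33 (type I, R TT) and −3.32 (IFNγ, R TT); with the ranges swapped −4.35 and −3.34 (R TT); with all barcodes 1.95, −4.28 and −3.30. IFNγ genes in R TT tumours stood at −2.82 without a count minimum and −3.04 with non-immune clusters kept. At 100 counts or more the IFNγ median after ACT was 1.93 and its distance from the type I median 2.19.

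Shares of cells depend more on processing. Monocyte-like and macrophage-like cells together were 80.9% in N TT tumours without ACT, 79.8% after ACT and 85.1% in R TT tumours. They were 79.4%, 77.4% and 83.2% with 1 range, 79.4%, 77.9% and 87.8% with ranges swapped, and 76.6%, 75.7% and 71.1% with all barcodes. With non-immune clusters kept they were 79.9% in N TT without ACT and 72.9% in R TT tumours, with all variable genes 81.6% after ACT and 80.0% in R TT tumours, and without the highest doublet scores 82.8% and 82.1% in N TT tumours without and with ACT. The order of N TT and R TT tumours in this share thus changes with the setting. NK-like cells in N TT tumours without and with ACT were 6.57% and 8.52% with all variable genes, 6.47% and 8.39% at resolution 1.0 and 6.67% and 8.74% without the highest doublet scores, and 11.1% and 10.3% with all barcodes. They were 9.65% and 9.51% with the ranges swapped, and 8.71% after ACT with 1 range. The order of N TT tumours without and with ACT thus turns with the ranges swapped and with all barcodes. These shares leave out cells carried over as unnamed. At resolution 1.0, 1 such cluster, NK-like when named afresh, held 1.45% of kept cells without ACT and 6.11% after it. With the ranges swapped, an unnamed cluster with *Xcl1* among its leading genes held 0.0540% and 6.65%. Whether the order turns thus depends on how such cells are named. In R TT tumours they were 0.831% with 1 range and 0.681% with the ranges swapped.

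Of the other values, 72 of 210 cell shares, 157 of 432 medians of other lists, 44 of 108 medians within a class, 1565 of 4040 ratios of single genes and 33 of 33 shares of cells with a UMI moved. The direction was kept in 420 of 432 list medians, 107 of 108 medians within a class and 3934 of 4040 gene ratios. Of ratios at least 2-fold, 2139 of 2170 stayed so for genes, 109 of 120 for other lists and 69 of 69 within a class. Within monocyte-like cells no value came from the setting with all variable genes. The k-means groups with *Cxcl9*, *Irf7* and *Ctsk* held 67, 135 and 98 genes, 96, 215 and 189 from 500 genes, and 49, 110 and 141 with log2 CPM.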

Differences from the paper's values

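The paper prints no number in its text for a measure computed here on these libraries, so no values were set side by side. Extended Data Fig. 1c labels a large part of the immune cells of N TT tumours before ACT as Monocyte 1 or inflammatory monocytes, by mapping to the study's reference cells. The paper's text also ranks monocytes first among the immune populations of N TT tumours, beside Fig. 1c,d, from other libraries taken after ACT. Here, in clusters named anew, 6.18% of the immune cells of N TT tumours before ACT were monocyte-like and 74.7% macrophage-like. The low monocyte-like share before ACT thus differs from the labels in Extended Data Fig. 1c. When each cluster took the name of the study's marker set that scored highest in it, a step chosen after seeing the data, Monocyte 1 held 0.778% and Infl_Mono 7.56% of these cells, TAM_H2Ab1 42.2% and TAM_Spp1 25.4%. The mapping itself was not repeated, the names here were rebuilt, and a name given to a cluster is coarser than a name given to each cell.

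After ACT, the time of the paper's ranking, monocyte-like cells came first in N TT tumours here too (68.7%, against 11.0% macrophage-like). That class name is not fully told apart from the response to interferon. By the step with the study's marker sets, Monocyte 1 held 70.1% there. In R TT tumours without ACT, TAM_C1q held 53.0%, CCL6_Macro 11.6%, TAM_cycling 8.94%, Ctsk_Macro 6.89% and TAM_Spp1 3.32%. The paper reports more Spp1+, Ctsk+ and cycling TAMs in R TT tumours, beside Fig. 1c,d, which shows other libraries, taken after ACT. In N TT tumours before ACT, the cells under Ctsk_Macro were 0.0608% and those under TAM_cycling 2.65%. These shares rest on whole clusters that come mostly from 1 library, so no direction is read from them. The study's own 20 TAM_Spp1 marker genes had a median log2 ratio of 0.54 in R TT over N TT tumours (7 at least 2-fold higher and 1 lower). Cluster 8, most of it from R TT tumours, scored 1.097 for both TAM_C1q and TAM_Spp1 and is counted under TAM_C1q. The gene *Spp1* itself was higher in R TT tumours (3.48). The paper describes cDCs as severely reduced in R TT tumours, beside the same figure. Before ACT here, dendritic cell-like classes together, plasmacytoid cells included, were 10.0% of immune cells in N TT and 11.9% in R TT tumours. That total is thus not a share of cDCs alone. The cDC2-like rise within it lay in 1 part of the class, cluster 12 at resolution 1.0 (158 N TT and 419 R TT cells), while cluster 11 had 378 and 90. The CCR7+ type was lower (1.12% and 0.287%). The study's own cDC1 and cDC2 marker sets had medians of −0.66 and −0.57 in R TT over N TT tumours. For the genes that the paper names in the IFNγ and IFNα sets, the directions here are those of the paper. *Cxcl9*, *Gbp2* and *Slamf7* were at least 2-fold higher after ACT in N TT tumours. *Irf7*, *Isg15* and *Cxcl10* were at least 2-fold lower in R TT tumours. The paper drew these genes from the experiment that holds these libraries, so the same direction is no independent check.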

Other observations

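The lists in this part were fixed in advance, and the grouping of results into paragraphs was made after they had been seen. Before ACT, the immune cells of R TT tumours were higher than those of N TT tumours in genes for handling lysosomal cargo and lipid (median log2 ratio 0.81, 10 of 22 at least 2-fold higher and 1 lower), with *Gpnmb*, a lysosomal glycoprotein, at 2.56 and *Lpl*, which releases fatty acids, at 2.11. Oxidative phosphorylation genes had a median of 0.57 and none of 18 reached 2-fold, G2M genes 0.76 (3 of 23 higher; *Mki67*, the proliferation marker, 1.17) and S phase genes 0.40. Both cell cycle lists depend on the cell filter and on scaling: over the settings run the G2M median ranged from 0.48 (TMM) to 2.29 and the S phase median from 0.12 (TMM) to 1.44, both highest with the stated ranges swapped. *Saa3*, an acute-phase protein, had the highest ratio among genes at 50 CPM or more in the higher library (6.18), from 4.13 to 301 CPM. The mast cell proteases *Mcpt2* (5.36) and *Mcpt1* (4.20) and the metallothionein *Mt2* (4.62) were also high.

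Inflammation in R TT tumours did not go 1 way. Of 21 inflammatory cytokines and chemokines, 8 were at least 2-fold higher and 3 lower in R TT tumours (median 0.02, from −0.26 with TMM scaling to 0.14 with the ranges swapped). The neutrophil chemokine *Cxcl1* was at 3.02 and *Il1a* at 2.36, whereas *Ccl12*, a monocyte chemokine, was at −1.47 and *Il1b* at −0.01. Prostaglandin E2 pathway genes had a median of 0.36 in R TT tumours (3 of 14 higher) and 0.15 after ACT (3 higher, 3 lower; −0.02 with non-immune clusters kept), and *Ptgs2*, which encodes COX-2, was at 0.36 and 1.20. Hypoxia and glycolysis genes had medians of 0.21 in R TT tumours (−0.07 with TMM scaling) and 0.25 after ACT. Dissociation and early stress genes had medians of −0.17 and −0.06, near those of random lists (percentiles 11.7 and 12.7).

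After ACT in N TT tumours, 10 of 20 cytotoxic T and NK genes were at least 2-fold higher, whereas most presentation genes lay within 2-fold. MHC class I genes had a median of 0.50 (1 of 19 at least 2-fold higher; *B2m* 0.73), MHC class II genes 0.31 overall (0 of 12 higher) and 1.95 within monocyte-like cells, though these come from different clusters in the 2 conditions, and T cell stimulation genes 0.30 (5 of 18 higher, 3 lower). Cytotoxic T and NK genes had a median of 0.94 (1 lower), with *Gzma* at 1.77 and *Gzmb* at 1.41, and exhaustion and checkpoint genes 0.20 (3 of 12 higher). Suppressive macrophage genes had a median of −0.77 (9 of 20 lower, 2 higher; *Retnla*, an alternative activation marker, −4.77), matrix degradation genes −0.60 (7 of 17 lower; *Ctsk* −3.49, *Mmp9* −3.78; without cluster 15, 4 of 16 lower and a median of −0.45) and lysosome and lipid genes −0.22. Macrophage-like cells were 74.7% of the immune cells without ACT and 11.0% after it. For these macrophage lists, fewer such cells and lower levels per cell are therefore not told apart. S phase and G2M genes had medians of −0.41 and −0.43, and oxidative phosphorylation genes 0.20. Of the *Ctsk* counts in N TT tumours without ACT, 94.2% lay in 5 cells of cluster 15, which had 1 cell after ACT; without that cluster *Ctsk* was at 3.15 and 3.00 CPM, and after thinning it had a UMI in 0.726% and 0.683% of cells. In R TT tumours, MHC class II genes had a median of −0.85 overall (−1.45 to −0.85 over the settings run, and so beyond 2-fold in some), −1.35 in macrophage-like and 0.00 in cDC2-like cells, and exhaustion and checkpoint genes −0.72 (5 of 12 lower).

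Matrix genes were sensitive to which cells were summed. Extracellular matrix and collagen genes had a median of 1.96 in R TT over N TT tumours (16 of 21 at least 2-fold higher, *Fn1* 2.75) and −1.02 after ACT (11 of 21 lower), but with the non-immune clusters kept the R TT value was 0.32. Cluster 9, named fibroblast-like, holds 788 R TT cells out of 808 and is led by *Hmga2*, *Il11*, *Grem1*, *Dmp1*, *Bmp2*, *Sox9* and *Cspg4*, so the name does not settle which non-immune cells these are. The setting with the value of 0.32 restores cluster 9 together with clusters 18 and 25, and cluster 18, led by *Col1a1* and *Col3a1*, holds 82 cells of N TT tumours without ACT and 15 of R TT tumours, with a median of 12931 UMIs per cell. Which cluster moves the median was not tested.

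The study's own marker sets, each of 20 genes picked by the study on other libraries, gave these medians after ACT in N TT tumours and in R TT over N TT tumours without ACT: Monocyte 1, 0.78 and −2.22; Infl_Mono, 0.15 and −4.01; TAM_H2Ab1, −0.28 and −1.28; TAM_Spp1, −0.20 and 0.54; TAM_C1q, −1.41 and 0.82; Ctsk_Macro, −0.56 and 2.09; TAM_cycling, −0.42 and 0.50; cDC1, 0.02 and −0.66; cDC2, 0.04 and −0.57; CCr7+ DCs, −0.21 and −0.09; NK_cells, 0.61 and −2.89; T_CD8, 0.45 and −1.82. The longer signatures gave, for ISG-DC, −0.06 and −2.81, for Inf-cDC2, 0.17 and −4.18, for inflammatory monocytes, 0.20 and −2.74, for the Monocyte 1 signature, 0.85 and −1.80, for TME-COX, 1.11 and −3.12, and for TME-IRF3/7, 0.27 and −3.80. Many of these hold interferon genes, so they are not independent of the interferon lists.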
